# Astrocytic Ryk signaling coordinates scarring and wound healing after spinal cord injury

**DOI:** 10.1073/pnas.2417400122

**Published:** 2025-04-10

**Authors:** Zhe Shen, Bo Feng, Wei Ling Lim, Timothy Woo, Yanlin Liu, Silvia Vicenzi, Jingyi Wang, Brian K. Kwon, Yimin Zou

**Keywords:** spinal cord injury, astrocytes, glial scar, microglia, Ryk

## Abstract

Wound healing after spinal cord injury involves highly coordinated interactions among multiple cell types, which are poorly understood. Astrocytes play a central role in creating a border against the non-neural lesion core. To do so, astrocytes undergo dramatic morphological changes by first thickening and elongating their processes and then overlapping them to form a physical barrier. We show here that the expression of a cell-surface receptor, Ryk, is induced in astrocytes after injury in both rodent and human spinal cords. Astrocyte-specific knockout of *Ryk* dramatically elongated the reactive astrocytes, accelerated the formation of the border, and reduced the size of the scar. Astrocyte-specific knockout of *Ryk* also accelerated the injury responses of multiple cell types. Single-cell transcriptomics analyses revealed a broad range of changes in cell signaling among astrocytes, microglia, fibroblasts, and endothelial cells after astrocyte-specific *Ryk* knockout, suggesting that Ryk not only regulates injury responses of astrocytes but may also regulate signals emanating from astrocytes and coordinate the responses of these cell types. The elongation of astrocyte processes is mediated by NrCAM, a cell adhesion molecule induced by astrocyte-specific conditional knockout of *Ryk* after spinal cord injury. Our findings suggest that Ryk is a promising therapeutic target to accelerate wound healing, promote neuronal survival, and enhance functional recovery.

## Significance

Traumatic spinal cord injury, caused by a primary insult, leads to a much larger secondary injury. Wound healing, essential to stop the secondary injury, involves highly coordinated interactions among multiple cell types. We show here that Ryk expression is induced in astrocytes and inhibits their morphological changes by inhibiting the expression of Neuronal Cell Adhesion Molecule (NrCAM). Astrocytic Ryk signaling regulates not only the injury responses of astrocytes but also signals from astrocytes to other cell types, including microglia, fibroblasts and endothelial cells. In spinal cord injury patients, Ryk is induced in both astrocytes and the injured axons. Therefore, Ryk is a promising therapeutic target to accelerate wound healing, promote neuronal survival and connectivity and enhance functional recovery.

Traumatic spinal cord injury starts with a primary injury to neurons and glia and continues with a much larger secondary injury caused by inflammation, ischemia, excitotoxicity, and oxidative stress, which ends with the formation of a fibrotic scar bordered by astrocytes (1). Injured axons initially retract from the lesion site due to the repulsive function of the reinduced guidance cues, such as the Wnt family proteins (2–5). Regrowth of axons or axonal branches toward the injury site is limited, and regrowing axons or axonal branches typically cannot cross the fibrotic scar (6). However, injured axons and their collateral branches can grow around the injury site and extend beyond the injury site through the spared tissue, bypassing the lesion site. Collateral branches of injured axons can also grow from intact axon segments away from the injury site. Uninjured axons can also grow new sprouts (7). This axonal growth, shortly after injury, may lead to new synaptic connections and spontaneous functional recovery in humans and experimental animals. Therefore, increasing the protection of the spared spinal cord tissue and promoting the regenerative growth of axons or axonal branches can enhance the repair of circuits and recovery of sensorimotor functions after spinal cord injury. The understanding of the role of astrocytes after spinal cord injury has been evolving, and more recent studies highlight the benefit of the astrocytes in forming a protective border (8, 9). Reactive astrocytes undergo extensive morphological changes after injury, including initial thickening and then polarization/elongation and finally overlapping of their processes to establish the border (10). The signaling mechanisms regulating these morphological changes are not well known. In addition, astrocytes have complex roles in the inflammatory responses, both proinflammatory and anti-inflammatory, likely temporally and spatially controlled. How these processes are controlled in the astrocytes is not well understood (11). Finally, astrocytes are known to communicate with many other cell types through extensive cell–cell signaling (11). What are these signals and how do these communications affect wound healing are not clear. Here, we report that Ryk, a receptor in both canonical and noncanonical Wnt signaling pathways, plays central roles in regulating astrocyte morphology, differentiation, and communication with multiple cell types for wound healing after spinal cord injury.

## Results

### Ryk Expression Is Induced in Injured Spinal Cords in Mice and Humans.

The expression of a Wnt receptor, Ryk, known to mediate axon repulsion in development as well as in injured adult spinal cord, was also observed induced in the lesion area in addition to axons, particularly on the border of the developing scar, after spinal cord injury (2, 5, 12). We therefore analyzed Ryk expression and asked whether it is expressed in reactive or border-forming astrocytes. To validate Ryk staining and astrocyte identity, we crossed *Ryk* floxed allele with *hGFAPcre^ERT2^* or *Aldh1L1 cre^ERT2^* and performed C5 dorsal column lesion (5). Mice were subjected to cervical 5 (C5) dorsal column lesion and costained with a polyclonal Ryk antibody previously made in the lab and an astrocyte marker, GFAP, or a fibroblast marker, fibronectin, 1 d, 3 d, 7 d, and 14 d after injury (Fig. 1*A*) (2, 13). Studies reported that astrocyte density was significantly increased within 250 µm from the lesion border (10, 14). Therefore, we examined Ryk expression in those areas and we found that Ryk was significantly increased 1 d, 3 d, and 7 d after spinal cord injury and started to decrease 14 d after injury (Fig. 1*B*). And the Ryk immunoreactivity was found colocalized with astrocyte marker, GFAP (Fig. 1*B*, blue insets). Compared with WT animals, we found that most of the Ryk immunoreactivity was abolished in astrocytes in *Ryk cKO* mice (Fig. 1*B*), confirming the specificity of the Ryk antibody and the effectiveness of the *Ryk* conditional knockout in astrocytes.

**Fig. 1.**
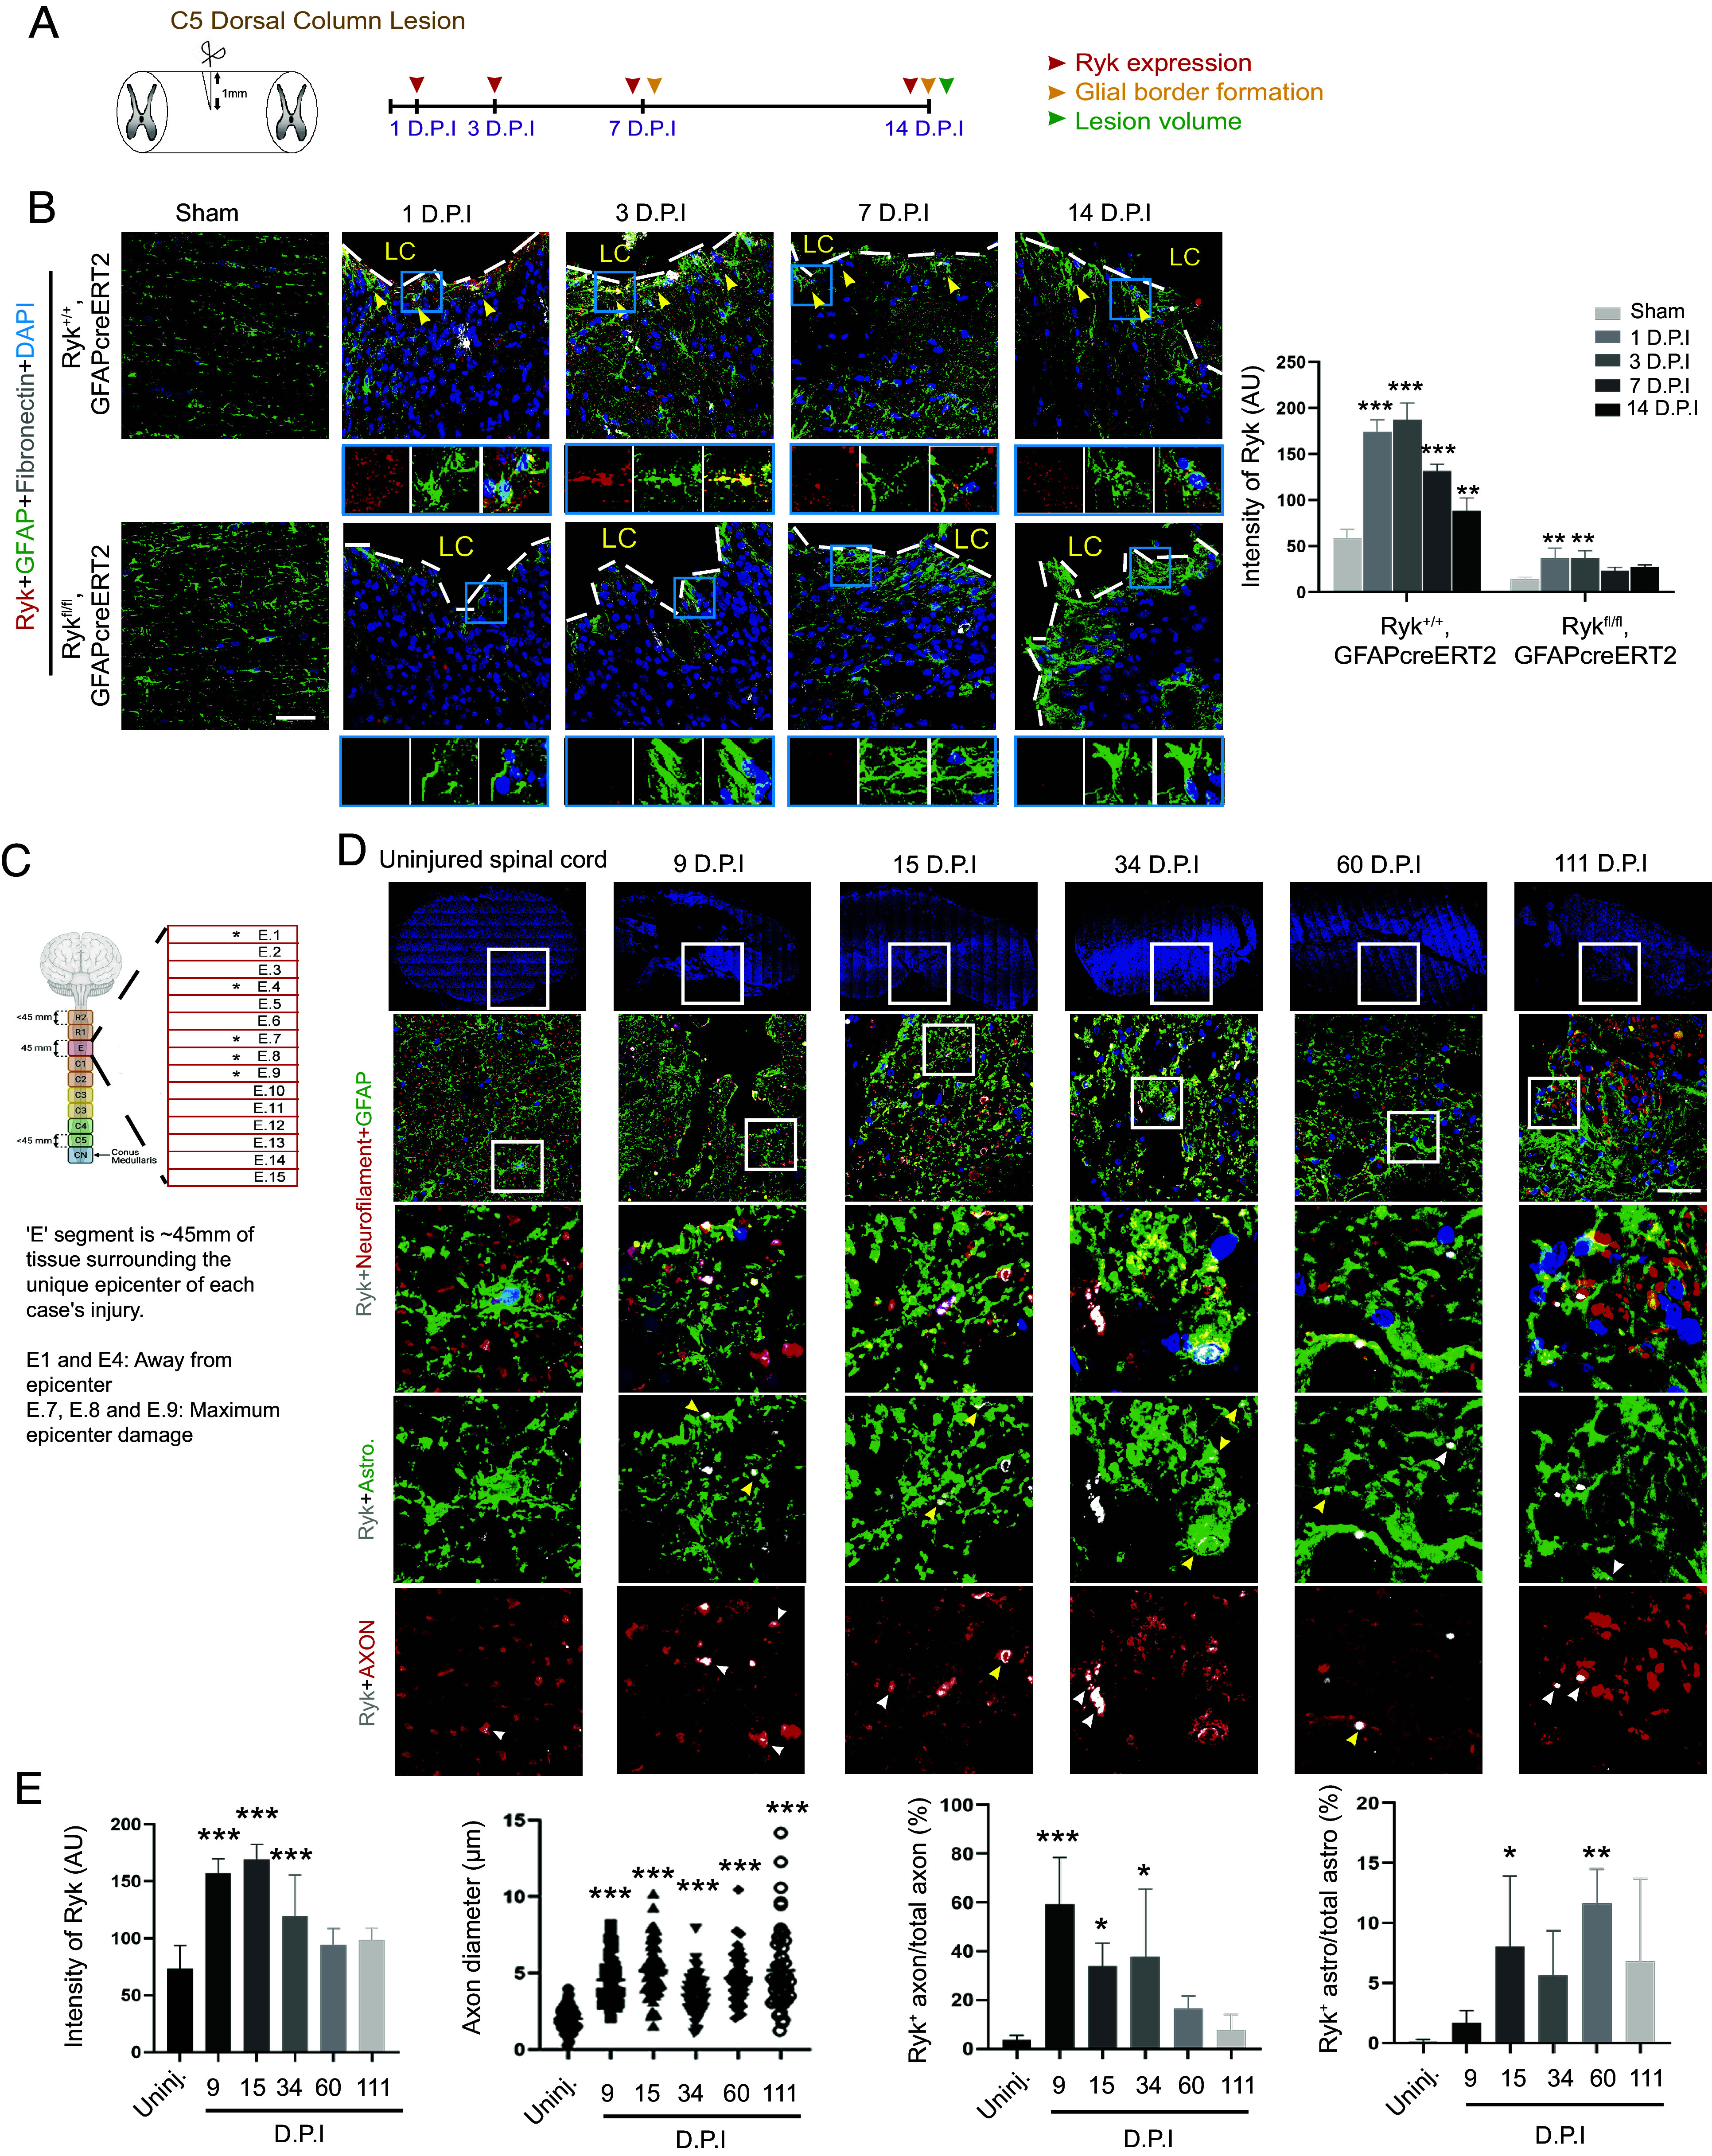
Induction of Ryk expression at injury sites in mice and humans after spinal cord injury. (*A*) Experimental design. Red, orange, and green arrowheads indicate the time of the experiments to test Ryk expression, glial border formation and lesion volume, respectively. (*B*) Immunohistochemistry with antibodies against Ryk, GFAP, and fibronectin 1, 3, 7, or 14 d after C5 dorsal column lesion in control or in *Ryk^fl/fl^* crossed with *GFAPcre^ERT2^*. N = 3 for each group. (Scale bar, 40 µm.) (*C*) Schematic showing the location of the human spinal cord tissue sections relative to the lesion epicenter. (*D*) Immunohistochemistry at different time points after human spinal cord injury with antibodies against Ryk (gray), Neurofilament H (red), and GFAP (green). (*E*) Bar graphs showing quantification of Ryk expression levels, axon diameter, ratio of Ryk^+^ axons to total axons, and ratio of Ryk^+^ astrocytes to total astrocytes. (Scale bar, 40 µm.) Data are expressed as mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 vs. the indicated groups.

To test the relevance of Ryk function in human spinal cord injury, we analyzed spinal cord samples from 5 different deidentified patients at different time points of injury. From each patient, we analyzed 5 transverse sections, E1, 4, 7, 8, and 9 (*SI Appendix*, Fig. S1*A*). E7, 8, and 9 are the epicenter of the injuries (Fig. 1*C*). E1 is approximately 15 mm away from the lesion center while E4 is approximately 6 mm away from the core. First, we costained with a monoclonal Ryk antibody with an astrocyte marker GFAP and an axon marker Neurofilament H in the lesion core (sections E7, 8, and 9) and found that Ryk (white signal) was significantly increased in human spinal tissues at 9 D.P.I. (C6/7 fracture dislocation/C6 AIS A), 15 D.P.I. (C3/4 hyperextension injury/C4 AIS C) and 34 C.P.I (C6/7 fracture dislocation/C7 AIS A) in both astrocytes and in axons compared with spinal cord tissue from uninjured control (Fig. 1 *D* and *E*). In these transverse sections, the longitudinal axon tracts were cut perpendicular to their trajectories. Ryk is a cell surface receptor and was found localized on the axon membrane after injury. The average diameter of Neurofilament signal was found increased in the lesion core, suggesting axonal swelling after injury. Therefore, Ryk expression is induced on axons at the lesion core shortly after injury and the expression persists for at least 1 mo in the human spinal cord but declines 2 mo after injury (Fig. 1 *D* and *E*). Ryk signal on axons started to decrease at 60 D.P.I. (C4/5 hyperextension injury C4 AIS D) and 111 D.P.I. (C4/5 hyperextension injury C5 AIS A). The expression of Ryk on the human astrocytes, on the other hand, continued to increase and peaked at 2 mo after injury. This is different from mice, where Ryk expression in astrocytes peaks on day 3 postinjury (Fig. 1*B*) whereas Ryk expression on injured axons peaks on 7 d postinjury or later [Fig. 2 of Liu et al. (2)]. We noticed that while some Ryk signals were found on axon membranes only (white arrowheads in red channel), majority of the Ryk signals found on astrocyte processes are also close to or in contact with axons (yellow arrowheads in both channels) (Fig. 1*D* and *SI Appendix*, Fig. S2). Fewer Ryk signals are on astrocyte processes only (white arrowheads in green channel) (Fig. 1*D* and *SI Appendix*, Fig. S2). We also investigated the Ryk expression away from the lesion core with astrocyte marker SOX9 (section E4) (*SI Appendix*, Fig. S3*A*) and axon marker Neurofilament (section E1) (*SI Appendix*, Fig. S3*B*). We found that Ryk expression was also significantly increased 9 d, 15 d, and 34 d after injury and started to decline on day 60 and day 111 in both E1 and E4 sections (*SI Appendix*, Fig. S3*C*). And in E4 and E1 sections, Ryk immunoreactivity colocalized with the astrocyte marker SOX9 and the axonal marker Neurofilament H, respectively.

**Fig. 2.**
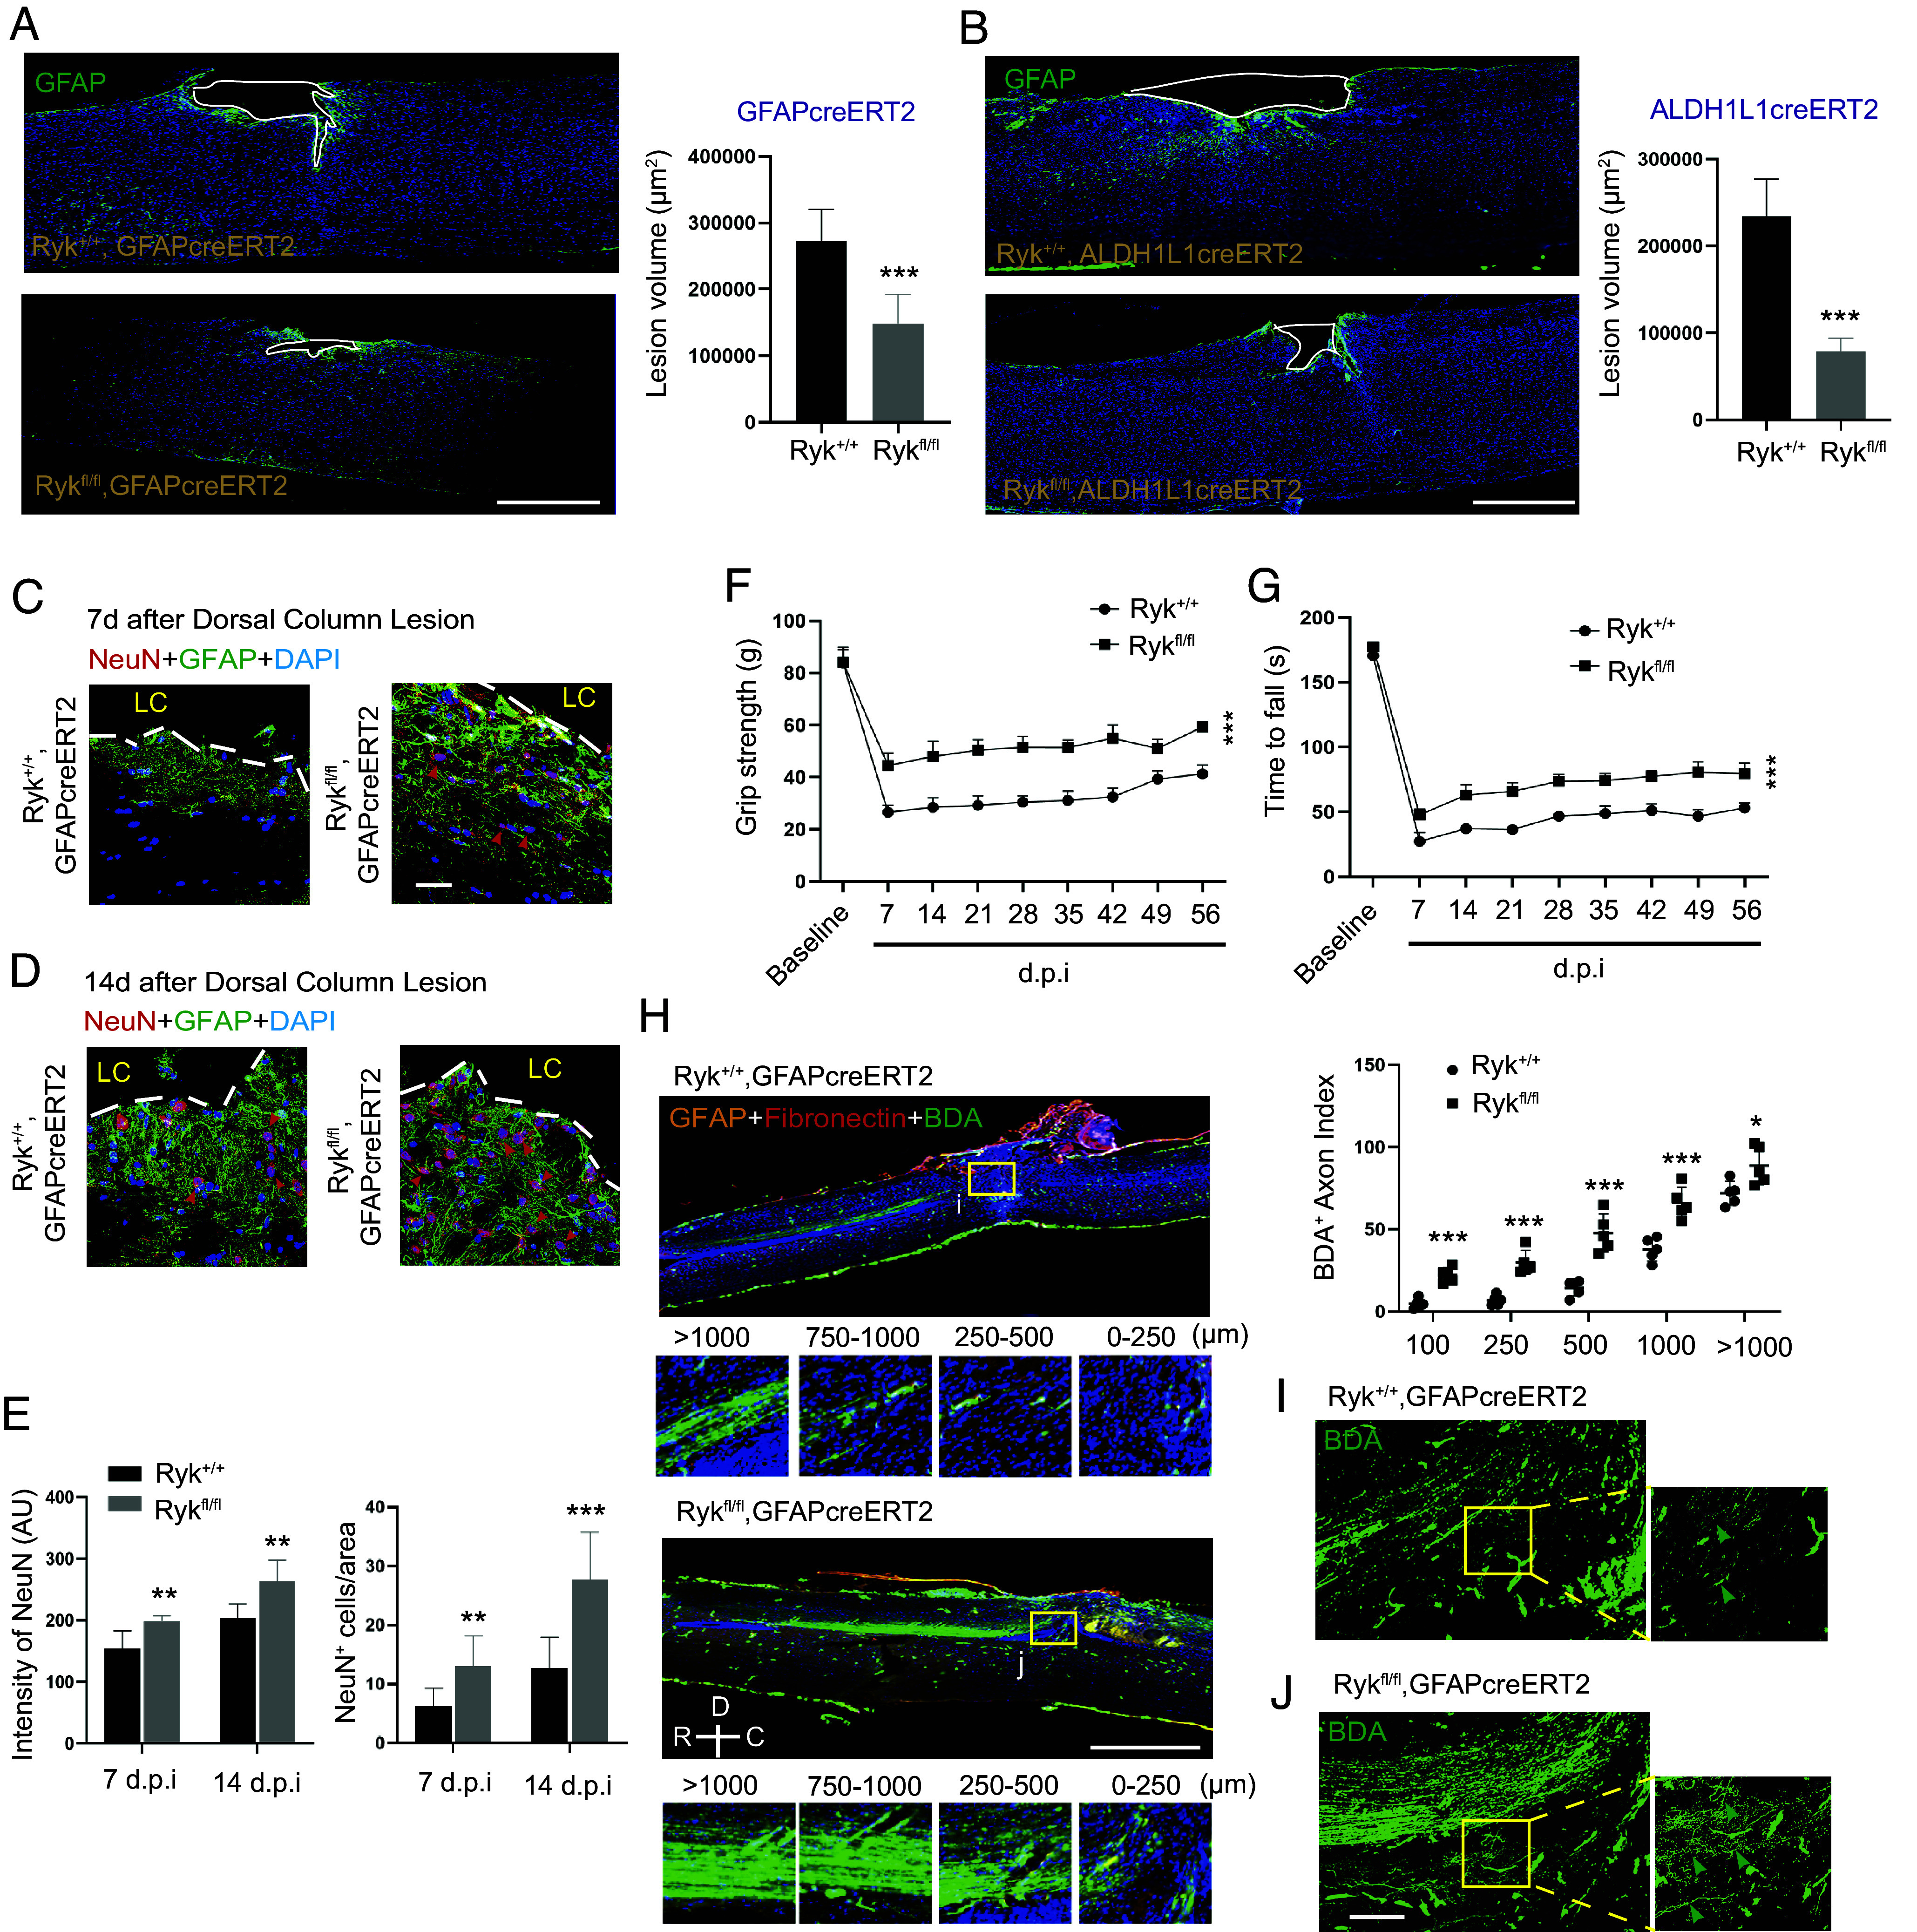
Smaller lesion volume, more preserved neurons and axons and sensory-motor functions in astrocyte-specific Ryk conditional knockout. (*A*) Lesion volume shown in sagittal sections of spinal cord stained with GFAP antibody 14 d after SCI in control or *Ryk^fl/fl^* crossed with *GFAPcre^ERT2^*. (Scale bar, 500 µm.) N = 5 for each group. (*B*) Lesion volume shown in sagittal sections of spinal cord stained with GFAP antibody 14 d after SCI in control or *Ryk^fl/fl^* crossed with *Aldh1L1cre^ERT2^*. (Scale bar, 500 µm.) N = 5 for each group. Immunohistochemistry with NeuN in spinal cord sections 7 d (*C*) or 14 d (*D*) after SCI stained. (Scale bar, 40 µm.) (*E*) Quantification of (*C* and *D*). Measurements of grip strength (*F*) and Rotarod performance (*G*) 2 mo after C5 dorsal column lesion. N = 6 for the control group and n = 7 for *Ryk cKO*. (*H*) Representative images of BDA-labeled CST axons with GFAP and fibronectin staining in control or *Ryk cKO* mice. (Scale bar, 1,000 µm.) N = 5 for each group. Higher magnification of images for control (*I*) or *Ryk cKO* (*J*) from boxed regions (750 µm rostral to the lesion site) indicated in (*H*). (Scale bar, 50 µm.) Data are expressed as mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 vs. the indicated groups.

### Astrocyte-Specific *Ryk* Conditional Knockout Resulted in Smaller Lesion Volume, More Preserved Neurons and Axons and Sensory-Motor Functions.

To explore the role of the induced Ryk in astrocytes, we performed a number of analyses in the injured spinal cords of the astrocyte-specific *Ryk* conditional knockout mice. First, we measured the injury lesion volume based on GFAP delineation in confocal images and observed a significant decrease in lesion volume 14 d after injury in astrocyte-specific *Ryk* knockouts using either *hGFAP-CreERT2* or *Aldh1l1-CreERT2* (Fig. 2 *A* and *B*). We then asked whether the smaller lesion volume promotes the survival of neural tissues and observed that the number and density of NeuN-positive neurons were significantly increased 7 d and 14 d after injury (Fig. 2 *C*–*E*), indicating astrocyte-specific *Ryk cKO* may have promoted neuronal survival. Since astrocyte-specific *Ryk cKO* reduced the lesion size, we further investigated whether there is any long-term functional benefit. Using grip strength and rotarod performance, we found that astrocyte-specific *Ryk cKO* showed more protection of the motor function for at least 2 mo after C5 dorsal column lesion injury (Fig. 2 *F* and *G*, n = 6 for the control group and n = 7 for *Ryk cKO*). And we analyzed the axon morphology 2 mo after injury by injecting biotinylated dextran amine (BDA) into the motor cortex and costained for GFAP and fibronectin. Using a digital stereotactic injector (Item: 51709, Stoelting Co., USA), 0.5 µL of biotinylated dextran amine (BDA; MW 10,000; 10% in PBS; Molecular Probes) was injected into one of the 10 total sites (5 sites/side). We found that *Ryk cKO* significantly reduced the corticospinal tract axon retraction (Fig. 2*H*, normalized to pyramidal tract labeling in the brainstem) and increased the axon branch (Fig. 2 *I* and *J*). Therefore, astrocyte-specific *Ryk cKO* shows long-term benefit.

### Astrocyte-Specific *Ryk* Conditional Knockout Promoted Polarization and Elongation of Astrocyte Processes and Accelerated Astrocyte Border Formation.

To better understand the role of Ryk in astrocytes and how astrocyte-specific *Ryk* knockout affects injury responses, we analyzed the astrocyte border. In addition to the smaller lesion size, we found that the astrocytes form the astrocyte border more efficiently in astrocyte-specific *Ryk cKOs* 14 d after injury (Fig. 3*A*), suggesting that astrocyte-specific *Ryk cKO* accelerated the injury response of astrocytes. In support of this, we found that astrocyte processes were greatly elongated and highly polarized toward the injury site in *Ryk cKO*, particularly obvious 7 d after SCI when the density of GFAP-positive reactive astrocytes is still sparse and when it is possible to clearly observe their morphology (Fig. 3*B* and *SI Appendix*, Fig. S4, mainly quantified in areas with sparse GFAP staining). These highly polarized astrocyte cell processes were also more overlapped in *Ryk cKO* (Fig. 3*B* and *SI Appendix*, Fig. S4). Overlapping of processes is one of the key morphological features of border-forming astrocytes. To further characterize the changes of astrocyte response, we stained for an astrocyte marker, SOX9, and found that the number of SOX9-positive astrocytes was significantly increased 7 d after SCI in *Ryk cKO* (*SI Appendix*, Fig. S5 *A* and *B*), indicating *Ryk cKO* accelerated the process of reactive astrogliosis. The increase 14 d after SCI is much less than at day 7. Furthermore, to test whether the change of the astrocyte border in *Ryk cKO* was caused by astrocyte proliferation, mice were administered a single injection of BrdU on each day from 2 to 7 d after SCI. And we found that the newly proliferated astrocyte significantly increased on day 7 after injury (*SI Appendix*, Fig. S5*C*). However, there was no significant difference between WT and *Ryk cKO* in the number of proliferated astrocytes 14 d after injury, suggesting that we are observing an acceleration of the rate of proliferation shortly after injury rather than a continued increase of astrocyte proliferation (*SI Appendix*, Fig. S5*D*). These data suggested that *Ryk cKO* accelerated the proliferation of reactive astrocytes after injury to form the border, which was observed on day 7. Once enough astrocytes were generated, proliferation slowed down.

**Fig. 3.**
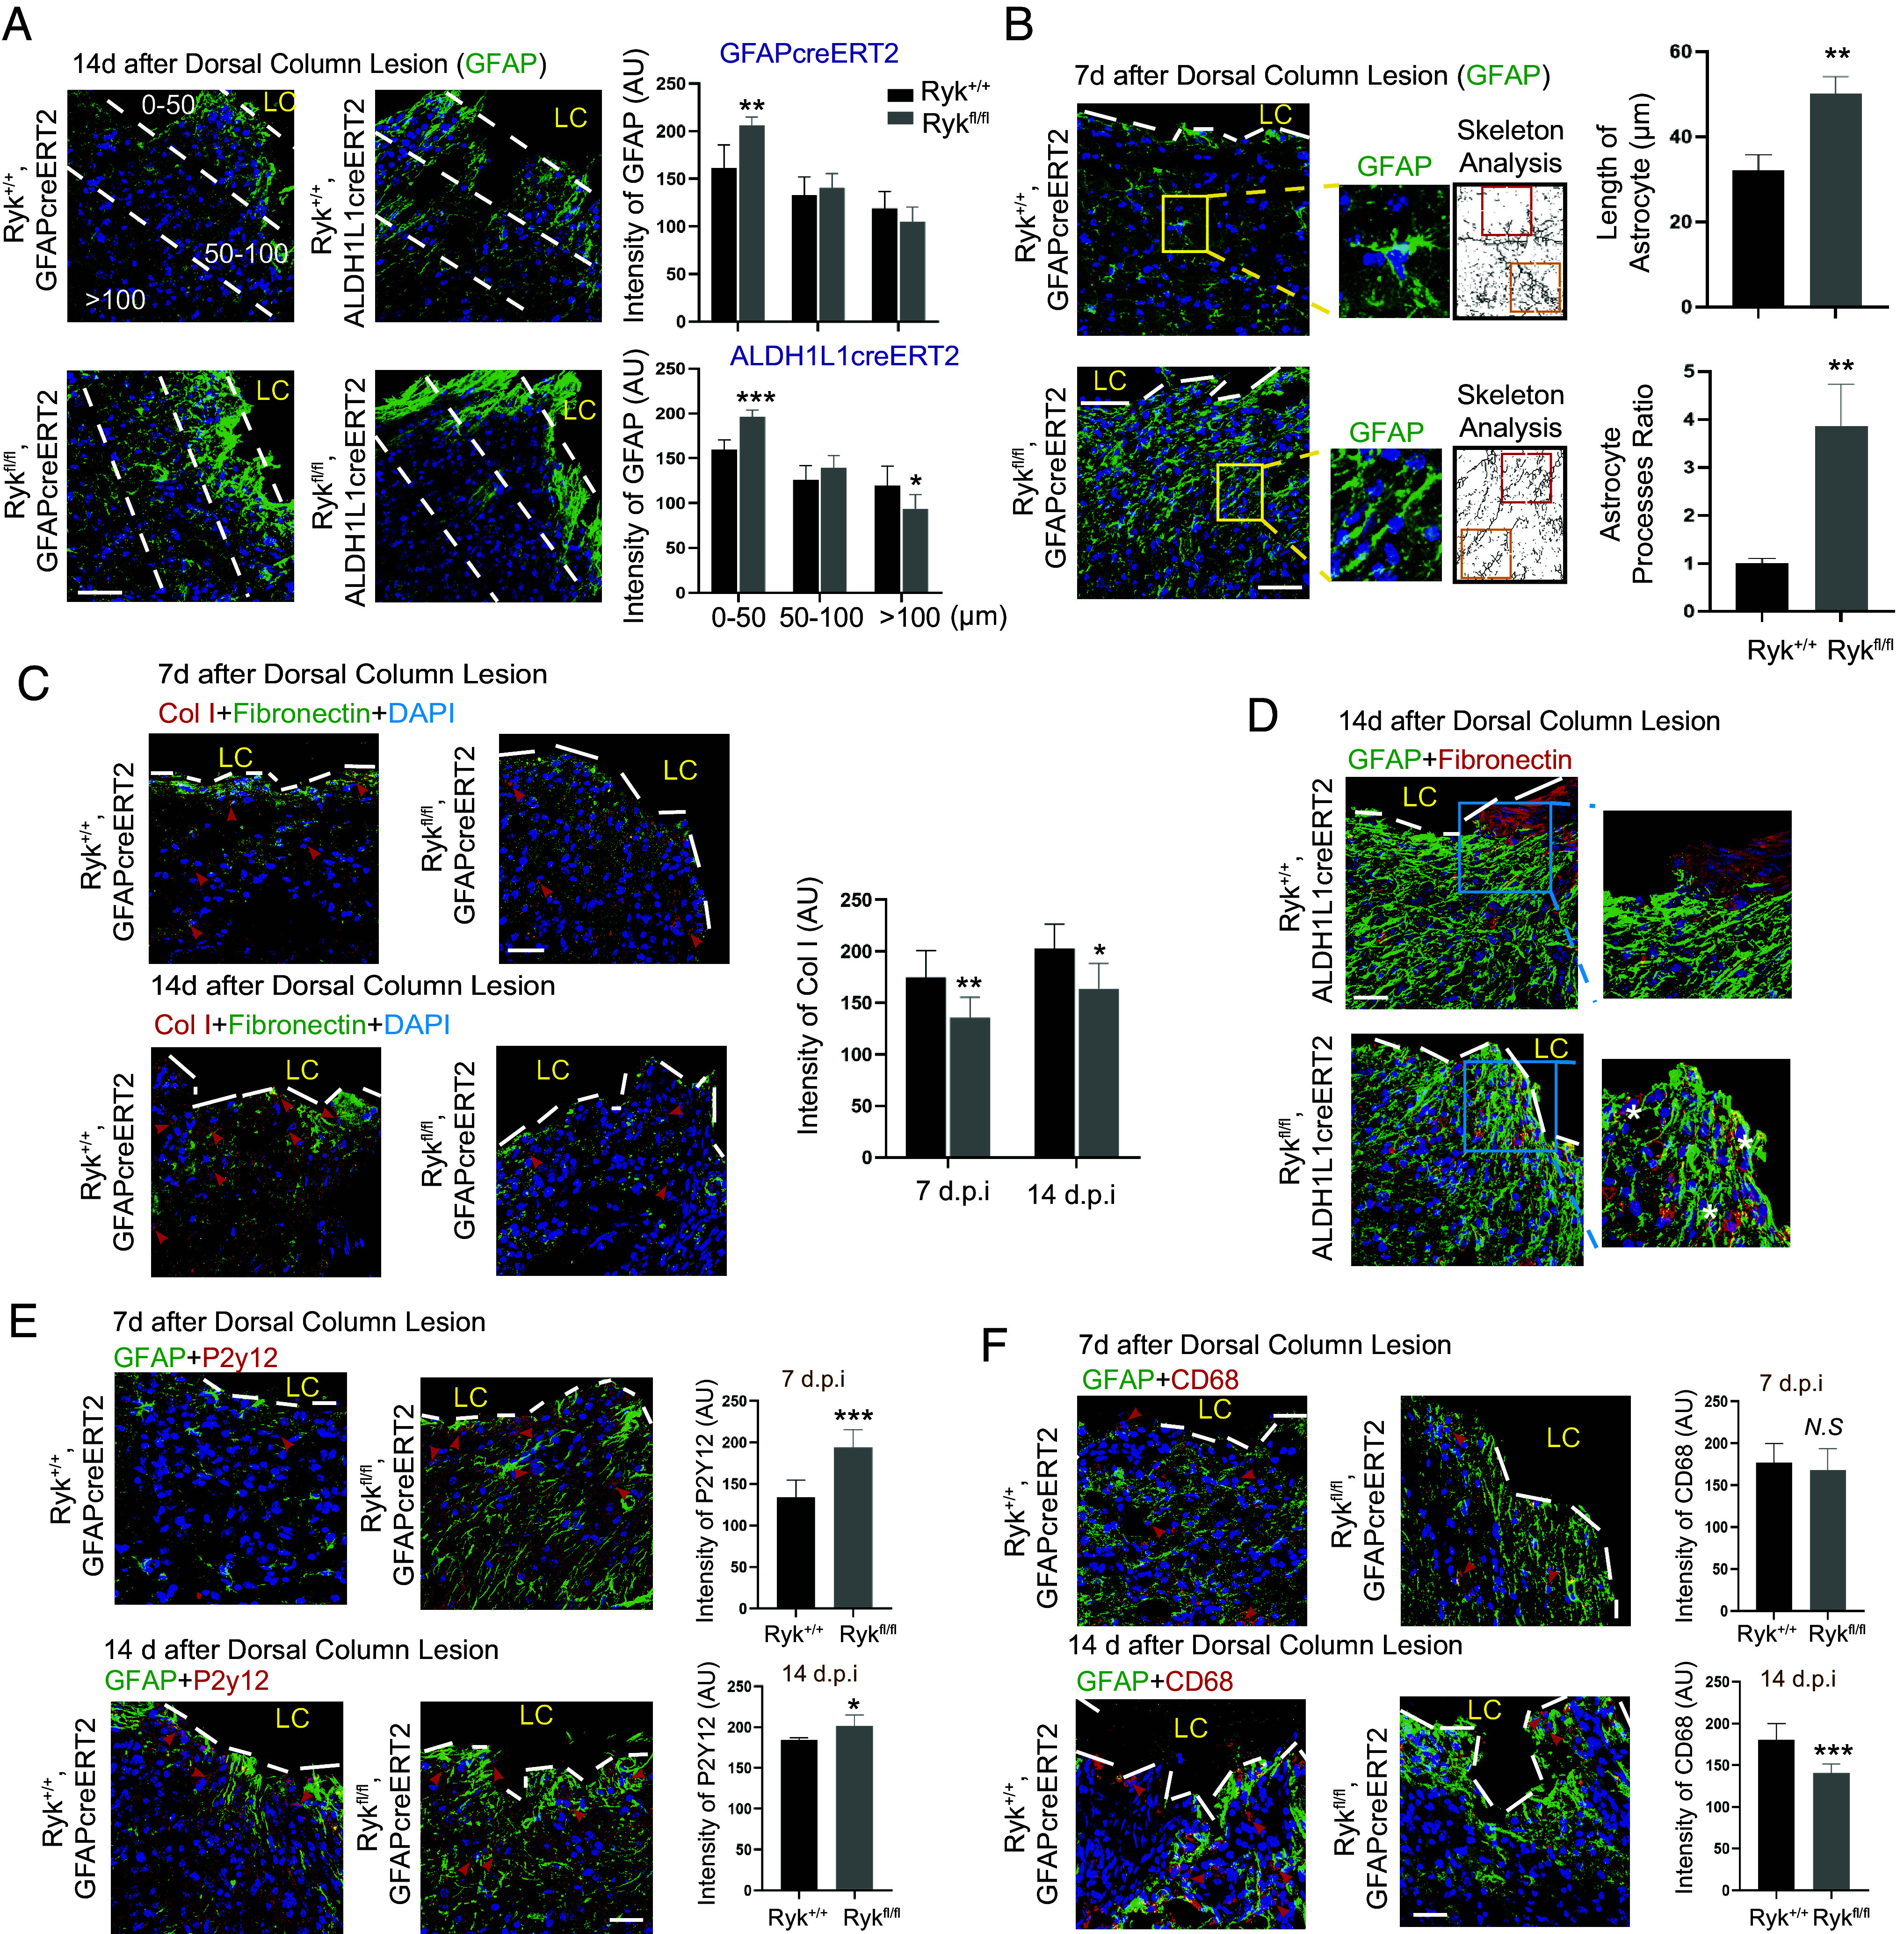
Accelerated astrocyte border formation, enhanced polarization and elongation of astrocyte processes, reduced fibrosis and accelerated inflammatory responses of microglia in astrocyte-specific *Ryk* conditional knockout. (*A*) Astrocyte border strained with GFAP antibody 14 d after SCI in control or *Ryk cKO.* (Scale bar, 40 µm.) Bar graphs show GFAP staining at different distances from the lesion border. N = 5 for each group. (*B*) Skeleton analysis for astrocytes around the lesion border 7 d after SCI. Astrocyte processes ratio: Length of processes toward the lesion site/Length of processes on the other side. (Scale bar, 40 µm.) N = 5 for each group. (*C*) Staining of spinal cord sections with antibodies against Col1 or fibronectin 7 d or 14 d after SCI. (Scale bar, 40 µm.) Bar graphs showed quantification of Col I expression. (*D*) Staining of spinal cord sections with antibodies against GFAP and fibronectin 14 d after SCI. The GFAP^+^ elongated astrocyte formed ovoid-like structures surrounding fibroblasts (* labeling). (Scale bar, 40 µm.) (*E*) Staining of spinal cord sections with antibodies against GFAP and P2Y12 7 d or 14 d after C5 dorsal column lesion in control or *Ryk cKO.* (Scale bar, 40 µm.) N = 3 for each group. (*F*) Staining of spinal cord sections with antibodies against GFAP and CD68 7 d or 14 d after C5 dorsal column lesion in control or *Ryk cKO*. (Scale bar, 40 µm.) N = 3 for each group. Data are expressed as mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 vs. the indicated groups.

### Increased Carrolling of Fibroblasts by Astrocytes Close to the Lesion Border and Accelerated Resolution of Inflammatory Responses of Microglia in Astrocyte-Specific *Ryk* Conditional Knockout.

In addition to the changes of astrocyte morphology at the lesion border in *Ryk cKO*, we also observed changes in the behavior of fibroblasts at the lesion border. We costained for Col I and fibronectin and found that astrocyte-specific *Ryk cKO* reduced immunoreactivity of Col I in the spinal cord tissue close to the lesion border 7 d and 14 d after injury, whereas the level of fibronectin was unchanged (Fig. 3*C* and *SI Appendix*, Fig. S6 *A* and *B*). Fourteen days after injury, astrocytes formed a distinct boundary between the lesion core and the parenchyma in both WT and *Ryk cKO* (Fig. 3*C*). In the WT lesion core, we observed aggregated fibroblasts with strong fibronectin expression. However, in *Ryk cKO*, we found that the fibronectin staining was greatly reduced in the lesion core. On the contrary, fibronectin^+^ cells became enriched in the parenchyma (marked with stars) and appear surrounded by the elongated astrocyte processes (Fig. 3*D*). These results are consistent with the reported observation of carrolling of fibroblasts by astrocytes (10).

P2y12^+^ microglia are homeostatic microglia. The immunostaining data showed that P2y12 expression in *Ryk GFAPcre ERT2 mice* was higher compared to WT mice both 7 d and 14 d after injury (Fig. 3*E*). And in *Ryk Aldh1l1creERT2* mice, P2y12 was also found significantly increased 7 d after injury while there was no significant difference 14 d after injury (*SI Appendix*, Fig. S7*A*). These results suggest that there was an enhanced or accelerated microglia responses in astrocyte-specific *Ryk cKO*. CD68^+^ microglia are phagocytic. Our results showed that CD68 expression did not show significant difference 7 d after injury while a significant decrease in *Ryk cKO* 14 d after SCI (Fig. 3*F* and *SI Appendix*, Fig. S7*B*). These data suggest that inflammation progressed faster and was resolved earlier in astrocyte-specific *Ryk* cKO.

### Single-Cell Transcriptomic Analyses Predicted Extensive Changes of Cell–Cell Signaling in Astrocyte-Specific *Ryk* Knockout.

To explore how astrocyte-specific *Ryk cKO* promoted astrocyte polarization and astrocyte border formation and accelerated inflammatory responses, we performed single-cell RNA sequencing to identify potential changes of gene expression and cell–cell signaling among all cell types. We dissociated cells from the spinal cord tissue around the lesion core. 

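Spinal cord tissue around a lesion of the cervical dorsal columns was dissociated from single mice, and each suspension was made into a 10x Genomics Chromium 3′ library, so that each library stands for 1 mouse. Control mice (called WT here) and mice with the conditional knockout of Ryk (cKO) were taken uninjured or at 1 d, 7 d and 14 d after injury, with 2 mice per condition and 16 mice in all. The sample labels call the uninjured mice sham, whereas the paper calls them uninjured. The authors counted unique molecular identifiers (UMIs), which stand for single captured RNA molecules, with Cell Ranger on the mm10 mouse genome. They deposited the raw counts of 18203 cells that passed their filters, without normalization, with the cluster and the condition of each cell. The condition of each mouse was taken from its sample title, and the deposited cell table gave another condition for 0 of the 16 mice. The names of the cells gave another condition for 6 mice, all of them replicate 2: cKO uninjured is named WT 7 d, WT uninjured is named cKO uninjured, WT 1 d is named WT 14 d, WT 7 d is named WT 1 d, WT 14 d is named cKO 14 d and cKO 14 d is named cKO 7 d. Every comparison of conditions was therefore also made with the conditions of the cell names, an alternative that was chosen after seeing the data. Between 208 and 1845 cells were kept in 15 mice, and 1 cell with 266 UMIs was kept in WT 1 d replicate 2. Shares and tests left that mouse out, so WT at 1 d is 1 mouse, which is assumed to vary like the mice of the other groups. The 15 mice had 536263 to 9008729 UMIs in all, with a median of 3032957. The median UMIs per cell lay between 414 and 548 in replicate 1 of WT and cKO at 1 d and 7 d, and between 1040.5 and 3637 in the other 11 mice. Those 4 mice and both uninjured mice of replicate 1 have animal numbers below 10000, and the others have higher numbers. The authors' batch number equals the replicate number in all 16 mice, so a value without replicate 1 is also a value within the second batch. For tests of expression, UMIs were summed per mouse over the cells of a cluster or class, with the mouse as the replicate.

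**Figure D1:**
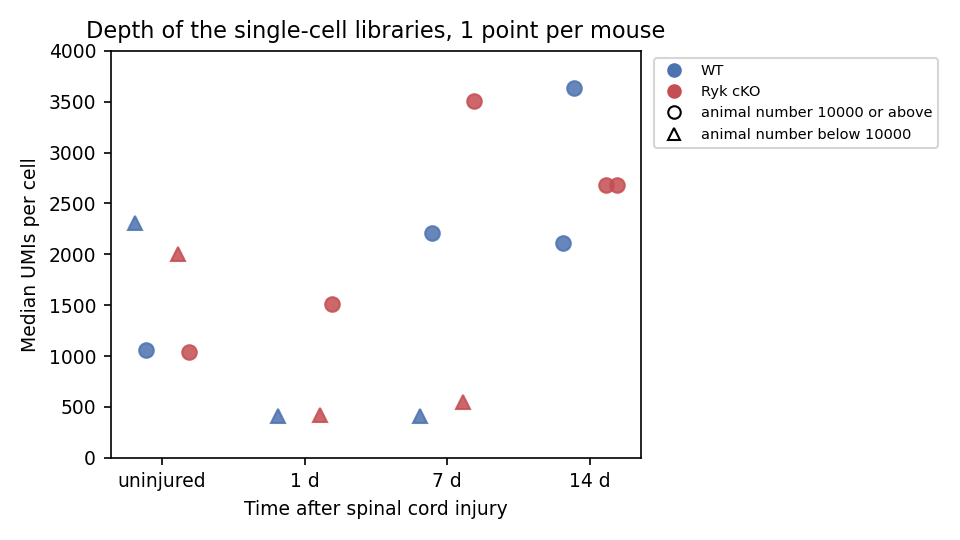
Median UMIs per cell (vertical axis) of each mouse by time after injury (horizontal axis), with WT in blue, cKO in red, triangles for animal numbers below 10000 and circles for higher ones. The 4 injured mice shown as triangles sit between 414 and 548, below the other 11 mice; the mouse with 1 cell is not drawn.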

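Ryk (ENSMUSG00000032547.12, chromosome 9 of mm10, 102834917 to 102908305) was counted in all 15 mice in the clusters that the authors annotated as astrocytes (Clusters 2, 5 and 7). The paper's text does not name the deleted exon, and the 3′ tags may lie outside the deleted part, so these counts do not check the genotype labels. In uninjured mice, Ryk was at 123 (45 UMIs) and 84.9 (40 UMIs) CPM (UMIs of the gene scaled to those of all genes, after TMM normalization) in WT and at 55 (6 UMIs) and 131 (63 UMIs) CPM in cKO, in replicates 1 and 2. At 1 d it was at 77.8 CPM (6 UMIs) in the WT mouse and at 16.8 (1 UMI) and 74.3 (64 UMIs) CPM in the cKO mice. WT mice had 125 (10 UMIs) and 120 (53 UMIs) CPM at 7 d, and cKO mice had 70.4 (6 UMIs) and 124 (180 UMIs) CPM. The values at 14 d were 113 (49 UMIs) and 112 (127 UMIs) CPM in WT and 128 (75 UMIs) and 127 (126 UMIs) CPM in cKO. Over the injured mice, Ryk was 90.0 ± 44.6 CPM (SD, n = 6) in cKO and 110 ± 18.5 CPM (SD, n = 5) in WT, a mean log2 fold change over the 3 time points of −0.20 (standard error 0.37, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn it ranged from −0.81 (without cKO 1 d replicate 2) to −0.086. This difference is smaller than the spread between the cKO mice.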

Two biological repetitions of single-cell suspensions were performed from the mice which were uninjured, 1 d, 7 d, and 14 d after SCI with or without *Ryk cKO* by *hGFAP-CreERT2.* The Uninjured controls were euthanized according to the approved procedure by the University of California, San Diego Institutional Animal Care and Use Committee and analyzed 14 d after *Ryk* conditional knockout. 

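The number of cells per condition ranged from 1026 in WT at 1 d to 3307 in cKO at 7 d, a ratio of 3.22. The other conditions had 2364 cells in uninjured WT, 1446 in uninjured cKO, 3068 in cKO at 1 d, 2043 in WT at 7 d, 2319 in WT at 14 d and 2630 in cKO at 14 d. To compare the replicates of a condition, the percent of the cells of a mouse that would have to change cluster to give the cluster shares of the other mouse was computed. It was 39.6% in uninjured WT, 41.7% in uninjured cKO, 35.8% in cKO at 1 d, 26.8% in WT at 7 d and 44.4% in cKO at 7 d. At 14 d it was lower, at 19.5% in WT and 9.12% in cKO. The median over these 7 conditions was 35.8%, and the median over pairs of mice of different conditions was 30.0%. Replicates of a condition always came from different batches, whereas mice of different conditions can share a batch. The medians therefore do not show whether replicates differ more than conditions do. Except at 14 d, replicate 1 had an animal number below 10000 and replicate 2 a higher one. The largest difference of a single cluster between replicates was 20.4 percentage points, for neurons in uninjured cKO. In cKO at 14 d no cluster differed by more than 3.20 percentage points.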

Although our data were based on two biological replicates, we found that most of the cells are largely distributed consistently among replicates and each of the 8 experimental conditions has similar numbers of cells in all cell clusters (*SI Appendix*, Fig. S8) data deposited in the NIH GEO database: GSE205029) (15). 17 distinct cell clusters were resolved (Fig. 4*A*). 

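Cells were taken in the authors' 17 clusters, whose sizes ran from 119 cells in the myeloid and the red blood cell clusters to 4201 cells in the endothelial cluster. Clusters 5, 7 and 2, annotated as astrocytes by the authors, held 1758, 1012 and 1213 cells. Of the 2527 cells that the authors' clustering had first placed in Cluster 2, the deposited table moved 1155 to Cluster 1 and 159 to the neurons of Cluster 3. Genes found in at least 10% of the cells of a cluster were ranked by the fold over all other cells, and the leading 10 were compared with marker lists written in advance. Cluster 5 was led by Aldoc, Ndrg2 and Slc1a2 and had 4 astrocyte markers among its leading genes. Cluster 7, led by Gpc5, Trpm3 and Gm3764, had 0 of the listed markers there, and is named by its number. Cluster 6 was led by P2ry12, Cx3cr1 and Selplg, with 3 microglial markers. The leading genes of Cluster 10, which the authors also annotated as microglia, were Spp1, Ctsd and Apoe, with 0 microglial markers and 1 immune cell marker (Lyz2). Clusters 6 and 10 are therefore also called by number.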

According to the highest differentially-expressed genes and canonical markers used in prior studies, we annotated these 17 clusters as 13 major cell types with distinct expression profiles (Fig. 4*A* and *SI Appendix*, Fig. S9): astrocytes (ASC, containing 3 clusters), microglia (MG, containing 2 clusters), oligodendrocytes (containing 2 clusters), endothelial cells, pericytes, fibroblasts, neuronal cells, ependymal cells, blood cells, and immune cells. We first looked into the astrocyte subtypes. 

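For each mouse and cluster with at least 10 cells, the UMIs of a gene were divided by all UMIs of those cells and given as CPM. Clusters were compared within mice, with 50 CPM added before log2 ratios were taken. No p-value is given, because the clusters were made from the same values. Gfap (ENSMUSG00000020932.14, chromosome 11 of mm10, 102887336 to 102900912) was at 1676 ± 986 CPM in Cluster 5 and 585 ± 352 CPM in Cluster 7 (SD, n = 14 mice), a mean log2 difference of 1.45, with Cluster 5 higher in 14 of 14 mice. Against Cluster 2, the values were 1290 ± 606 CPM in Cluster 5 and 672 ± 291 CPM in Cluster 2 (SD, n = 11 mice), a mean log2 difference of 0.89, with Cluster 5 higher in 10 of 11 mice. The alternative that moved this value most, clusters as they were before cells left Cluster 2, gave a log2 difference of 2.22.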

The expression of the reactive astrocyte marker gene GFAP was the highest in Cluster 5 astrocytes (*SI Appendix*, Fig. S10). Other markers Aqp4 (Aquaporin 4) and Gja1 (Connexin43) were highly expressed in Cluster 5 and Cluster 7 astrocytes but not in Cluster 2 astrocytes. 

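Aqp4 (ENSMUSG00000024411.10, chromosome 18 of mm10, 15389496 to 15410982) was at 1452 ± 683 CPM in Cluster 5, 1301 ± 248 CPM in Cluster 7 and 385 ± 229 CPM in Cluster 2 (SD, n = 11 mice). The mean log2 difference from Cluster 2 was 1.97 for Cluster 5 and 1.91 for Cluster 7, and both were higher than Cluster 2 in 11 of 11 mice. Gja1 (ENSMUSG00000050953.10, chromosome 10, 56377330 to 56402513) was at 925 ± 352 CPM in Cluster 5, 1249 ± 309 CPM in Cluster 7 and 224 ± 121 CPM in Cluster 2. Its log2 differences from Cluster 2 were 1.92 for Cluster 5 and 2.38 for Cluster 7, again with the same direction in each of the 11 mice.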

And S100B, a marker for more mature gray matter astrocytes, was highly expressed in all astrocytes but more in Cluster 5 and Cluster 2 (16). 

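S100b (ENSMUSG00000033208.7, chromosome 10 of mm10, 76253853 to 76261159) was at 1225 ± 585 CPM in Cluster 5 and 399 ± 79.3 CPM in Cluster 7 (SD, n = 14 mice), with Cluster 5 higher in 13 mice and a mean log2 difference of 1.34. In the 11 mice with enough cells in Clusters 2 and 7, it was at 1627 ± 711 and 393 ± 77.0 CPM, higher in Cluster 2 in 10 mice, with a mean log2 difference of 1.74. Among all clusters, its highest mean was 2978 ± 1927 CPM, in the oligodendrocytes of Cluster 8.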

Known border-forming astrocyte markers, Cdh2, Csgalnact1, and Chst11 were found expressed more in Cluster 7 (*SI Appendix*, Fig. S10) (17). Therefore, Cluster 7 astrocytes are likely border-forming astrocytes. 

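Cdh2 (ENSMUSG00000024304.14, chromosome 18 of mm10, 16588877 to 16809246) was at 606 ± 56.7 CPM in Cluster 7 and 308 ± 242 CPM in Cluster 5 (SD, n = 14 mice), with Cluster 7 higher in 12 mice and a mean log2 difference of 1.14. Csgalnact1 (ENSMUSG00000036356.15, chromosome 8, 68356781 to 68735146) was at 496 ± 107 and 165 ± 155 CPM, higher in 13 of the 14 mice, with a log2 difference of 1.65. Chst11 (ENSMUSG00000034612.7, chromosome 10, 82985498 to 83195900) was at 147 ± 69.9 and 96.3 ± 89.3 CPM, higher in 9 of the 14 mice, with a log2 difference of 0.55. This last difference is smaller than the spread between mice. Against Cluster 2, the mean log2 differences of the 3 genes were 2.46, 2.55 and 1.32, with Cluster 7 higher in 11, 10 and 10 of 11 mice. Across 7059 genes, the log2 ratio of Cluster 7 to Cluster 5 rose with the genomic span of the gene (Spearman's rho 0.600 across genes, which are not independent replicates). Among the 200 genes of the nearest span, Cdh2, Csgalnact1 and Chst11 lay at percentiles 58, 87.5 and 58.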

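The leading genes of Cluster 2 were Kif5a, Cdk8, Nefl, Bc1, Nefh, mt-Rnr2, mt-Rnr1, mt-Ts2, Mobp and Kif5c, and 0 of them were among the listed astrocyte markers. The median share of mitochondrial UMIs per cell was 11.3% in Cluster 2, 10.7% in Cluster 5 and 3.42% in Cluster 7, at median depths of 834, 1377 and 2882 UMIs. Malat1, a nuclear RNA (ENSMUSG00000092341.3), was lowest in Cluster 2 in each of the 11 mice with at least 10 cells in all 3 clusters. In mice with animal numbers below 10000, Cluster 2 held from 2.84% (4 of 141 cells, 95% exact binomial interval 0.778 to 7.10%) to 15.6% of the cells of Clusters 2, 5 and 7. In mice with higher numbers it held from 25.0% to 46.3% (269 of 581 cells, interval 42.2 to 50.5%). Of all cells in Cluster 2, 96.0% came from the mice with higher numbers.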

Cluster 2 may be another more differentiated subtype derived from reactive astrocytes (18).

**Fig. 4.**
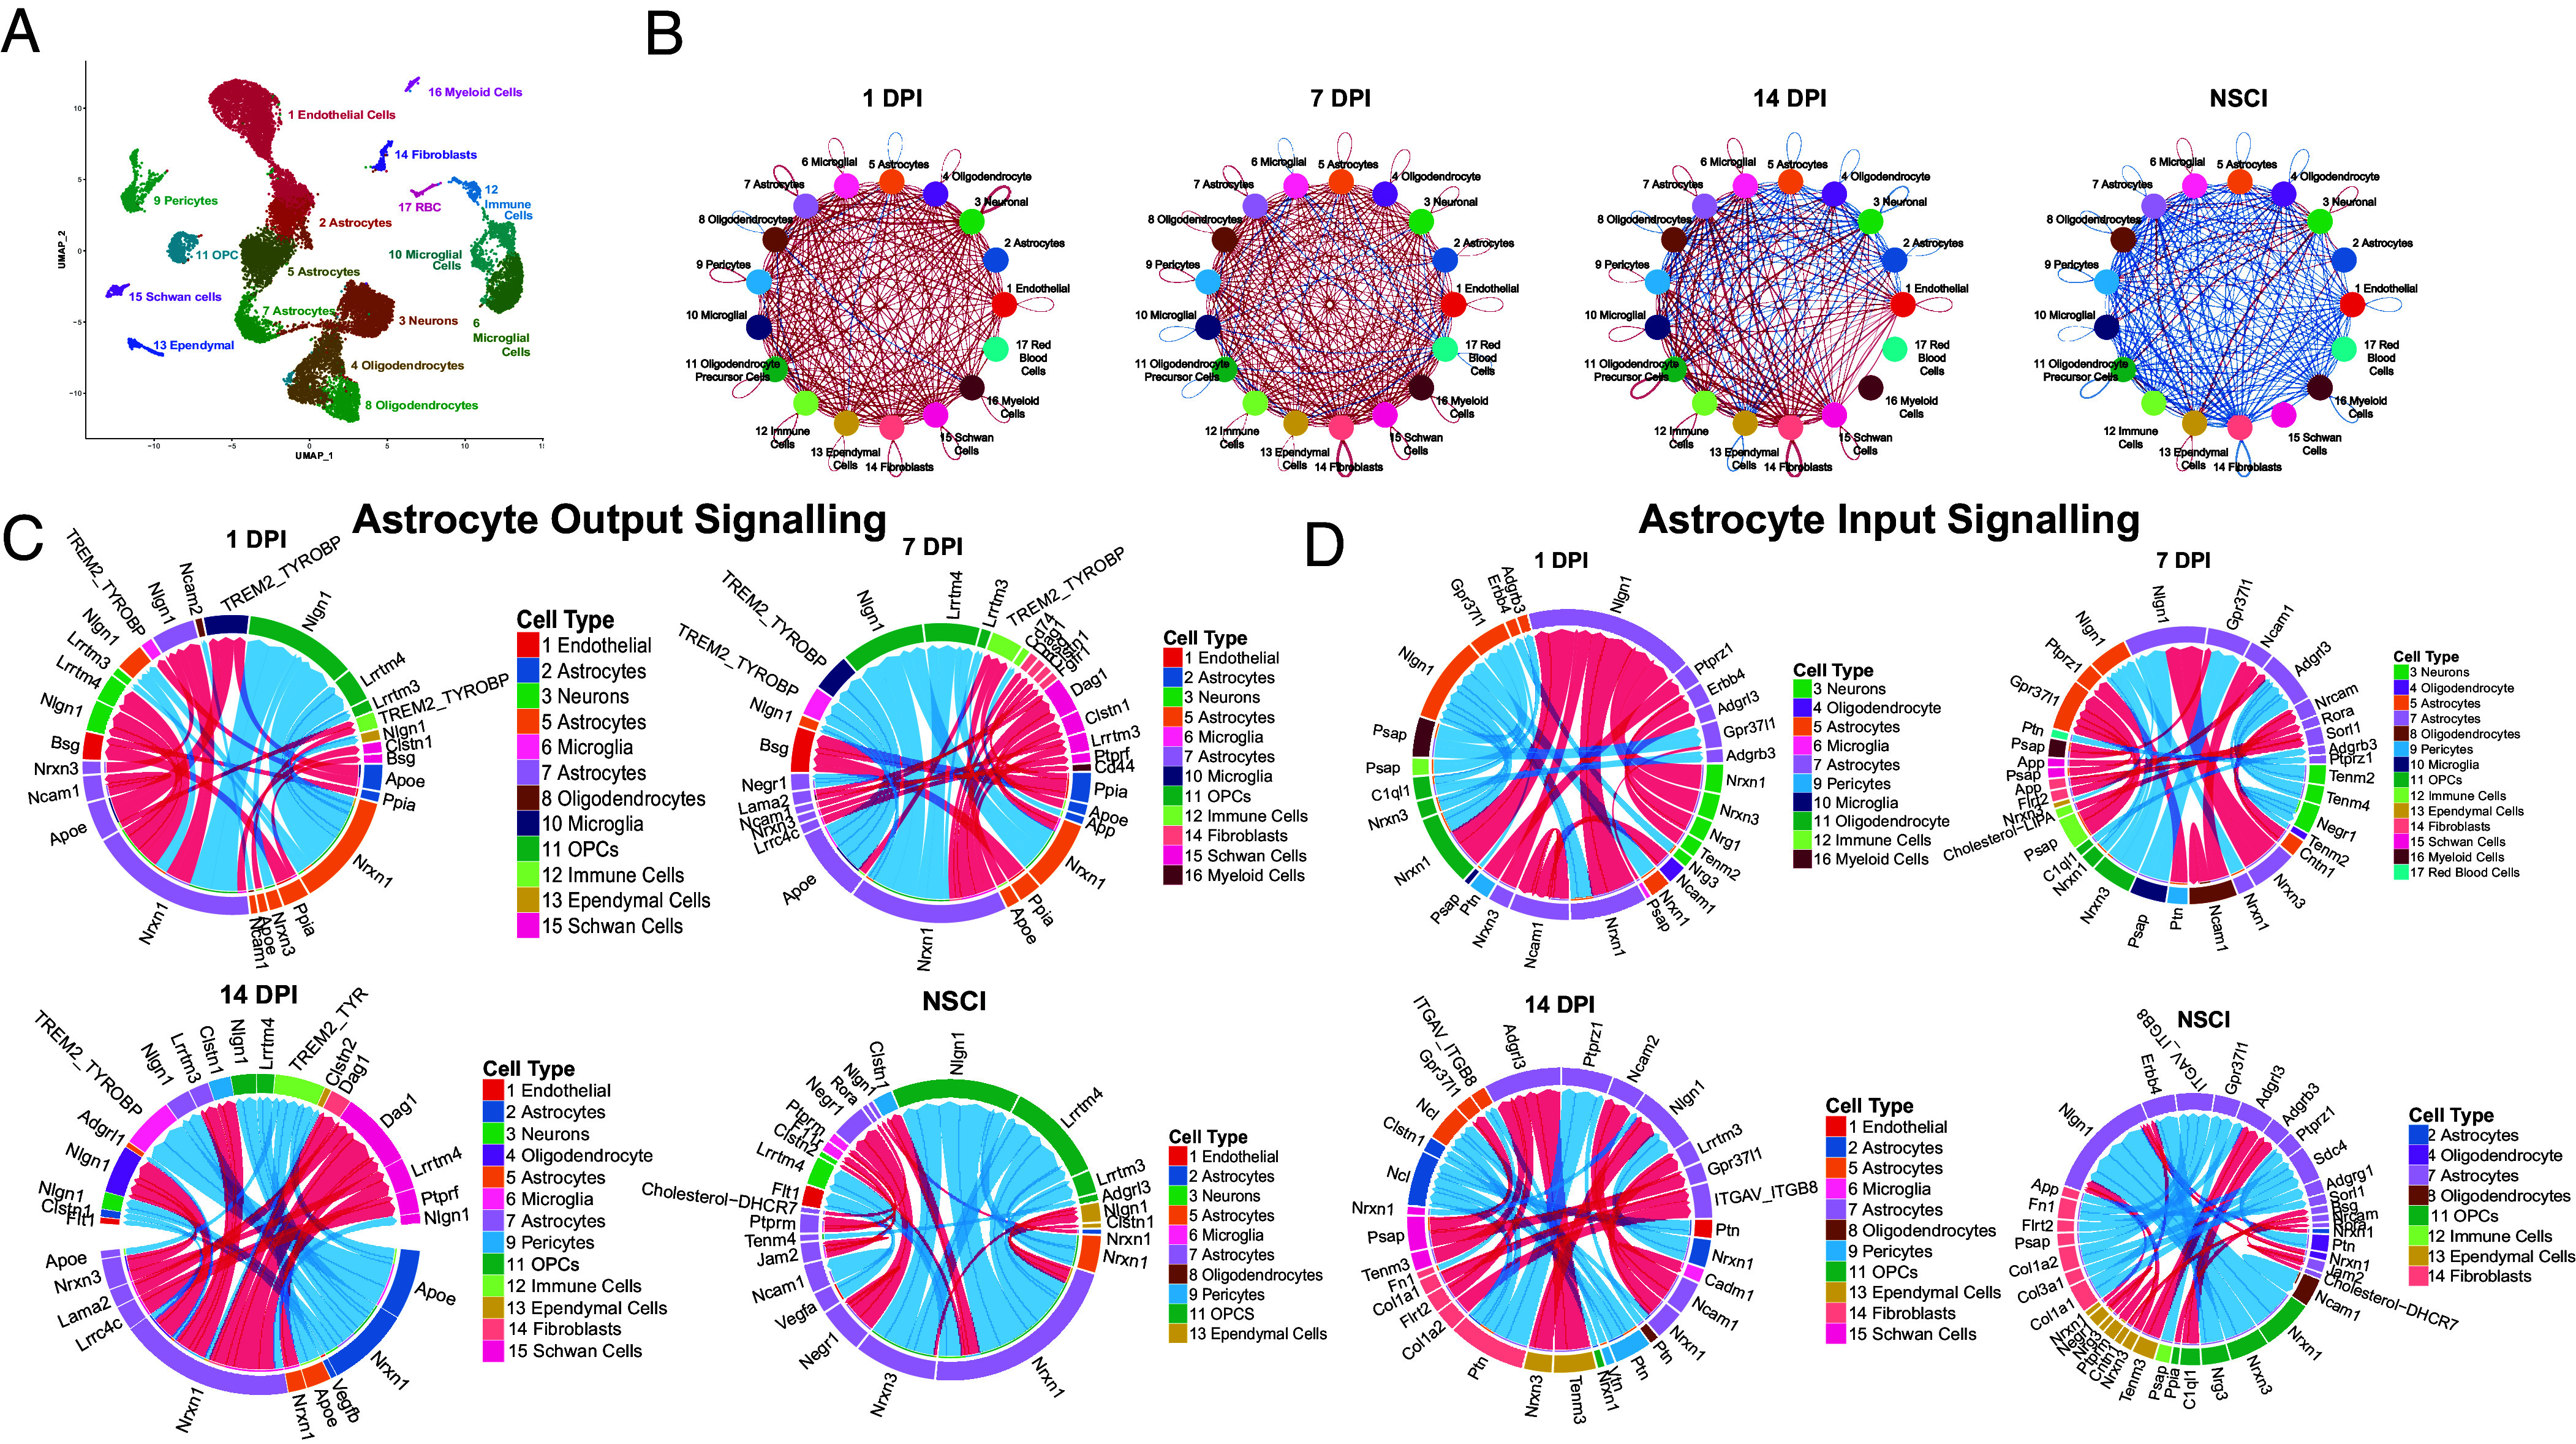
Predicted changes of cell–cell signaling in astrocyte-specific *Ryk cKO* at the injury site after spinal cord injury. (*A*) UMAP plot of major cell types (18,203 cells). (*B*) CellChat chord diagram showing changes of strength of cell–cell signaling in *Ryk cKO*. Red lines represented increase in signaling strength while blue lines represented decrease. (*C*) The top output signaling changes from astrocytes in *Ryk cKO*. (*D*) The top input signaling changes to astrocytes in *Ryk cKO*.

To identify the potential changes of cell–cell signaling, we quantified and visualized the global communication atlas among all cell types using a computational tool, CellChat (19). 

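Expression after injury was compared with uninjured WT mice by edgeR on UMIs summed per mouse, with all 8 conditions in one fit so that they share one estimate of the spread. In Clusters 6 and 10 together (annotated as microglia by the authors), 11 genes at 1 d (10 of them higher after injury), 4 genes at 7 d (all higher) and 20 genes at 14 d (19 higher) had a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 there were 940, 530 and 783 genes, and DESeq2 called 23, 18 and 36. Spp1 (ENSMUSG00000029304.14, chromosome 5 of mm10, 104435118 to 104441050) was at 1.89 ± 2.68 normalized CPM in uninjured WT (SD, n = 2 mice, 1 UMI in all). It was at 3949 CPM in the WT mouse at 1 d, 2937 ± 2260 CPM at 7 d and 1516 ± 142 CPM at 14 d (SD, n = 2 each), with edgeR adjusted p = 0.00718, 0.00969 and 0.0110. From pooled UMIs, Spp1 was 748-fold higher at 7 d than in uninjured WT, with a 95% counting interval of 134 to 29558. Gpnmb (ENSMUSG00000029816.10, chromosome 6, 49036546 to 49070929) had 0 UMIs in uninjured WT, which allows up to 3 counts over the group, and was at least 63.7-fold higher at 7 d and at least 30.6-fold higher at 14 d. In astrocytes (Clusters 2, 5 and 7), 3 genes were called at 1 d, 0 at 7 d and 0 at 14 d by edgeR, with 483, 246 and 246 genes at an unadjusted p under 0.05 and 1, 0 and 0 called by DESeq2. Those 3 were Lcn2, Hmox1 and Adam12. Cluster 2 held 2.84% of the astrocytes of the WT mouse at 1 d, against 8.09% and 46.3% in uninjured WT replicates 1 and 2. The mix of clusters therefore differs between the groups compared. Lcn2 is also among the leading genes of the myeloid cells. In Cluster 7 alone, edgeR called 0 genes at 1 d, 4 at 7 d (3 higher after injury) and 8 at 14 d (7 higher), Flt1 and Adamtsl1 among the latter, with 414, 306 and 407 genes at an unadjusted p under 0.05, and DESeq2 called 0. For the 3 higher at 7 d, Cwc22, Chst9 and Gm50048, the WT mice at 7 d did not all lie above the uninjured WT mice. Cwc22 in Cluster 7 was high in WT 7 d replicate 2 alone. Of the genes higher at 14 d in Cluster 7, Flt1 is among the leading genes of the endothelial cluster. Gm10800, Gm10801 and Gm26870, also higher at 14 d, are among the leading genes of the neurons. Lcn2 (ENSMUSG00000026822.14, chromosome 2, 32384633 to 32388252) had 41 UMIs in the WT mouse at 1 d and 2 UMIs in uninjured WT, a ratio of 382 with a counting interval of 99.1 to 3257 (edgeR adjusted p = 0.0248). The counting intervals leave out the differences between mice. The setting that moved the number of calls most was the fit with no filter on low counts, with 302 genes in Clusters 6 and 10 over the 3 time points against 35 with the filter. With the replicate number as a replicate block, 57 genes were called in Clusters 6 and 10 over the 3 time points, and in Cluster 7 there were 4, 6 and 19. With the conditions of the cell names, 0 genes were called in Clusters 6 and 10 or in astrocytes, and 17, 24 and 31 in Cluster 7. With each mouse left out in turn, the calls in Clusters 6 and 10 ranged from 0 (without WT uninjured replicate 1) to 70, and those in astrocytes from 0 to 5.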

CellChat predicted that spinal cord injury leads to dynamic changes in a large number of cell–cell signaling pathways over the course of 1 d, 7 d, and 14 d after injury in the wild-type control, especially in fibroblasts, ependymal cells, immune cells, myeloid cells, and microglia (*SI Appendix*, Fig. S11*A*). Signaling events are also predicted to change over the course of 1 d, 7 d, and 14 d after injury in astrocyte-specific *Ryk cKO* (*SI Appendix*, Fig. S11*B*). 

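Immune, ependymal, myeloid and red blood cells and fibroblasts together made up 4.15 ± 3.13% of the cells in uninjured WT mice and 2.65 ± 0.326% in uninjured cKO mice (SD, n = 2 each). Of these 5 classes, 3 were under 1% of the pooled cells of uninjured WT, and all 5 were under 1% in uninjured cKO. After injury, their share was 6.32 ± 3.05% in WT (SD, n = 5) and 6.35 ± 2.44% in cKO (SD, n = 6). The rise of 2.17 percentage points in WT gave p = 0.429 in an exact two-sided permutation test of 21 arrangements, the smallest possible p being 0.0476. In cKO the rise was 3.70 percentage points (exact two-sided permutation test of 28 arrangements, p = 0.107, smallest possible p 0.0357). Without replicate 1 the difference in WT was −3.24 percentage points, and without replicate 2 it was 6.52. The corresponding values in cKO were 4.74 and 2.65. Between genotypes, the share was 8.68% in the WT mouse and 7.08 ± 0.740% in cKO at 1 d, 5.46 ± 4.86% and 7.70 ± 3.99% at 7 d, and 6.00 ± 2.53% and 4.28 ± 0.194% at 14 d (SD, n = 2 otherwise). The mean difference over the 3 time points, cKO minus WT, was −0.363 percentage points, with the same sign in 6 of 10 pairs of mice (exact two-sided permutation test of genotype within time points, 108 arrangements, p = 0.787, smallest possible p 0.00926). It was 4.35 points without replicate 1 and −2.92 points without replicate 2, where the value without replicate 1 covers 7 d and 14 d alone, since WT at 1 d is replicate 1.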

The number of the non-neuronal cells in the uninjured samples is in general very small, occupying less than 1% of total cells in each condition, but is mostly increased after injury and increased more in astrocyte-specific *Ryk cKO* (*SI Appendix*, Fig. S11*C*). 

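The pooled cells of cKO and WT differed in depth, and depth is 1 of the factors in how many genes pass the expression floor that CellChat's default average puts on each cluster. The ratio of the median UMIs per cell, cKO over WT, was 0.768 in uninjured mice, 1.93 at 1 d, 1.45 at 7 d and 0.981 at 14 d. A gene passes that floor when about 25% or more of the cells of a cluster hold a UMI of it. At 1 d, a median of 579.5 genes per cluster passed in cKO and 235 in WT, with a median ratio of 2.41 and higher numbers in cKO in 14 of 14 clusters. The corresponding medians at 7 d were 1054.5 and 410.5 genes, with a ratio of 1.75, higher in cKO in 13 of 16 clusters. At 14 d they were 3354 and 2769 genes (ratio 1.21, higher in 10 of 15 clusters), and in uninjured mice 785 and 1032 genes (ratio 0.915, higher in 4 of 12 clusters). Each cell was then thinned to 1000 UMIs, and shallower cells were left out. At 7 d, with 1593 cKO cells and 717 WT cells left, the ratio was 0.976, with higher numbers in cKO in 2 of 12 clusters. At 1 d only 81 WT cells in 3 comparable clusters were left, with a ratio of 0.599. The thinned ratio was 0.981 in uninjured mice and 1.07 at 14 d. With the conditions of the cell names and all UMIs, the ratios were 0.578 in uninjured mice, 0.837 at 1 d, 4.26 at 7 d and 2.47 at 14 d, and after thinning they were 0.871, 0.871, 1.11 and 0.890.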

When we directly compared astrocyte-specific Ryk conditional knockout with control, we found that the inferred strengths of interactions among all cell types are in general broadly increased in astrocyte-specific *Ryk cKO* 1 d or 7 d after injury (Fig. 4*B*). The thickness of the red lines indicates the strength of increase. On day 1, largest increases were predicted between neurons and Cluster 7 astrocytes, oligodendrocyte precursor cells, ependymal, as well as between Cluster 5 astrocytes and pericytes and fibroblasts. On day 7, largest increases were predicted between fibroblasts and Cluster 7 astrocytes and pericytes. On day 14, signaling between fibroblasts and oligodendrocyte precursor cells, Cluster 7 astrocytes, Cluster 6 microglia, endothelial cells were still predicted increased, whereas signaling involving Cluster 5 astrocytes, Cluster 2 astrocytes, neurons and other cell types were decreased in astrocyte-specific *Ryk cKO*. The thickness of the blue lines indicates the strength of decrease (Fig. 4*B*). 

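Genotype effects on expression were tested for all genes in each class of cells. In astrocytes (11769 genes), edgeR called 0 genes in uninjured mice, at 1 d, 7 d and 14 d and for the mean over injury, with 177, 402, 101, 116 and 265 genes at an unadjusted p under 0.05, and DESeq2 called 1 gene, for the mean over injury. On simulated counts of the same astrocytes with 200 genes changed by 2 on the log2 scale, edgeR called 39.5% of the changed genes for the mean over injury and 0 of 190 at 7 d alone. Endothelial cells (10985 genes) had 0 calls by edgeR in the same comparisons, with 270, 462, 94, 120 and 311 genes at an unadjusted p under 0.05, and 0 by DESeq2. In Clusters 6 and 10 (9268 genes), edgeR called 0 genes, with 429, 377, 166, 138 and 346 genes at an unadjusted p under 0.05, and DESeq2 called 2 in uninjured mice. In Cluster 5 alone (7929 genes), edgeR called 0 genes, with 107, 205, 102, 63 and 168 genes at an unadjusted p under 0.05, and DESeq2 called 1 at 1 d. In Cluster 7 (7966 genes), 4 genes were called at 7 d (1 higher in cKO), 3 at 14 d (1 higher) and 1, higher, for the mean over injury, and DESeq2 called 0. Kcnj3 (ENSMUSG00000026824.11, chromosome 2 of mm10, 55435970 to 55598145) was among them in all 3 comparisons. It was at 713 ± 860 normalized CPM in cKO and 32.8 ± 13.0 CPM in WT at 7 d, and at 1196 ± 97.5 and 122 ± 22.9 CPM at 14 d (SD, n = 2 each). Its log2 fold change in Cluster 7 was 4.85 at 7 d (standard error 0.70, edgeR adjusted p = 1.19e-05) and 3.28 at 14 d (standard error 0.50, edgeR adjusted p = 0.000114). By DESeq2 the value at 14 d was 3.18 with an adjusted p of 1.0. Pericytes (6876 genes) had 1 call at 7 d, Cwc22, and 1 at 14 d, Ifi203-ps, with 130 and 157 genes at an unadjusted p under 0.05, and DESeq2 called 0. Fibroblasts (4113 genes, 9 mice) had 1 call at 7 d, Igfbp2, and 55 at 14 d (24 higher in cKO), and DESeq2 called 2 at 14 d. At 7 d, 1 WT mouse (replicate 1) and 1 cKO mouse (replicate 2) had enough fibroblasts, so genotype and batch cannot be told apart there. The 14 d comparison in fibroblasts has 1 WT mouse, which is assumed to vary like the others. Without cKO 14 d replicate 1 or 2, the calls in fibroblasts over all comparisons went from 82 to 0, and without that WT mouse the comparisons at 14 d cannot be made. With each mouse left out in turn, the calls over all comparisons ranged from 3 to 56 in Cluster 7, against 8 with all mice, and from 0 to 4 in pericytes, against 2. With the replicate number, which equals the batch, as a replicate block, the calls over all comparisons were 2 in astrocytes, 1 in Cluster 5, 27 in Cluster 7 and 5 in fibroblasts, against 0, 0, 8 and 82 without it. With the animal number series in the design they were 14, 10, 32 and 2. Of the genes named in the paper, 39 were tested in astrocytes and 33 in endothelial cells, with 0 calls in either, also when adjusted over the list alone. In fibroblasts, where 22 of them were tested, Gfap was called at 14 d (edgeR adjusted p = 0.000833), with 2 UMIs in the WT mouse and a ratio of pooled UMIs of 40.9 (95% counting interval 11.2 to 339). Of the 274 UMIs of Gfap in the cKO mice, 273 were in replicate 2, and replicate 1, with 1 UMI (4.83 normalized CPM), lay below the WT mouse (19.2 CPM). Over the list alone, edgeR adjusted p values under 0.05 were also found in fibroblasts for Csgalnact1 at 14 d, Fn1 for 14 d against the mean of 1 d and 7 d and Lgals3 for the mean over injury, and in Cluster 7 for Flt1 in uninjured mice and at 14 d, none of which passed over all genes.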

The lists of the pathways which are predicted to undergo increase or decrease due to astrocyte-specific *Ryk cKO* also suggest that astrocyte-specific *Ryk cKO* profoundly may change many signaling pathways (*SI Appendix*, Fig. S12). The largest increases of signaling events in astrocyte-specific *Ryk cKO* were also observed 1 d and 7 d postinjury, whereas decreases of signaling events start to take over 14 d postinjury, suggesting astrocyte-specific *Ryk cKO* sped up the injury responses of multiple cell types (*SI Appendix*, Fig. S11*C*).

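Whether the effect of genotype at 14 d differed from its mean at 1 d and 7 d was tested directly, as an interaction contrast. In astrocytes, edgeR called 0 genes for this contrast, with 276 genes at an unadjusted p under 0.05, and in Clusters 6 and 10 it called 0 with 321. Cluster 5 had 0 calls (164 genes unadjusted), Cluster 7 had 0 (324), endothelial cells had 0 (247) and pericytes had 0 (280). DESeq2 called 0 genes in these 6 classes too. How often this contrast finds a true difference was not simulated, so 0 calls do not exclude one. At 7 d alone, edgeR called 0 of 190 genes that had been changed by 2 on the log2 scale in simulated astrocytes. In fibroblasts, 26 genes were called (7 higher in cKO at 14 d relative to 1 d and 7 d), with 555 at an unadjusted p under 0.05, and DESeq2 called 2. With the replicate block, edgeR called 2 genes for this contrast in fibroblasts. This contrast in fibroblasts rests on 1 WT mouse at each of the 3 time points and 1 cKO mouse at 7 d, that is, on single mice in 4 of its 6 groups. From the larger increases of predicted signaling at 1 d and 7 d and the decreases at 14 d, the paper proposes that loss of Ryk in astrocytes sped up the injury responses of multiple cell types. Calls of single genes do not test those signaling strengths.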

To understand how *Ryk cKO* may lead to the dramatic morphological changes of astrocytes, we looked into the cell adhesion pathways. 

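The pairs that the paper names were scored from the deposited counts, following CellChat's default average and Hill constant. In each cluster, the log-normalized expression of a gene was averaged by the triMean over cells, which is 0 for a gene found in less than about 25% of the cells, and divided by the largest value of the matrix. With L and R for ligand and receptor, the score is L × R / (0.5 + L × R), given here times 1000 and summed over the pairs of a pathway. CellChat's cofactors and its test across cell labels were not used here. Cntn1 (ENSMUSG00000055022.14, chromosome 15 of mm10, 92051165 to 92341967) in Cluster 5 was taken as ligand and Nrcam (ENSMUSG00000020598.16, chromosome 12, 44328885 to 44601964) in Cluster 7 as receptor. From pooled cells, the score was 28.8 in WT and 22.6 in cKO in uninjured mice, 0 and 20.8 at 1 d, 23.8 and 68.5 at 7 d, and 74.2 and 75.6 at 14 d. In single mice at 7 d it was 9.6 and 35.4 in WT and 14.9 and 78.0 in cKO. In uninjured mice the cKO minus WT difference was −6.15, and −0.544 without replicate 1. The cKO minus WT difference at 7 d was 42.6 without replicate 1 and 5.30 without replicate 2. After thinning to 1000 UMIs per cell, which moved this value most, the score at 7 d was 29.0 in both genotypes. Thinned scores of this pair took only the values 26.7 and 29.0 over the 7 conditions that could be scored, so their equality does not decide whether a difference remains. With the conditions of the cell names and all UMIs, the score was 77.9 in WT and 26.7 in cKO in uninjured mice. By those names it was 23.7 and 20.8 at 1 d, 14.2 and 74.3 at 7 d, and 28.7 and 77.4 at 14 d. With the sample titles, the mean difference over the injured mice was 20.6 (exact two-sided permutation test within time points, 108 arrangements, p = 0.167). Of 14 routes between clusters tested by permutation, 0 had p under 0.05, and 3 of the 14, which involve fibroblasts, had 18 arrangements and a smallest possible p of 0.0556, so they could not pass. Cntn1 itself was at 713 ± 98.7 normalized CPM in cKO and 548 ± 168 CPM in WT in Cluster 5 at 7 d (SD, n = 2 each; log2 fold change 0.31, standard error 0.94, edgeR adjusted p = 1.0), and its log2 fold change was 0.069 without WT 7 d replicate 1.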

We noticed that the ligand–receptor pair Cntn1-Nrcam was slightly reduced (or unchanged) in astrocyte-specific *Ryk cKO* in uninjured animals (*SI Appendix*, Fig. S12*D*) but was ranked one of the top increased, from Cluster 5 astrocytes to Cluster 7 (border-forming) astrocytes, 7 d after injury (Fig. 4*D* and *SI Appendix*, Fig. S12*B*). This suggests that NrCAM, a known transcriptional target of β-catenin/LEF-1 pathway, may be up regulated by *Ryk cKO* in astrocytes only in injury settings (20). 

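In Cluster 7, Nrcam was at 763 ± 101 normalized CPM in cKO and 872 ± 127 CPM in WT in uninjured mice (SD, n = 2 each), a log2 fold change of −0.14. At 7 d it was at 1150 ± 150 and 954 ± 400 CPM (log2 fold change 0.25, standard error 0.38, edgeR adjusted p = 1.0), and at 14 d at 1303 ± 41.6 and 1118 ± 136 CPM (log2 fold change 0.18). At 7 d the difference is smaller than the spread between the WT mice. Without WT 7 d replicate 1 the log2 fold change of Nrcam at 7 d was −0.025. In Cluster 5, Nrcam was at 441 ± 109 CPM in the injured cKO mice and 450 ± 90.1 CPM in the injured WT mice (SD, n = 6 and 5), with a mean log2 fold change of −0.17 (standard error 0.59, edgeR adjusted p = 0.982). A list of 14 target genes of the canonical Wnt pathway, Nrcam among them, was also tested as a set. In astrocytes, 7 of them had enough counts, and 3 of the 7 were higher in cKO for the mean over injury, with a median log2 fold change of −0.069 (limma's fry, two-sided p = 0.648; camera, p = 0.415 with its preset correlation and 0.429 with an estimated one). In uninjured mice the median was 0.41, and the set passed 0.05 by fry before adjustment over the comparisons but not after it (adjusted p = 0.195), and not by camera with either correlation.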

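Psap as ligand was scored with Gpr37 or Gpr37l1 as receptor of Cluster 5. The score was the mean over sending clusters with at least 10 cells, so the senders could differ between groups. At 7 d, myeloid cells, with 2 cells in WT and 40 in cKO, entered only the cKO mean. The mean score was 28.3 in WT and 44.7 in cKO at 7 d. It was 13.3 and 10.7 at 1 d, and 49.5 and 40.3 at 14 d. At 7 d the difference was 16.0 without replicate 1 and −10.6 without replicate 2. After thinning to 1000 UMIs per cell, the score at 7 d was 26.0 in WT and 41.3 in cKO. The mean difference over the injured mice was −1.71 (exact two-sided permutation test, p = 0.787). Psap (ENSMUSG00000004207.14, chromosome 10 of mm10, 60277627 to 60302597) was at 974 ± 565 normalized CPM in cKO and 813 ± 163 CPM in WT in Cluster 5 at 7 d (SD, n = 2 each; log2 fold change 0.16, standard error 0.97, edgeR adjusted p = 1.0). Without cKO 7 d replicate 2 the log2 fold change of Psap was −0.44. Gpr37l1 (ENSMUSG00000026424.8, chromosome 1, 135160234 to 135167681) was at 1144 ± 124 and 1192 ± 326 CPM (log2 fold change −0.14, standard error 1.00, edgeR adjusted p = 1.0), and without WT 7 d replicate 1 its log2 fold change was 0.22. Gpr37 (ENSMUSG00000039904.9, chromosome 6, 25665878 to 25690729) was at 96.8 ± 72 CPM in cKO and 146 ± 21.1 CPM in WT.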

The Psap-GPR37/GPR37L1 neuroprotective and glioprotective signaling was predicted to be among the top increased pathways in Cluster 5 astrocytes, again suggesting that astrocyte-specific *Ryk* knockout promotes neuroprotection and regeneration (21) (Fig. 4*D*). Another important signaling pathway is VGEF, which promotes angiogenesis. We found that VGEF signaling was a top up regulated pathway in astrocyte-specific *Ryk cKO* between astrocytes and endothelial cells and between astrocytes and pericytes (*SI Appendix*, Fig. S13).

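Scores were computed for Vegfa of Cluster 7 with Flt1, Kdr or both in the receiving cells, and for Vegfb with Flt1. For endothelial cells, the pooled score was 165 in WT and 50.4 in cKO in uninjured mice, 0 and 18.9 at 1 d, 40.7 and 106 at 7 d, and 162 and 231 at 14 d. After thinning to 1000 UMIs per cell, it was 87.9 and 84.5 in uninjured mice, 0 and 91.5 at 7 d, and 0 and 91.9 at 14 d. Thinned scores for endothelial cells were either 0 or at least 84.5, and 0 means that a gene of each pair was below the floor. A thinned 0 against 91.5 therefore does not give the size of a difference. The mean difference over the injured mice was 42.4 (exact two-sided permutation test, p = 0.398). For pericytes, the pooled scores were 25.3 and 24.1 in uninjured mice, 0 and 4.29 at 1 d, 5.44 and 30.4 at 7 d, and 30.4 and 41.1 at 14 d (0 and 31.2 at 7 d and 0 and 9.07 at 14 d after thinning), with a mean difference over the injured mice of 16.1 (p = 0.444 in the same permutation test). From pooled cells, the mean cKO minus WT difference over the 3 time points was 51.1 for endothelial cells and 13.3 for pericytes, and without replicate 2 it was 64.3 and 2.39. In single mice, replicate 1 of WT and cKO scored 0 for both receiving cells at 1 d and 7 d. At 1 d, cKO replicate 2 scored 34.3 for endothelial cells and 15.4 for pericytes. Replicate 2 at 7 d scored 174 in WT and 236 in cKO for endothelial cells, and 10.1 and 91.2 for pericytes. At 14 d, cKO was lower in replicate 2 (221 and 186, 66.1 and 59.0) and higher in replicate 1 (64.9 and 258, 12.2 and 19.3). Vegfa (ENSMUSG00000023951.17, chromosome 17 of mm10, 46016993 to 46032369) in Cluster 7 was at 313 ± 120 normalized CPM in the injured cKO mice and 279 ± 105 CPM in the injured WT mice (SD, n = 6 and 5), with a mean log2 fold change of 0.17 (standard error 0.30, edgeR adjusted p = 0.912), or 0.0058 without cKO 7 d replicate 2. In uninjured mice it was at 280 ± 92.7 CPM in cKO and 494 ± 202 CPM in WT (SD, n = 2 each), a log2 fold change of −0.75. Flt1 (ENSMUSG00000029648.13, chromosome 5, 147561604 to 147726011) in endothelial cells was at 6008 ± 1239.6 CPM in cKO and 6032 ± 1221 CPM in WT after injury. Kdr (ENSMUSG00000062960.10, chromosome 5, 75932827 to 75978458) was at 468 ± 151 and 514 ± 179 CPM. Each of these differences after injury is smaller than the spread between mice.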

### Increased Proregenerative Signaling and Accelerated Astrocyte Differentiation in Astrocyte-Specific *Ryk* Knockout.

The extensive changes of cell–cell signaling pathways, which are highly relevant to neuroprotection and regeneration prompted us to analyze canonical Wnt signaling, which is essential for activating genes for tissue regeneration and repair after spinal cord injury and can also affect many other signaling pathways (22–25). Ryk is a coreceptor of Frizzled for Wnt and may be a regulator of Wnt signaling in astrocytes after spinal cord injury. CellChat analyses predicted that canonical Wnt signaling pathway was significantly increased from astrocytes to fibroblasts and endothelia cells, as well as from fibroblasts to endothelial cells and fibroblasts to fibroblasts themselves in astrocyte-specific *Ryk cKO* at 7 d and 14 d after injury. 

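Wnt scores took Wnt7a, Wnt7b and Wnt9a as ligands, each with a Frizzled receptor and Lrp5 or Lrp6. From Cluster 7 to fibroblasts, the pooled score was 0 in WT and 11.0 in cKO at 7 d, and 1.52 and 15.3 at 14 d, with a mean difference over mice of 15.3 (exact two-sided permutation test of 18 arrangements, p = 0.333, smallest possible p 0.0556). From Cluster 7 to endothelial cells it was 0 in both genotypes at 7 d, and 4.91 in WT and 13.5 in cKO at 14 d (mean difference over mice 3.55, p = 0.5 by the same kind of permutation test). From fibroblasts to endothelial cells the score was 0 in both genotypes at 7 d, and 0 in WT and 5.61 in cKO at 14 d. Among fibroblasts it was 0 in WT at both time points, and 44.4 at 7 d and 6.37 at 14 d in cKO. At 7 d, only WT replicate 1 and cKO replicate 2 had at least 10 fibroblasts. These mice had medians of 414 and 3509 UMIs per cell, so genotype, batch and depth cannot be told apart for fibroblasts at 7 d. A score of 0 means that a gene of the pair was below the floor of the average, not that it was absent. After thinning to 1000 UMIs per cell, every Wnt score that could be computed was 0. Thinned scores with fibroblasts could not be computed in WT at 7 d. Wnt7b (ENSMUSG00000022382.15, chromosome 15 of mm10, 85535437 to 85582473) in Cluster 7 was at 90.0 ± 37.8 normalized CPM in the injured cKO mice and 76.8 ± 34.8 CPM in the injured WT mice (SD, n = 6 and 5; mean log2 fold change 0.73, standard error 0.47, edgeR adjusted p = 0.861), and without cKO 7 d replicate 2 its mean log2 fold change was 0.091. Wnt7a (ENSMUSG00000030093.7, chromosome 6, 91363981 to 91411363) was at 73.1 ± 19.9 and 91.5 ± 49.2 CPM (mean log2 fold change −0.44, standard error 0.41, edgeR adjusted p = 0.866). Wnt9a (ENSMUSG00000000126.11, chromosome 11, 59306928 to 59333552) in fibroblasts was at 137 ± 118 CPM in 5 injured cKO mice and 76.0 ± 65.9 CPM in 3 injured WT mice.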

Fourteen days after injury, canonical Wnt signaling started to decrease between astrocytes and pericytes and oligodendrocyte precursor cells (Fig. 5*A*). 

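At 14 d, the pooled Wnt score from Cluster 7 to pericytes was 1.83 in WT and 0 in cKO. The cKO minus WT difference for pericytes was −4.31 without replicate 1 and −0.492 without replicate 2. From Cluster 7 to oligodendrocyte precursor cells the score was 1.73 in WT and 0.751 in cKO. This cKO minus WT difference was −2.51 without replicate 1 and 2.60 without replicate 2. With the arithmetic mean in place of the triMean, the cKO minus WT difference at 14 d was 4.77 for pericytes and 5.09 for oligodendrocyte precursor cells. Over the injured mice, the mean differences were −0.653 for pericytes (exact two-sided permutation test, p = 0.722) and 0.314 for oligodendrocyte precursor cells (p = 0.667 in the same permutation test).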

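Fgf1 of Cluster 7 was scored with Fgfr1, Fgfr2 and Fgfr3 of the receiving cells. Within Cluster 7, the pooled score was 28.6 in WT and 19.8 in cKO in uninjured mice, 0 and 11.3 at 1 d, 6.34 and 31.8 at 7 d, and 47.9 and 72.6 at 14 d. After thinning to 1000 UMIs per cell it was 0 and 9.07 at 7 d, and 0 in both genotypes at 14 d. Here too, a thinned score of 0 means that a gene of each pair was below the floor. With all UMIs, single mice at 14 d had 86.3 in WT and 73.0 in cKO in replicate 2. In replicate 1 they had 14.8 in WT and 98.8 in cKO. The mean difference over the injured mice was 25.3 (exact two-sided permutation test, p = 0.343). At 14 d, the score to oligodendrocyte precursor cells was 7.57 in WT and 17.7 in cKO, and the score to oligodendrocytes was 23.2 in WT and 23.6 in cKO. Without replicate 1 the cKO minus WT differences at 14 d were −6.59 for the precursor cells and −10.3 for oligodendrocytes, and without replicate 2 they were 19.8 and 21.3. Fgf1 (ENSMUSG00000036585.16, chromosome 18 of mm10, 38838673 to 38929472) in Cluster 7 was at 246 ± 59.7 normalized CPM in the injured cKO mice and 200 ± 32.6 CPM in the injured WT mice (SD, n = 6 and 5; mean log2 fold change 0.33, standard error 0.29, edgeR adjusted p = 0.866). Fgfr3 (ENSMUSG00000054252.18, chromosome 5, 33721674 to 33737068) was at 668 ± 195 CPM in cKO and 604 ± 137 CPM in WT. Fgfr2 (ENSMUSG00000030849.18, chromosome 7, 130162451 to 133123350) was at 277 ± 120 and 250 ± 99.6 CPM.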

FGF signaling, which regulates glial cell morphology and is also implicated in repair after injury, was significantly increased in astrocytes and between astrocytes and many other cell types after injury in astrocyte-specific *Ryk cKO*, whereas on day 14, FGF signaling between astrocytes and oligodendrocyte precursors, oligodendrocytes started to decrease (Fig. 5*B*) (26–28). To validate the changes of Wnt signaling, we stained for phosphorylated β-catenin and found that it is strongly increased in the nuclei of astrocytes in *Ryk cKO* 7 d after injury (around two-fold) (Fig. 5*C*). Phosphorylated β-catenin levels in control and *Ryk cKO* are similar 14 d after injury, suggesting that the loss of *Ryk* in astrocytes lead to a transient enhancement of canonical Wnt signaling (Fig. 5*D*). Consistent with this, we only observed an increase of BrdU incorporation in astrocytes in *Ryk cKO* 7 d but not 14 d after injury (*SI Appendix*, Fig. S5 *C* and *D*).

**Fig. 5.**
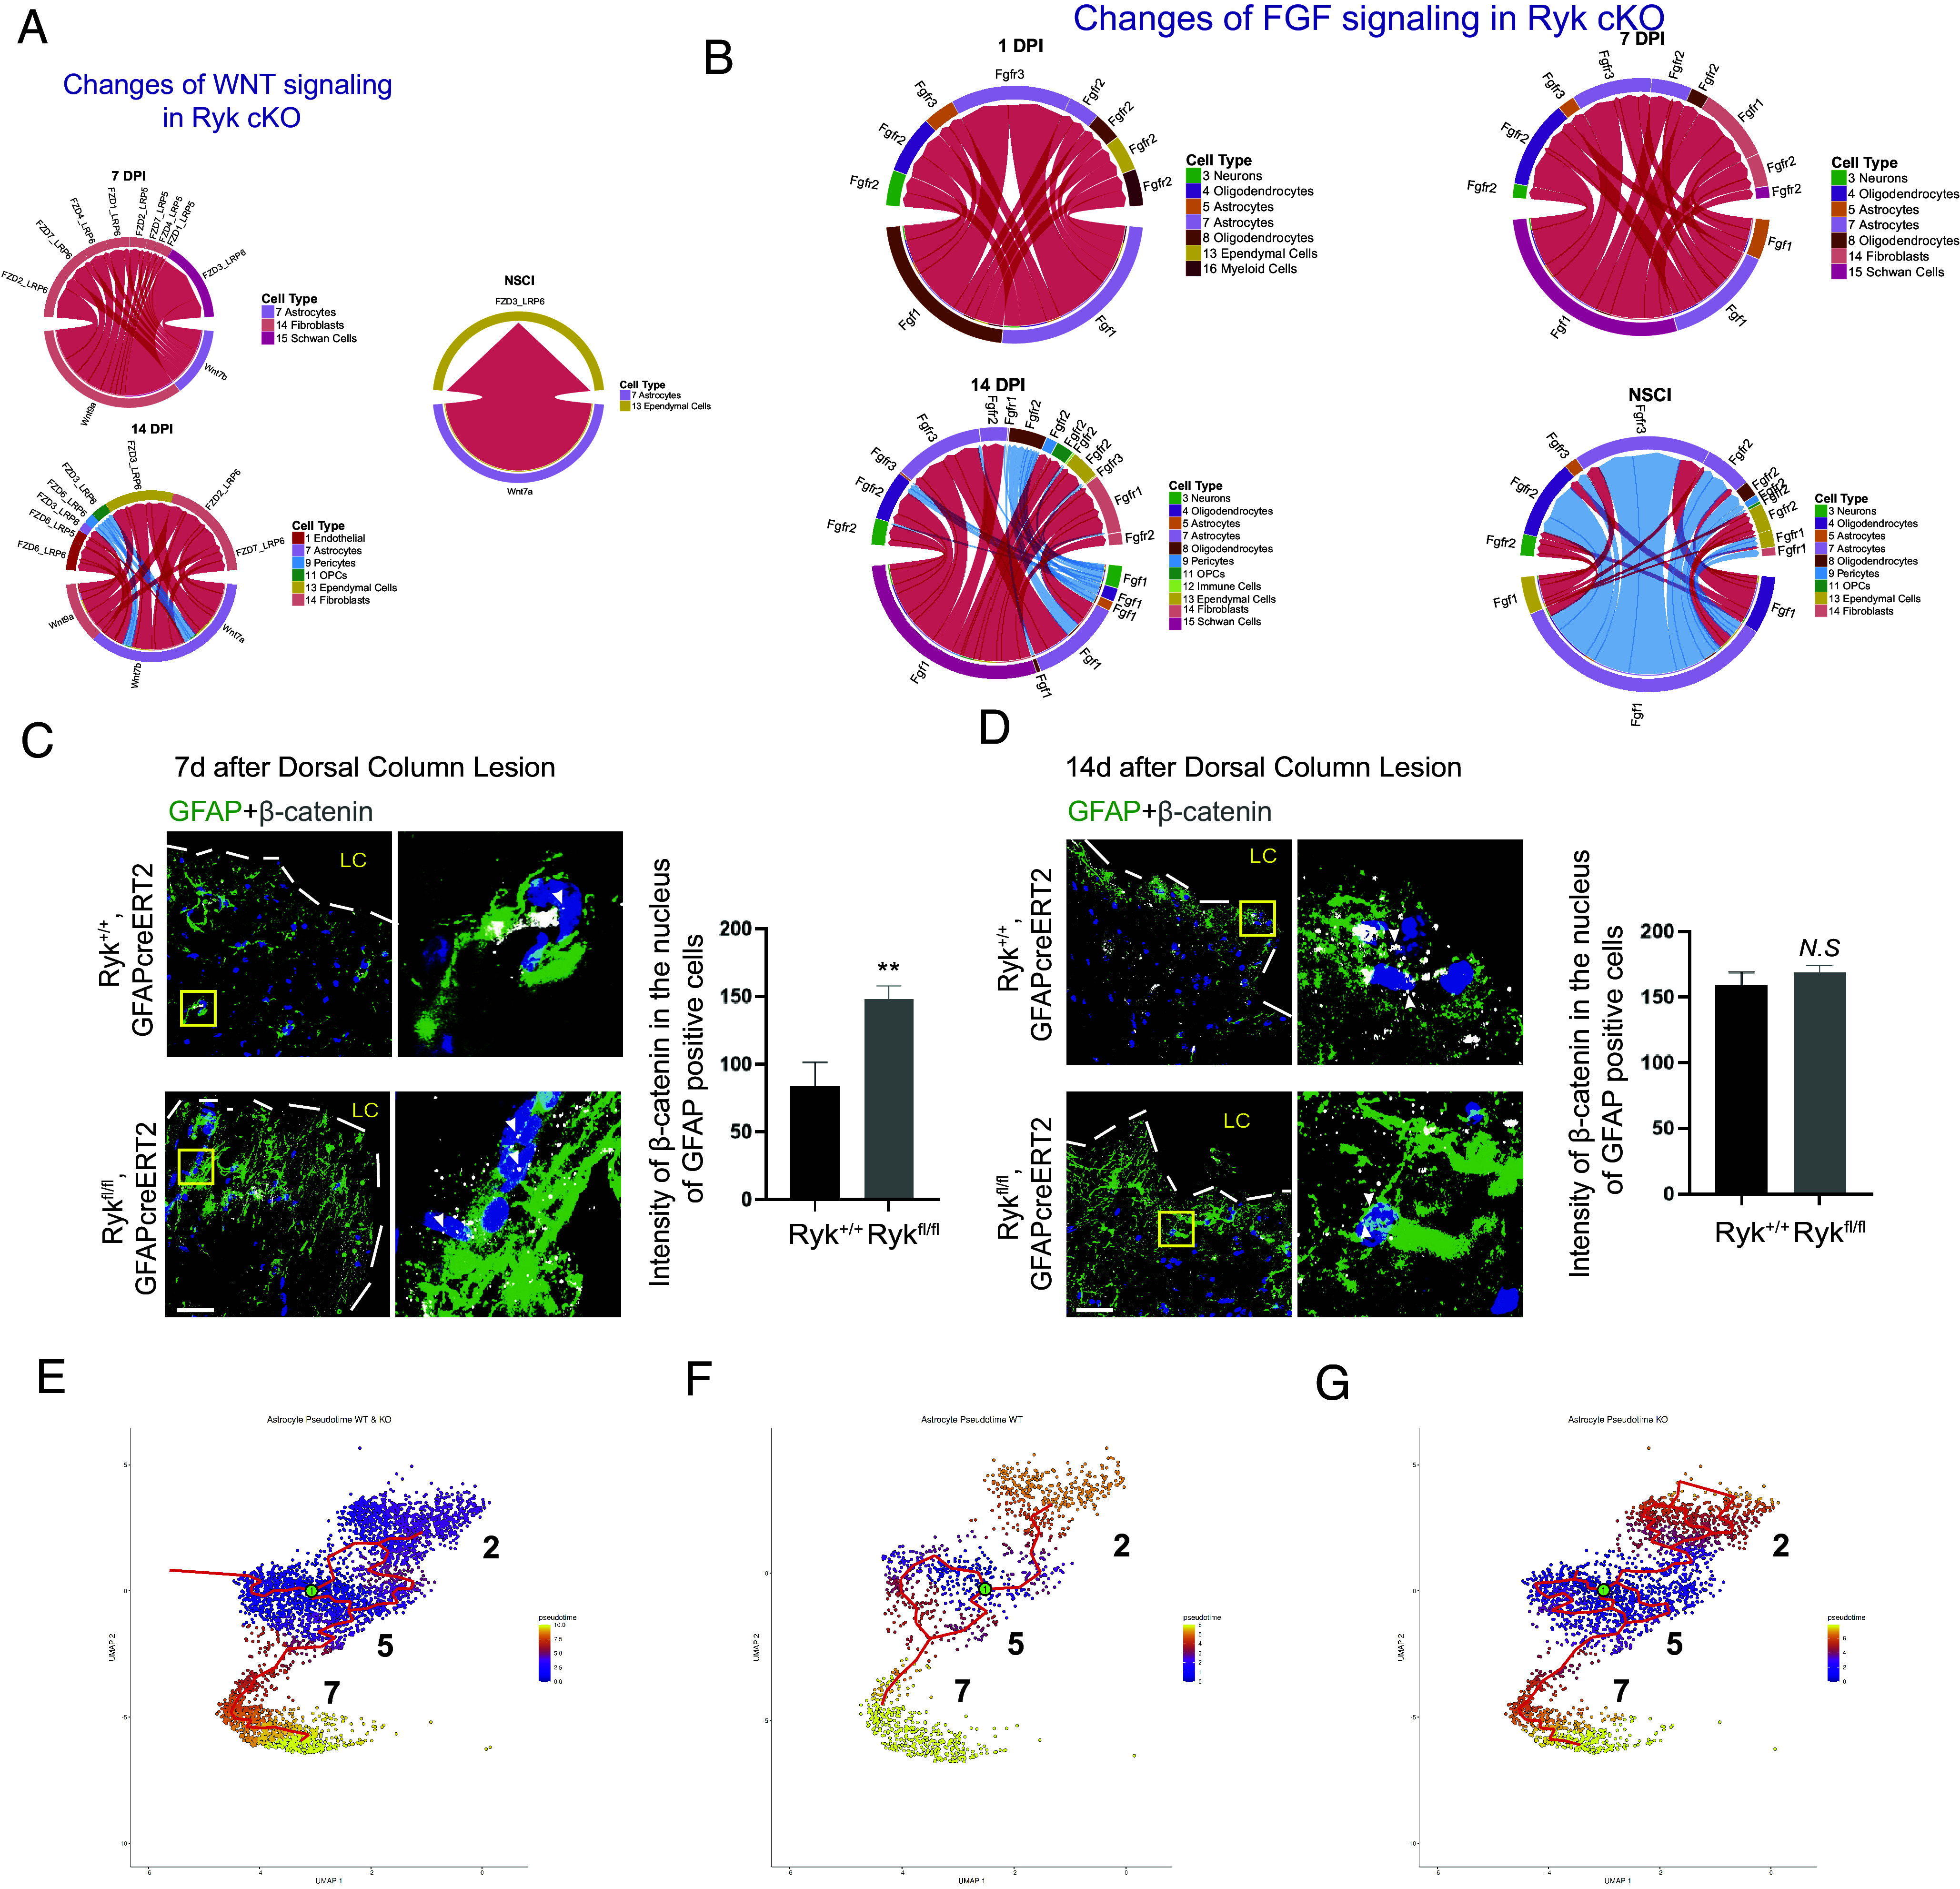
Changes of Wnt and FGF signaling and astrocyte trajectory in astrocyte-specific *Ryk cKO*. (*A*) CellChat analyses predict a strong increase of canonical Wnt signaling involving astrocytes in astrocyte-specific *Ryk cKO*. (*B*) CellChat analyses showing the changes of FGF signaling in astrocyte-specific *Ryk cKO.* (*C*) Immunostaining of spinal cord sections with GFAP and phosphorylated β-catenin 7 d after injury. (Scale bar, 40 µm.) Dot graphs showed quantification of phosphorylated β-catenin levels in astrocyte nuclei. Data are expressed as mean ± SD. ***P < 0.001 vs. the indicated groups. N = 3 animals in each group. (*D*) Immunostaining of spinal cord sections with GFAP and phosphorylated β-catenin 14 d after injury. (Scale bar, 40 µm.) Dot graphs showed quantification of phosphorylated β-catenin levels in astrocyte nuclei. N = 3 animals in each group. (*E*) Pseudotime analyses of astrocyte trajectory in control and *Ryk cKO*. (*F*) Pseudotime analyses of astrocyte trajectory in control. (*G*) Pseudotime analyses of astrocyte trajectory in *Ryk cKO*.

The broad changes of cell signaling prompted us to ask more systematically whether the progression of astrocyte differentiation is altered using cell trajectory analysis (29, 30). As GFAP is a marker for reactive astrocytes and S100B (high in type 2) and Cdh2 (border-forming astrocyte marker high in Cluster 7) are markers for more differentiated astrocytes, we selected Cluster 5 as the start point for trajectory analyses (Fig. 5*E* and *SI Appendix*, Fig. S10*B*). 

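The trajectory was examined through the share of each mouse's astrocytes (Clusters 2, 5 and 7) in each cluster. Over the 3 time points after injury, the mean share of Cluster 5 was 43.6% in cKO and 44.0% in WT (6 and 5 mice). The difference of −0.382 percentage points gave p = 0.954 in an exact two-sided permutation test of genotype within time points. For Cluster 2, the shares were 22.4% in cKO and 16.7% in WT, a difference of 5.72 percentage points with the same sign in 5 of 10 pairs of mice (p = 0.620 in the same permutation test). This difference was −4.22 points without replicate 1 and 2.78 points without replicate 2. Values without replicate 1 cover 7 d and 14 d alone, since WT at 1 d is replicate 1. For Cluster 7 the shares were 34.0% in cKO and 39.3% in WT, a difference of −5.34 percentage points with the same sign in 6 of 10 pairs (permutation p = 0.731), or 3.84 points without replicate 1, −1.39 without replicate 2 and 2.38 with the replicate block. At 1 d, Cluster 2 held 21.4 ± 22.5% in cKO (SD, n = 2) and 2.84% in the WT mouse. At 7 d it held 15.5 ± 14.1% and 21.2 ± 15.7%, and at 14 d 30.4 ± 7.62% and 26.0 ± 0.797% (SD, n = 2 each, cKO first). Cluster 7 held 41.9 ± 19.3% in cKO and 41.1 ± 23.3% in WT at 7 d, and 21.3 ± 3.32% and 25.7 ± 8.63% at 14 d. In uninjured mice, Cluster 2 held 30.8 ± 21.4% in cKO and 27.2 ± 27% in WT. Pseudotime itself was not computed here.

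**Figure D2:**
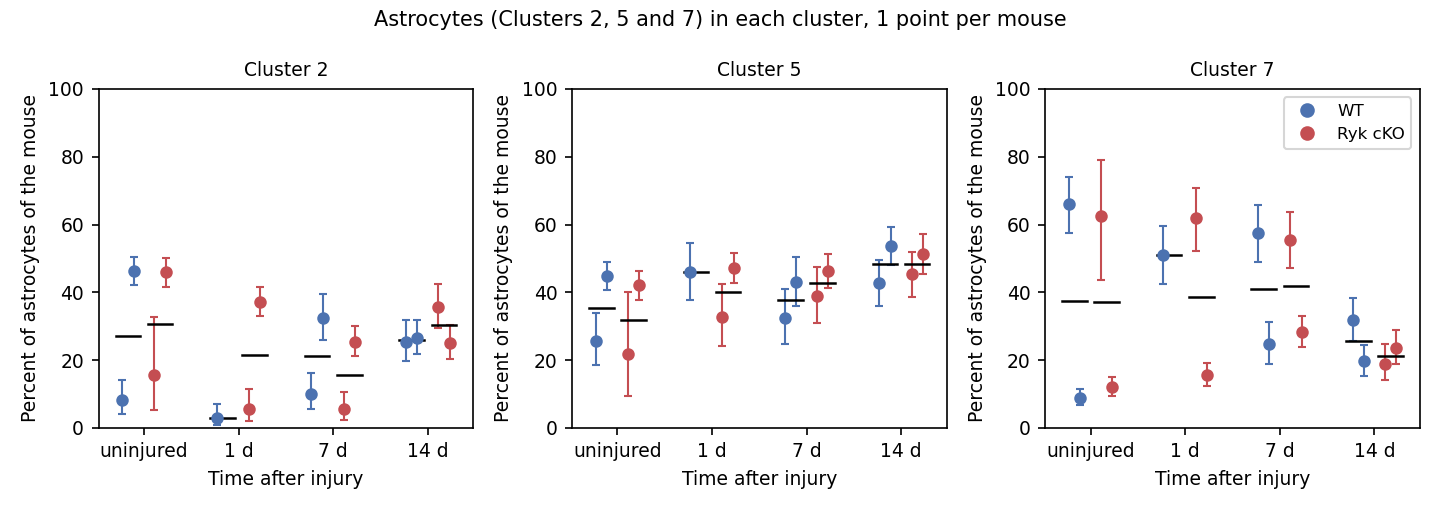
Percent of each mouse's cells of Clusters 2, 5 and 7 that lie in each cluster (vertical axis) by time after injury (horizontal axis), 1 point per mouse with its 95% exact binomial interval, WT in blue, cKO in red, and the mean of a condition as a black line. Cluster 2 ranges from 2.84% to 46.3% over the mice, with uninjured cKO at a mean of 30.8% and uninjured WT at 27.2%.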

*Ryk cKO* significantly promoted the trajectory from Cluster 5 to Cluster 2 and Cluster 7 astrocytes, suggesting accelerated maturation of astrocytes in *Ryk cKO* (Fig. 5 *F* and *G*).

### Single-Cell Transcriptomics Indicated Accelerated Inflammatory Responses and Proregenerative Shift of Microglia in Astrocyte-Specific Conditional *Ryk* Knockout.

Microglia also play an important role in astrocyte border and fibrotic scar formation. Studies showed that appropriate microglia activation could remove harmful substances during injury and maintain homeostasis (31, 32). We found that immunoreactivity of P2Y12, a marker for resting microglia, in microglia was increased from 7 d postinjury or earlier but immunoreactivity of CD68, expressed in phagocytic microglia, was reduced 14 d postinjury in astrocyte-specific conditional *Ryk* knockout (Fig. 3 *E* and *F* and *SI Appendix*, Fig. S7) (33–36). The fact that microglia responded to astrocyte-specific conditional *Ryk* knockout at an earlier time point than the formation of the glial border suggests that the accelerated microglia response may not simply be due to reduced tissue damage and the faster closure of the glial border but rather changes of cell–cell signaling. Therefore, we analyzed the responses of microglia in our single-cell sequencing data. 

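Apoe (ENSMUSG00000002985.16, chromosome 7 of mm10, 19696109 to 19699188) was scored as ligand and the geometric mean of Trem2 and Tyrobp as receptor, as the mean over the ordered pairs of Clusters 6 and 10. The pooled score was 46.1 in WT and 110 in cKO in uninjured mice, 15.9 and 28.5 at 1 d, and 178 and 261 at 7 d. At 1 d, single mice had 15.9 in WT (replicate 1) and 17.3 and 60.1 in cKO (replicates 1 and 2), and the difference of 12.7 was 1.47 without replicate 2. The cKO minus WT difference at 7 d was −42.6 without replicate 1 and 128 without replicate 2. After thinning to 1000 UMIs per cell, the score at 7 d was 180 in WT and 218 in cKO. With the conditions of the cell names, the difference at 1 d was −52.6. Over the injured mice, the mean difference was 0.315 (exact two-sided permutation test, p = 0.991), or −6.81 with the replicate block. Apoe in these clusters was at 2437 ± 605 normalized CPM in cKO (SD, n = 2) and 1863 CPM in the WT mouse at 1 d. At 7 d it was at 30956 ± 29278 CPM in cKO and 21471 ± 9661 CPM in WT (SD, n = 2 each), a log2 fold change of 0.50 (standard error 0.75), smaller than the spread between the cKO mice. Without cKO 7 d replicate 1 the log2 fold change of Apoe at 7 d was −1.17.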

CellChat analysis showed that the ApoE-TREM2_TYROBP pathway was a top increased pathway in microglia by on day 1 and day 7. But by day 14, it is decreased, suggesting an earlier activation and progression of inflammatory response (Fig. 6 *A* and *B*). 

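At 14 d, the pooled score was 248 in WT and 182 in cKO, or 230 and 164 after thinning to 1000 UMIs per cell. With all UMIs, the cKO minus WT difference was −66.0, or −28.8 without replicate 1 and −101 without replicate 2. Apoe was at 25440.5 ± 1980.2 normalized CPM in cKO and 50111 ± 28616 CPM in WT in Clusters 6 and 10 (SD, n = 2 each), a log2 fold change of −1.02 (standard error 0.76, edgeR adjusted p = 1.0). The effect of genotype on Apoe at 14 d differed from its mean at 1 d and 7 d by −1.46 on the log2 scale (standard error 0.97, edgeR adjusted p = 1.0). Trem2 (ENSMUSG00000023992.14, chromosome 17 of mm10, 48346401 to 48354147) was at 1359 ± 31.2 CPM in cKO and 1963 ± 909 CPM in WT at 14 d, a log2 fold change of −0.56, and Tyrobp (ENSMUSG00000030579.10, chromosome 7, 30413760 to 30417585) was at 2864 ± 120 and 5425 ± 3868 CPM, a log2 fold change of −0.96. Without WT 14 d replicate 1 the log2 fold changes at 14 d were −0.24 for Apoe, 0.036 for Trem2 and 0.085 for Tyrobp.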

Similar to astrocytes, we performed pseudotime analyses in microglia. 

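P2ry12 (ENSMUSG00000036353.13, chromosome 3 of mm10, 59216272 to 59262871) was at 1411 ± 515 CPM in Cluster 6 and 286 ± 244 CPM in Cluster 10 (SD, n = 14 mice). Cluster 6 was higher in 14 of 14 mice, with a mean log2 difference of 2.34. P2ry12 is itself among the leading genes of Cluster 6. At least 1 UMI of it was found in 64.7% of the cells of Cluster 6 and 34.9% of the cells of Cluster 10, at median depths of 780.5 and 1119 UMIs, and in 0.357% of endothelial cells, at 890 UMIs. Cd68 (ENSMUSG00000018774.13, chromosome 11, 69664213 to 69666153) was at 716 ± 350 CPM in Cluster 10 and 372 ± 114 CPM in Cluster 6, higher in Cluster 10 in 13 of the 14 mice, with a mean log2 difference of 0.75. At least 1 UMI of Cd68 was found in 53.8% of all cells of Cluster 10, 43.5% of those of Cluster 6 and 1.12% of endothelial cells, but as a mean over the 14 mice the share was 11.5 percentage points lower in Cluster 10, and higher there in 4 of the 14.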

We found that Cluster 6 has higher P2Y12 and lower CD68, whereas Cluster 10 microglia have lower expression of P2Y12 but higher CD68 (*SI Appendix*, Fig. S14). Therefore, Cluster 6 may represent the starting point of microglia. We found that astrocyte-specific conditional *Ryk* knockout significantly promoted the trajectory from Cluster 6 to Cluster 10, by increasing the relative proportion of Cluster 10 cells, suggesting accelerated differentiation (Fig. 6 *C*–*E*).

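Among the cells of Clusters 6 and 10, Cluster 10 made up 45.6% in cKO and 38.5% in WT as the mean over the 3 time points after injury (6 and 5 mice). The difference of 7.09 percentage points had the same sign in 7 of 10 pairs of mice (exact two-sided permutation test of genotype within time points, 108 arrangements, p = 0.454). It was 1.43 points without replicate 1, which leaves 7 d and 14 d alone, and 4.05 points without replicate 2. At 1 d, Cluster 10 made up 40.6 ± 21.4% in cKO (SD, n = 2) and 28.1% in the WT mouse. At 7 d it made up 36.4 ± 8.46% in cKO and 38.2 ± 13.1% in WT, and at 14 d 59.9 ± 3.63% and 49.2 ± 7.39% (SD, n = 2 each). Uninjured mice had 42.1% in the cKO mouse with enough cells and 28.0 ± 19.6% in WT (SD, n = 2). Over all 17 clusters, the genotypes differed in 0 cluster shares among all cells at a Benjamini-Hochberg adjusted p under 0.05, with a smallest unadjusted permutation p of 0.102.

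**Figure D3:**
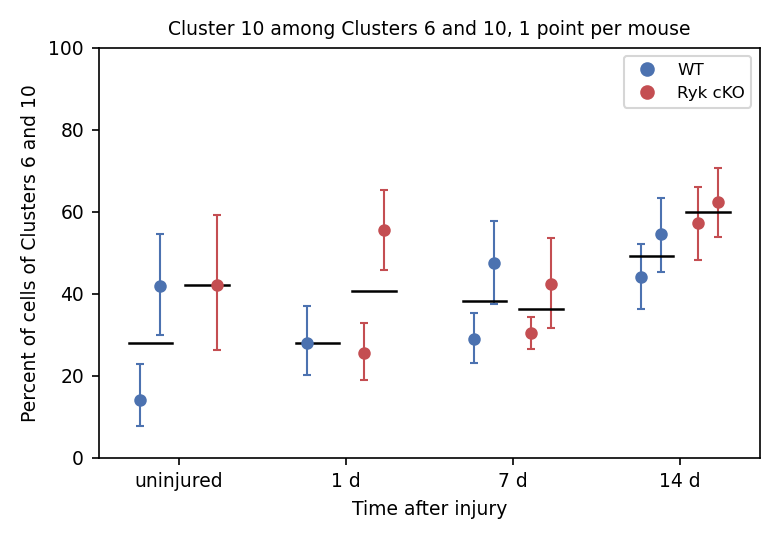
Percent of the cells of Clusters 6 and 10 that lie in Cluster 10 (vertical axis) by time after injury (horizontal axis), 1 point per mouse with its 95% exact binomial interval, WT in blue, cKO in red, and the mean of a condition as a black line. The means at 14 d are 59.9% in cKO and 49.2% in WT.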

**Fig. 6.**
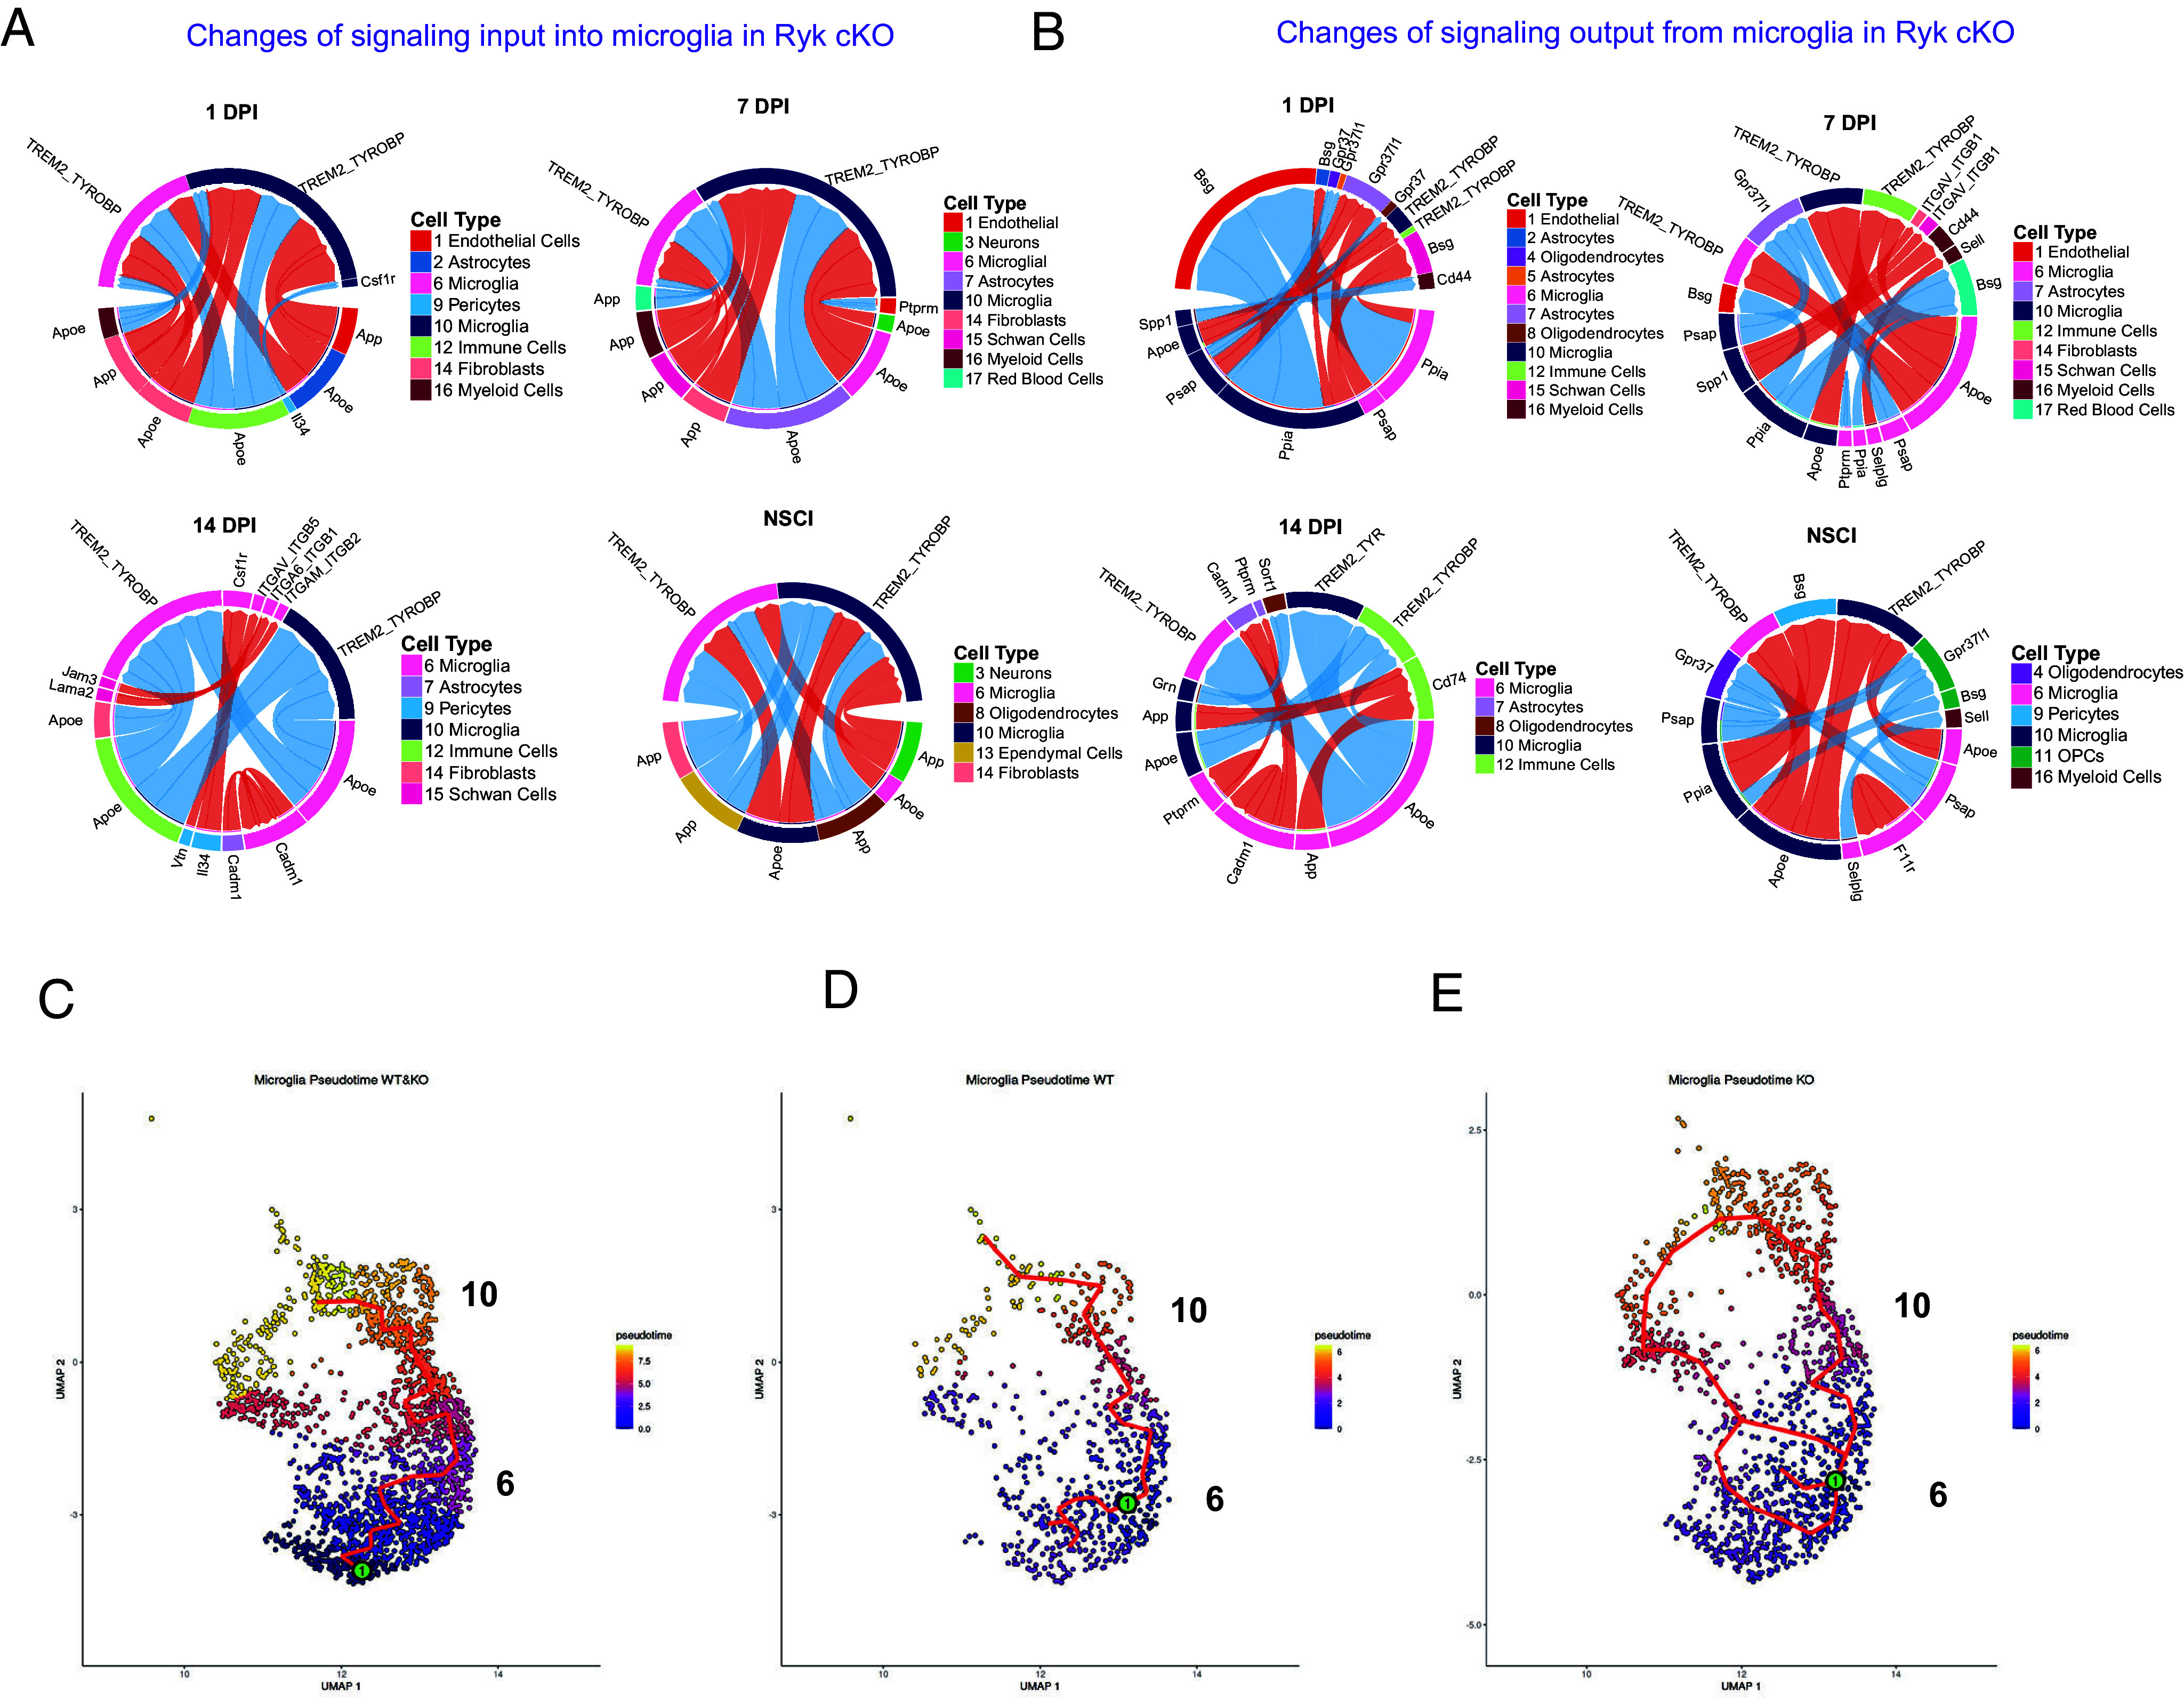
Cell signaling changes in microglia in astrocyte-specific Ryk cKO after SCI. (*A*) The top output signaling changes from microglia in Ryk cKO. (*B*) The top input signaling changes to microglia in *Ryk cKO*. (*C*) Pseudotime analyses of microglia trajectory in control and *Ryk cKO*. (*D*) Pseudotime analyses of microglia trajectory in control. (*E*) Pseudotime analyses of microglia trajectory in *Ryk cKO*.

### NrCAM Is Required for the Elongation of the Processes of Reactive Astrocytes and Formation of the Glial Border.

To test the hypotheses based on the spinal cord injury results and single-cell transcriptomic analyses, we first examined NrCAM expression in astrocytes using immunostaining. We found that there was almost no NrCAM immunoreactivity in astrocytes 7 d after injury in WT mice. However, NrCAM staining was significantly increased in astrocytes in *Ryk cKO* 7 d after injury (Fig. 7*A* and *SI Appendix*, Fig. S15*A*). Fourteen days after SCI, the NrCAM expression level in astrocytes started to increase in the area immediately bordering the lesion core in WT mice. But the NrCAM expression in *Ryk cKO* mice is still much higher than WT (Fig. 7*B* and *SI Appendix*, Fig. S15*B*). These data suggested that *Ryk cKO* might accelerate astrocyte border formation by up-regulating NrCAM signaling in astrocytes.

**Fig. 7.**
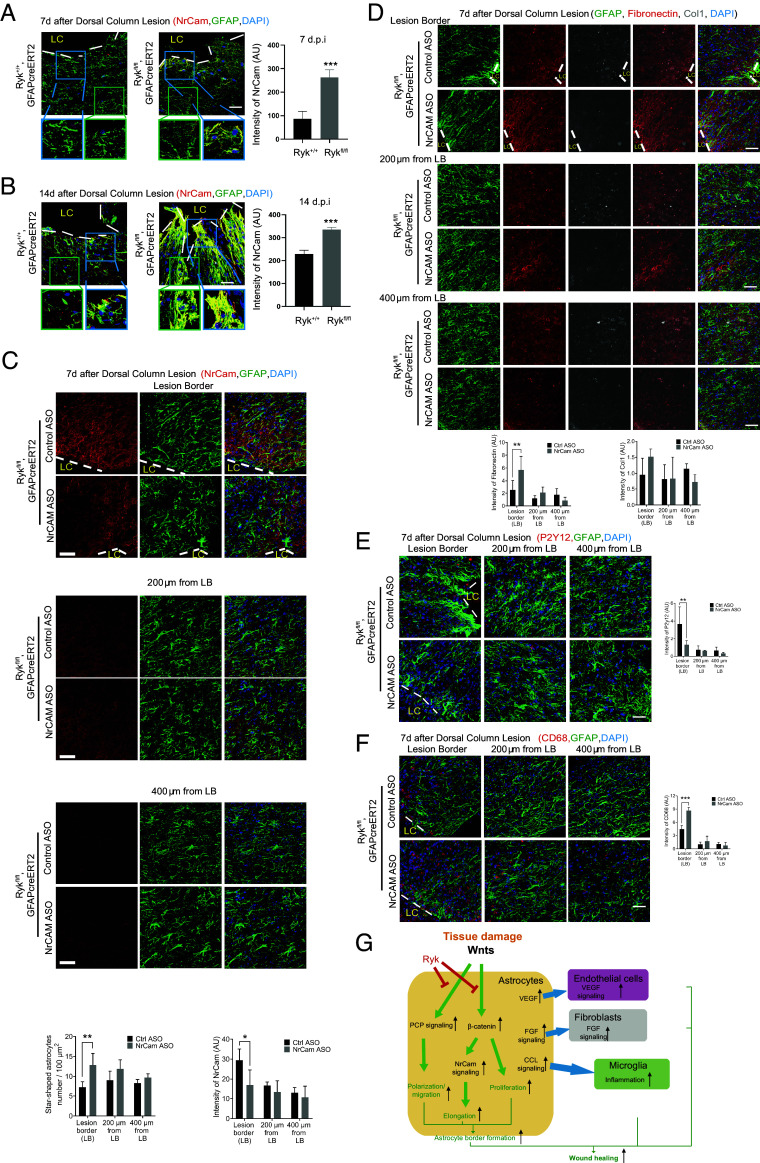
NrCAM is required for the elongation of the processes of border-forming reactive astrocytes. (*A*) Immunostaining of spinal cord sections with antibodies against NrCAM and GFAP in control or *Ryk cKO* 7 d after injury. (Scale bar, 40 µm.) N = 3 for each group. The blue box labeled the areas immediately abutting the lesion core while the green box was about 100 µm away from the lesion core. Bar graphs showed quantitative analysis of the intensity of NrCAM. (*B*) Immunostaining of spinal cord sections with antibodies against NrCAM and GFAP in control or *Ryk cKO* 14 d after injury. (Scale bar, 40 µm.) N = 3 in each group. The blue box labeled the areas immediately next to the lesion core while the green box was about 100 µm away from the lesion core. Bar graphs showed quantification of the intensity of NrCam. (*C*) Immunostaining of spinal cord sections with antibodies against NrCAM and GFAP to analyze the number of star-shaped astrocytes and level of NrCAM in *Ryk cKO* 7 d after C5 dorsal column lesion and ASO injection. N = 3 in each group. (*D*) Immunostaining of spinal cord sections with antibodies against fibronectin, Col1, and GFAP to analyze the level of fibronectin and Col1 in *Ryk cKO* 7 d after C5 dorsal column lesions and ASO injection. (Scale bar, 40 µm.) N = 3 in each group. (*E*) Immunostaining of spinal cord sections with antibodies against P2Y12 and GFAP to analyze the level of P2Y12 in *Ryk cKO* 7 d after C5 dorsal column lesion and ASO injection. (Scale bar, 40 µm.) N = 3 in each group. (*F*) Immunostaining of spinal cord sections with antibodies against CD68 and GFAP to analyze the level of CD68 in *Ryk cKO* 7 d after C5 dorsal column lesion and ASO injection. (Scale bar, 40 µm.) N = 3 in each group. (*G*) Summary of Ryk function in astrocyte border formation, astrocyte differentiation, and cell–cell signaling to coordinate multicellular interactions in wound healing. Data are expressed as mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 vs. the indicated groups.

To further test this, we designed antisense oligos (ASO) against NrCAM to reduce its expression. After confirming the efficiency knock down of NrCAM expression by ASOs by RT PCR, we injected two NrCAM ASOs (separately) into the parenchyma of the spinal cord near the injury site immediately after SCI and obtained similar results (*SI Appendix*, Fig. S16). The immunostaining results verified that NrCAM ASO injection significantly reduced the expression of NrCAM in astrocytes at the lesion border in *Ryk cKO* 7 d after injury but not at 200 μm or 400 μm from the lesion border (Fig. 7*C*). NrCAM ASO reversed *Ryk cKO*-induced astrocyte elongation and polarization 7 d after injury and star-shaped astrocytes, which are rare at the lesion border, were significantly increased at the lesion border (Fig. 7*C*). We then further analyzed fibroblasts and microglia and found that the *Ryk cKO* induced changes at the lesion border (Fig. 3 *C*–*F*) were largely reversed in animals treated with NrCAM ASO (Fig. 7 *D*–*F*). The above data suggested that *Ryk cKO* accelerated astrocyte border formation by up-regulating cell adhesion pathways in astrocytes, which may be critical for the changes of the morphology of the astrocytes. Among them, NrCAM is a major player.

## Discussion

The complex multicellular interactions during wound healing after central nervous system injury are poorly known. Reactive astrocytes play pivotal roles in injury responses in glial border formation. We uncovered a major signaling pathway, which regulates multiple aspects of astrocyte responses (37–39) (Fig. 7*G*). We propose that the canonical Wnt signaling pathway, once activated by injury signals, activates astrocyte proliferation, differentiation (increases of thickness and elongation of astrocyte processes) and inflammatory responses (for tissue debris clearing). Ryk, a Wnt receptor, negatively regulates canonical Wnt pathways in astrocytes in this context. In astrocyte-specific *Ryk* conditional knockout, we found that the expression of a direct transcriptional target of β-catenin, NrCAM, was greatly increased and NrCAM is essential for the elongation of astrocyte processes and potentially migration of astrocytes (20).

How astrocytes coordinate signals to other cell types for wound healing is not well understood. Our study suggests that Ryk may regulate multiple key signals emanating from astrocytes to coordinate responses of many cell types after spinal cord injury (Fig. 7*G*). VEGF, which promotes angiogenesis, is also a direct transcriptional target of the canonical Wnt signaling pathway, and its expression was found increased in astrocyte-specific *Ryk* conditional knockout. The large increase of FGF signaling from astrocytes to fibroblasts in *Ryk cKO* may lead to faster fibroblast proliferation and wound healing, resulting in less inflammation. The accelerated inflammatory responses of both astrocytes and microglia may result in more efficient tissue debris clearing and tissue repair. Because wound healing and tissue repair involve the interactions among many cell types, it is important to coordinate the proliferation and differentiation of all cell types involved. We propose that the normal function of Ryk may be to control the rate of cellular responses to allow time for such coordination. However, it is possible that injury may excessively activate this function of Ryk. Therefore, inhibiting Ryk function may benefit wound healing.

Our study also revealed a potential coordinated morphological polarization of astrocytes and the growth of axons by the same Wnt/Ryk signaling mechanism. Ryk is a Wnt receptor and also regulates a noncanonical Wnt pathway, the planar cell polarity (PCP) pathway, in growth cone guidance and synapse maintenance in neurons (13, 40, 41). Whether the PCP pathway is also active in astrocytes to regulate the polarization of astrocyte processes toward the lesion site deserves future studies. If this is the case, the induced Wnts at the lesion site may prevent astrocyte processes from polarizing toward and/or migrating to the lesion border in similar ways that the axons are repelled away from the injury site (2). Therefore, inhibiting Ryk function in astrocytes can allow astrocyte processes to be better polarized toward and migrate to the lesion border to form the scar border more efficiently to accelerate the glial border formation. And, as we showed previously, the inhibition of Ryk function in axons prevents axon retraction from the lesion site and promote the growth towards the injury site (2–5).

By conditionally knocking out *Ryk* in astrocytes, we were able to accelerate the formation of the glial border and reduce the lesion volume. Our analyses showed that this accelerated astrocyte border formation is beneficial for preserving and recovering sensory-motor functions probably by better protection of the spinal cord tissues due to the faster healing and reduced secondary injury. Our previous work showed that intrathecal infusion of a function-blocking Ryk antibody in the injured spinal cord resulted in greater functional recovery than conditional knocking out *Ryk* from the corticospinal tract (CST) neurons in a skilled motor task (5). Given our findings here, we propose that the additional functional recovery by Ryk antibody treatment may be caused by the faster astrocyte border formation in addition to promoting the growth of CST axons. Therefore, targeting Ryk may have at least two benefits, promoting axon growth and accelerating astroglial border formation to protect spared spinal cord tissue, including neurons. We observed that in injured human spinal cord tissues, Ryk was also induced in both astrocytes and the injured axons, suggesting that Ryk is a promising therapeutic target to treat human spinal cord injury (Fig. 1 *C*–*E*).

## Materials and Methods

All animal work in this research was approved by the University of California, San Diego (UCSD) Institutional Animal Care and Use Committee. Detailed *Materials and Methods*, including surgical procedures, behavioral tests, immunohistochemistry, immunostaining for human spinal cord samples, single-cell RNA seq, and statistical analysis, are included in *SI Appendix*.

## Supplementary Material

Appendix 01

## Data Availability

Single-cell transcriptomics data have been deposited in the NIH GEO database [accession code GSE205029 (Reviewer token: ovylmuaihbgjbcv)] (15). Otherwise, all data are available in the main text or *SI Appendix*.

# Supplementary material for: Astrocytic Ryk signaling coordinates scarring and wound healing after spinal cord injury
**Source:** Proc Natl Acad Sci U S A. 2025 Apr 10;122(15):e2417400122. doi: 10.1073/pnas.2417400122

## **MATERIALS AND METHODS**

### **Animals**

All animal work in this research was approved by the University of California, San Diego (UCSD) Institutional Animal Care and Use Committee. Animals were housed on a 12 h light/dark cycle and behavioral analyses were done at consistent morning hours during the light cycle. GFAPcreERT2 (Strain #:012849) and Aldh1L1 creERT2 (Strain #:029655) mice were purchased from the Jackson Laboratory. Rykfl/fl (cKO) was generated in the Zou laboratory. Mice aged 8-10 weeks were used in the following experiments. Mice were induced with Tamoxifen every day for 7 days, starting from 5 days before the operation day. Roughly equal number of mice from both sexes were randomly assigned to experimental groups.

### **Surgical procedures**

#### **C5 dorsal column lesion**

Mice were deeply anaesthetized with ketamine, spinal level C5 was exposed by laminectomy and the dorsal columns were lesioned at a depth of 1 mm with Vannas spring scissors (Fine Science Tools, Foster City, CA). The dorsal musculature was sutured with 5-0 silk sutures and the skin was closed with wound clips.

#### **NrCam antisense oligo design and injection**

NrCam ASOs are designed and produced by IDT. We designed 3 ASOs against NrCam: NrCam-1 (C\*C\*A\*C\*G\*C\*T\*G\*A\*C\*G\*C\*G\*A\*A\*C\*A\*T\*T\*T) NrCam-2 (C\*T\*G\*T\*C\*G\*T\*G\*C\*G\*T\*G\*T\*T\*T\*C\*C\*G\*A\*A) and NrCam-3 (G\*A\*C\*G\*G\*C\*T\*C\*C\*T\*A\*A\*T\*G\*C\*G\*T\*T\*T\*T). Negative Control ASO: G\*C\*G\*A\*C\*T\*A\*T\*A\*C\*G\*C\*G\*C\*A\*A\*T\*A\*T\*G. After efficiency testing by RT-PCR, we used NrCam-2 and -3 for subsequent animal experiments.

ASO injection was performed as described previously. Briefly, immediately after lesion, two injections of ASO were made into the spinal cord along the dorsal midline at 0.5 mm rostral and

0.5 mm caudal to the lesion site. For each injection site, two injections at depths of 0.5 and 1.0 mm were made (0.5  $\mu$ l at each depth) using a pulled glass capillaries attached to a pneumatic Pico Pump (World Precision Instruments).

### Corticospinal Tract Tracing

Corticospinal Tract Tracing was performed as we described previously. Briefly, mice were anesthetized and stabilized in a stereotaxic frame. Using a digital stereotactic injector (Item: 51709, stoelting Co. USA), 0.5  $\mu$ l of biotin dextran amine (BDA; MW 10,000; 10% in PBS; Molecular Probes) was injected into one of the 10 total sites (5 sites/site). Mediolateral (ML) coordination: 1.5 mm lateral to the bregma; anteroposterior (AP) coordination from the bregma: 1.0, 0.5, 0, 0.75 and 1.5 mm; dorsoventral (DV) coordination: 0.5 mm from the cortical surface. After each injection was completed, the injector tip was left in place for an additional 5 min to ensure that the BDA solution adequately penetrated the tissue. Two weeks later, mice were anesthetized and perfused with 4% paraformaldehyde for detecting CST distribution in the spinal cord.

### Behavioral Tests

#### Grip strength tests

Grip strength was measured with a computerized grip strength meter (Bio-GS3, Bioseb, USA). To measure grip strength in the forepaws of the mice, the experimenter held the mice gently by the base of the tail, allowing the animal to grasp the grid with the forepaws. As soon as the mice grasped the transducer metal grid with their forepaws, the experimenter pulled the animals backwards by the tail until grip was lost. The peak force of each measurement was automatically recorded in grams (g) by the device. Forelimb grip strength in each mouse was measured twice.

#### Rotarod performance

To measure the balance and ability to coordinate stepping, mice were placed on a single lane rotarod (Med Associates) for two trials per session. The rotarod was set for constant acceleration from 3.0 to 30 rpm over 300 s and mice were scored on seconds to fall. The final result is the average of the two trials.

## **Immunohistochemistry**

Mice were sacrificed and were perfused with saline solution, followed by 4% paraformaldehyde in 0.1 M phosphate-buffered saline. The spinal cords were then dissected out, fixed in 4% paraformaldehyde overnight and equilibrated in 30% sucrose at 4°C. Sagittal sections (30 µm) were cut on a freezing microtome (Thermo, CRYOSTAR NX50). After rinsing with 0.1 % Triton X-100 (vol/vol; Sangon, T0694) in 0.1 M PBS and blocking with blocking buffer (1% bovine serum albumin and 5% donkey serum in TBS solution with 0.1% Triton X-100) for 1 h at room temperature, sections were incubated with the following primary antibodies overnight at 4°C: rabbit anti-Ryk (generated in the Zou laboratory), chicken anti-GFAP (Abcam, ab4674), rabbit anti-GFAP (Abcam, ab7260), mouse anti-GFAP (Sigma, G3893-100UL), mouse anti-fibronectin (Millipore, CP70), rabbit anti-Col 1A1 (Novus Biologicals, NBP1-30054), rabbit anti-NrCam (Abcam, ab24344), rabbit anti-CD68 (Abcam, ab125212), rabbit anti-p2y12 (Invitrogen, PA5-77671) and mouse anti-NeuN (Abcam, ab104224). Afterward, sections were incubated with Alexa Fluor 647-, 594- or Alexa Fluor 488-conjugated secondary fluorescent antibody (1:400; Jackson ImmunoResearch) for 1 h at room temperature, counterstained with 4',6-diamidino-2-phenylindole (DAPI), and mounted in mounting media. Images were captured using a Zeiss 880 Airyscan microscope.

## **Immunostaining for human spinal cord samples**

These human spinal cord samples, kindly provided by the International Spinal Cord Injury Biobank (ISCIB) located at Vancouver Coastal Health Authority in Canada, were de-identified prior to use in our study. The slides were microwaved slides in Antigen Retrieval Buffer (2 mins at 90% power, 2 mins at 70% power, and 6 mins at 50% power). The slides were then removed from microwave and incubated at room temperature in Antigen Retrieval Buffer for 20 mins and rinsed in 1X TBST at room temperature. Endogenous peroxidase was blocked with 3% H<sub>2</sub>O<sub>2</sub> in 50% methanol for 30 mins. After rinsing with 1X TBST and blocking with blocking buffer for 0.5 h at room temperature, sections were incubated with the following primary antibodies overnight at room temperature: mouse anti-Ryk (5), chicken anti-GFAP (Abcam, ab134436), rabbit anti-Neurofilament (Sigma, N4142) and rabbit anti-SOX9 (Abcam, ab185230). After rinsing with 1X TBST, sections were incubated with Alexa Fluor 647-, 594- or Alexa Fluor 488-

conjugated secondary fluorescent antibody (1:400; Jackson ImmunoResearch) for 1 h at room temperature. After rinsing, slides incubated in 95% ethanol for 1 min at room temperature, in 100% ethanol for 1 min\*3 times at room temperature and in xylene for 1 minute\*3 times at room temperature. Slides were then incubated with 4',6-diamidino-2-phenylindole (DAPI) for 15 min, and mounted in mounting media. Images were captured using a Zeiss 880 Airyscan microscope.

### **Single cell RNA seq**

Mice were anesthetized and were performed a trans-cardiac perfusion with fresh ice-cold carbogen-bubbled cutting solution (212 mM sucrose, 1.25 mM NaH<sub>2</sub>PO<sub>4</sub>, 26 mM NaHCO<sub>3</sub>, 10 mM Glucose, 3 mM KCl, 7 mM MgSO<sub>4</sub>, 0.5 mM CaCl<sub>2</sub>). After decapitation, the spinal cords were immediately extracted and placed in fresh ice-cold cutting solution bubbled with a carbogen gas (95% O<sub>2</sub> and 5% CO<sub>2</sub>). And were quickly transferred to the vibratome and sectioned into 300 µm slice. The slices were incubated in ACSF (125 mM NaCl, 1.25 mM NaH<sub>2</sub>PO<sub>4</sub>, 26 mM NaHCO<sub>3</sub>, 10 mM Glucose, 2.5 mM KCl, 1.3 mM MgSO<sub>4</sub>, 2 mM CaCl<sub>2</sub>) continuously aerated with carbogen gas.

Spinal cords were cut into small pieces < 1 mm in each dimension by a knife and collected to a 60 mm Petri dish leaving only enough ACSF to cover the tissues. The tissues were digested by pronase solution (1 mg/mL pronase, 45 µM ActD, 100 µg/mL DNase I in ice-cold carbogen-bubbled ACSF) at room temperature for 60 min with gentle agitation. After digestion, the tissues were exchanged into trituration buffer (1% FBS, 3 µM ActD, 100 µg/mL DNase I in ice-cold carbogen-bubbled ACSF) and triturated very gently through fire polished salinized Pasteur pipettes with the opening of 600 µm and 300 µm diameter.

The supernatant was collected and centrifuged at 300 rcf for 3 min at 4 °C. The cell pellet was resuspended in wash buffer (0.1% BSA, 3 µM ActD, 100 µg/mL DNase I in ice-cold carbogen-bubbled ACSF) and filtered by 30 µm cell strainer. The dead cells were removed by MACS Dead Cell Removal Kit by manufactory's instruction. The final single cell suspensions were rinsed in cold DPBS solution (0.1% BSA, 3 µM ActD, 100 µg/mL DNase I in ice-cold DPBS). The cell concentration and cell viability were determined by Cell Counter with AOPI staining. In our experiment, the cell viability of all samples was at least 80%. All steps were performed on

ice or at 4 °C except the pronase digestion step. The wide-bore pipette tips were used to resuspend the cell pellet in all steps. Barcoding was performed according to 10X v3.1 feature barcoding protocol (<https://www.nature.com/articles/ncomms14049> this is the original v1 barcoding strategy paper). Sequencing was performed in accordance within the 10x protocol on NovaSeq 6000 S4 Paired End

Fastqs were processed by 10X Cell Ranger and aligned to mm10 generated by Cell Ranger mkref. Each barcoded matrix from 10X cell ranger was loaded into R (V 4.1.2) and Seurat (V 4.3.0.1) and read with the Read10X function from Seurat. The percentage of mitochondria genes were used as quality control parameters for each cell. The thresholds used for a high-quality cell was percent mitochondrial genes  $< 25$  and  $nFeature\_RNA > 200$ . After data quality control, a total of 18,203 high quality cells remained. 

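In the deposited counts, all 18203 cells had more than 200 detected genes and less than 25% mitochondrial UMIs. The lowest number of detected genes was 201 and the highest mitochondrial share was 24.992%. UMIs per cell ran from 211 to 113191. A stricter filter of at least 500 genes and under 10% mitochondrial UMIs kept 10167 cells (55.9%). Scrublet, run on each library, marked 66 cells (0.363%) as doublets, under 0.5% of the cells, so the caller was taken not to have worked and doublets were kept.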

Batch effects were corrected by Harmony. The cells were then subjected to the standard Seurat pipeline of normalization, feature selection, dimensionality reduction first by principal component analysis (PCA) and then uniform manifold approximation and projection (UMAP). Clustering was computed via Leiden algorithm in Seurat. Seurat's native log normalization was applied to the data and FindVariableFeatures function was used to find top 2000 variable genes used later for the ScaleData function. PCA was run to find 20 PCs which were then corrected using Harmony (V 0.1.1) package accounting for batch and sample effects. Using the corrected PCs from harmony, UMAP was run using Seurat's RunUMAP and clusters were determined by the FindNeighbors and FindClusters function with a resolution parameter of 0.5 and using the Leiden algorithm revealing 17 clusters. To identify the cell-type of the clusters Seurat's FindAllMarkers using default parameters was used (Wilcox ranked sum excluding genes with  $\logFC < 0.25$  and percent expression  $< 0.1$ ). Further, a mixture of  $\logFC$  and percent expression sorting by each cluster was used to identify marker genes while filtering for significant genes ( $p < 0.05$ ). The top marker genes were compared to known marker genes for each cluster.

All 17 clusters were used for Cell Chat analysis (18). 

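CellChat takes a database of ligands and receptors, averages the expression of each over the cells of a cluster, and combines both averages into a score for each ordered pair of clusters. A gene that is detected in few cells of a cluster has an average of 0 there, and its pairs then have a score of 0 for that cluster. The objects were built from the pooled cells of each experimental group, so that mice with more cells weigh more and the spread between mice does not enter.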

For each experimental group a Cell Chat object was created where default parameters were used for the following Cell Chat functions in this order: identifyOverExpressedGenes, identifyOverExpressedInteractions, computeCommunProb, computeCommunProbPathway, netAnalysis\_computeCentrality, and

aggregateNet. To compare differences between cell chat objects, mergeCellChat function was used and rankNet function was used to choose pathways of interest. To visualize pathways a modified netVisual\_chord\_gene function was used where Down-regulated edges were graphed as blue and upregulated edges were graphed as red in the chord diagram.

### **Statistical analysis**

All data were collected and analyzed in a blind manner. Data are presented as mean  $\pm$  SD. One-way analysis of variance with least significant difference or Dunnett's T3 post hoc test (where equal variances were not assumed) was applied for multiple comparisons, whereas Student's t-test was used for comparisons between two groups.  $P < 0.05$  was considered statistically significant.

**Sup Fig 1. Clinical information of spinal cord injury patients whose tissues were analyzed.**

**Sup Fig 2. Additional examples of Ryk expression on axons and astrocytes in injured human spinal cord.**

**Sup Fig 3. Induction of Ryk expression in human spinal cord injury away from the lesion epicenter. (A)** Immunostaining of human spinal cord tissue (E4) at different time points after injury with antibodies against Ryk and SOX9. **(B)** Immunostaining of human spinal cord tissue (E1) at different time points after injury with antibodies against Ryk and Neurofilament H. **(C)** Bar graphs showing quantifications of Ryk expression level, SOX9 expression level and the percentage of Ryk<sup>+</sup> astrocytes. Data are expressed as mean  $\pm$  SD. \*\*\* $P < 0.001$  vs. the indicated groups. Scale bar = 40  $\mu$ m.

**Sup Fig 4. Increase of length and polarization of astrocyte processes in astrocyte-specific *Ryk cKO*.** (A) Skeleton analysis for astrocytes around the lesion core 7 d after SCI. Scale bar =40  $\mu\text{m}$ . N=5 for each group. \*\*\* $P < 0.001$  vs. control groups.

**Sup Fig 5. Accelerated astrocyte activation and proliferation around the lesion site in astrocyte-specific *Ryk cKO*.** (A) Staining of spinal cord sections 7 days and 14 days after SCI with SOX9 antibody in *Ryk<sup>fl/fl</sup>* crossed with *Aldh1L1cre<sup>ERT2</sup>*. Scale bar =40  $\mu\text{m}$ . Data are expressed as mean  $\pm$  SD. N=3 for each group. \*\* $P < 0.01$  and \*\*\* $P < 0.001$  vs. control groups. (B) Staining of spinal cord sections 7 days and 14 days after SCI with SOX9 antibody in *Ryk<sup>fl/fl</sup>* crossed with *GFAPcre<sup>ERT2</sup>*. Scale bar =40  $\mu\text{m}$ . Data are expressed as mean  $\pm$  SD. N=3 for each group. \*\* $P < 0.01$  and \*\*\* $P < 0.001$  vs. control groups. (C) BrdU labeling and Ki67 staining in spinal cord sections 7 days after injury. Scale bar =40  $\mu\text{m}$ . N=3 for each group. \*\* $P < 0.01$  vs. control group. (D) BrdU labeling and Ki67 staining in spinal cord sections 14 days after injury. Scale bar =40  $\mu\text{m}$ . N=3 for each group. \*\* $P < 0.01$  vs. control group.

**Sup Fig 6. Changes of fibroblasts in astrocyte-specific *Ryk cKO*.** (A) Decrease of immunoreactivity of Col I in astrocyte-specific *Ryk cKO* 7 days after injury. (B) Decrease of immunoreactivity of Col I in astrocyte-specific *Ryk cKO* 14 days after injury. Scale bar =40  $\mu\text{m}$ . Data are expressed as mean  $\pm$  SD. N=3 for each group. \* $P < 0.05$  and \*\* $P < 0.05$  vs. the indicated groups.

**Sup Fig 7. Changes of microglia in astrocyte-specific *Ryk cKO*.** (A) Immunostaining of spinal cord sections with antibodies against GFAP and P2Y12 7 days or 14 days after C5 dorsal column lesion in control or astrocyte-specific *Ryk cKO*. (B) Immunostaining of spinal cord sections with antibodies against GFAP and CD68 7 days or 14 days after C5 dorsal column lesion in control or astrocyte-specific *Ryk cKO*. Scale bar =40  $\mu\text{m}$ . N=3 for each group. Data are expressed as mean  $\pm$  SD. \*\* $P < 0.01$  vs. the indicated groups.

**Sup Fig 8. Distribution of single cells in individual replicates of single cell sequencing experiments.**

**Sup Fig 9. Markers for major cell types.**

**Sup Fig 10. Markers for astrocyte subtypes. (A).** Dot blots of markers in 3 subtypes of astrocytes. **(B)** Distribution of markers in 3 subtypes astrocytes.

**Sup Fig 11. Changes of cell-cell communications after SCI. (A)** Cell-cell communication network at different time points in control. **(B)** Cell-cell communication network at different time points in astrocyte-specific *Ryk cKO*. **(C)** Cell counts and percentages of some of the rare non-neural cell clusters in control and astrocyte-specific *Ryk cKO*.

**Sup Fig 12. Ranking of signaling pathways which underwent the greatest changes in astrocyte-specific *Ryk cKO*. (A)** Top pathways in astrocyte-specific *Ryk cKO* without spinal cord injury. **(B)** Top pathways in astrocyte-specific *Ryk cKO* 1 day post-injury. **(C)** Top pathways in astrocyte-specific *Ryk cKO* 7 days post-injury. **(D)** Top pathways in astrocyte-specific *Ryk cKO* 14 days post-injury.

**Sup Fig 13. Changes of VGEF signaling in in astrocyte-specific *Ryk cKO*.**

**Sup Fig 14. Markers for microglia subtypes.**

**Sup Fig 15. Changes of NrCAM expression in astrocyte-specific *Ryk cKO*. (A)** Immunostaining of spinal cord sections with antibodies against NrCam and GFAP in control or *Ryk cKO* 7 days after injury. **(B)** Immunostaining of spinal cord sections with antibodies against

NrCam and GFAP in control or *Ryk cKO* 14 days after injury.. Scale bar =40  $\mu\text{m}$ . Blue box labelled the areas immediately abutting the lesion core while green box was about 100  $\mu\text{m}$  away from the lesion core. Bar graphs showed quantitative analysis of the intensity of NrCam. N=3 for each group. Data are expressed as mean  $\pm$  SD. \*\*\* $P < 0.001$  vs. the indicated groups.

**Sup Fig 16. Design and validation of NrCAM antisense oligos.** (A) Sequence of control and 3 ASOs against NrCAM. (B) RT-PCR to test the efficacy of antisense oligos.

**Sup Fig 1.**

Sup Fig 2

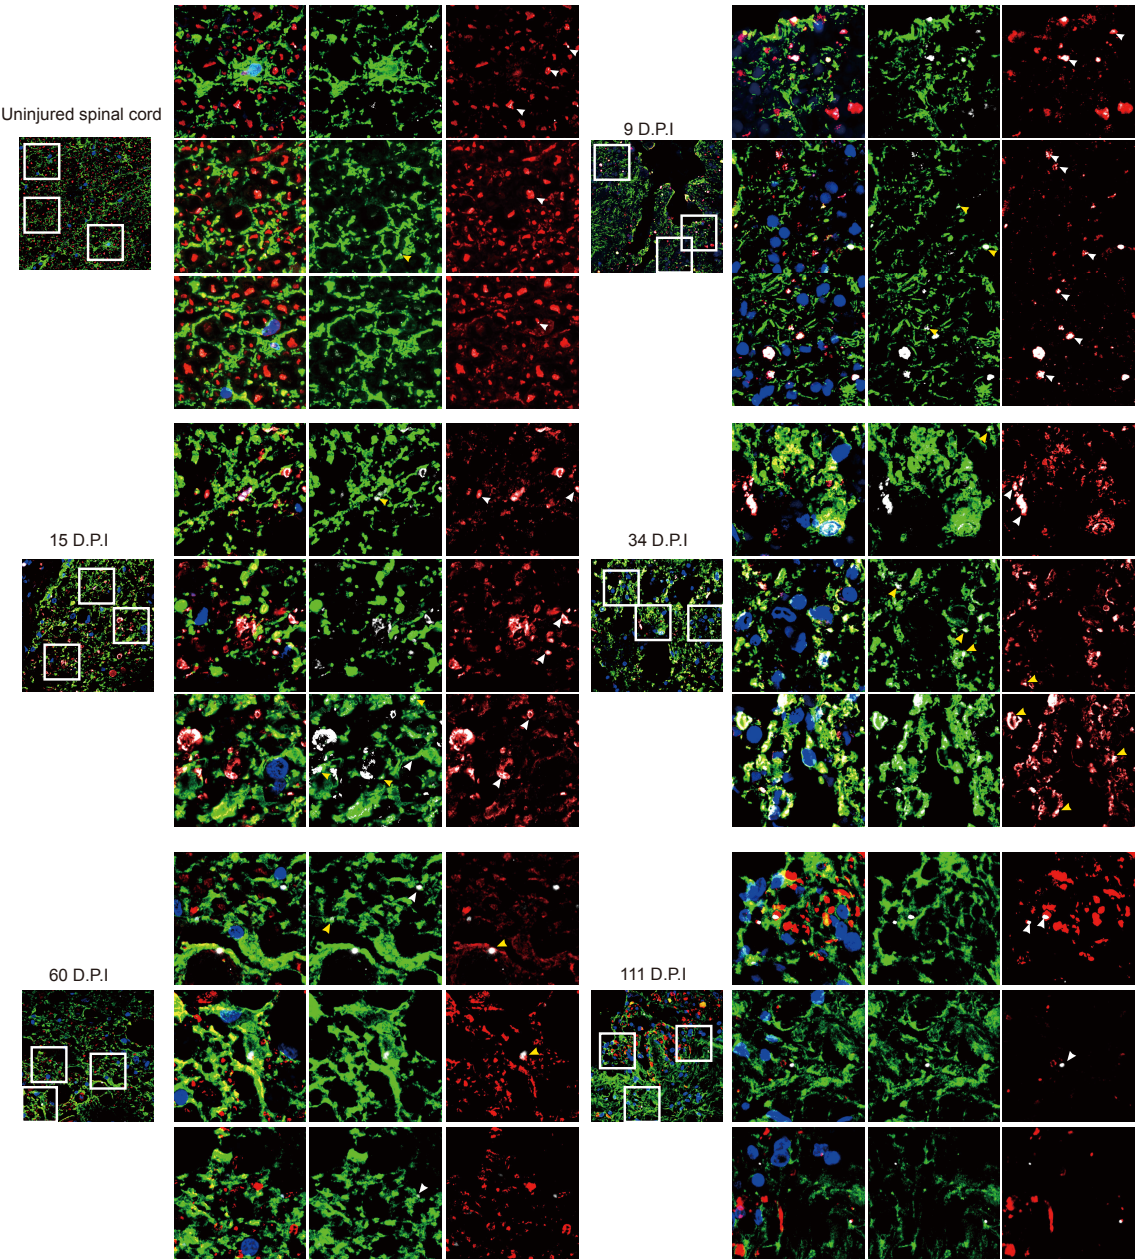

Sup Fig 3.

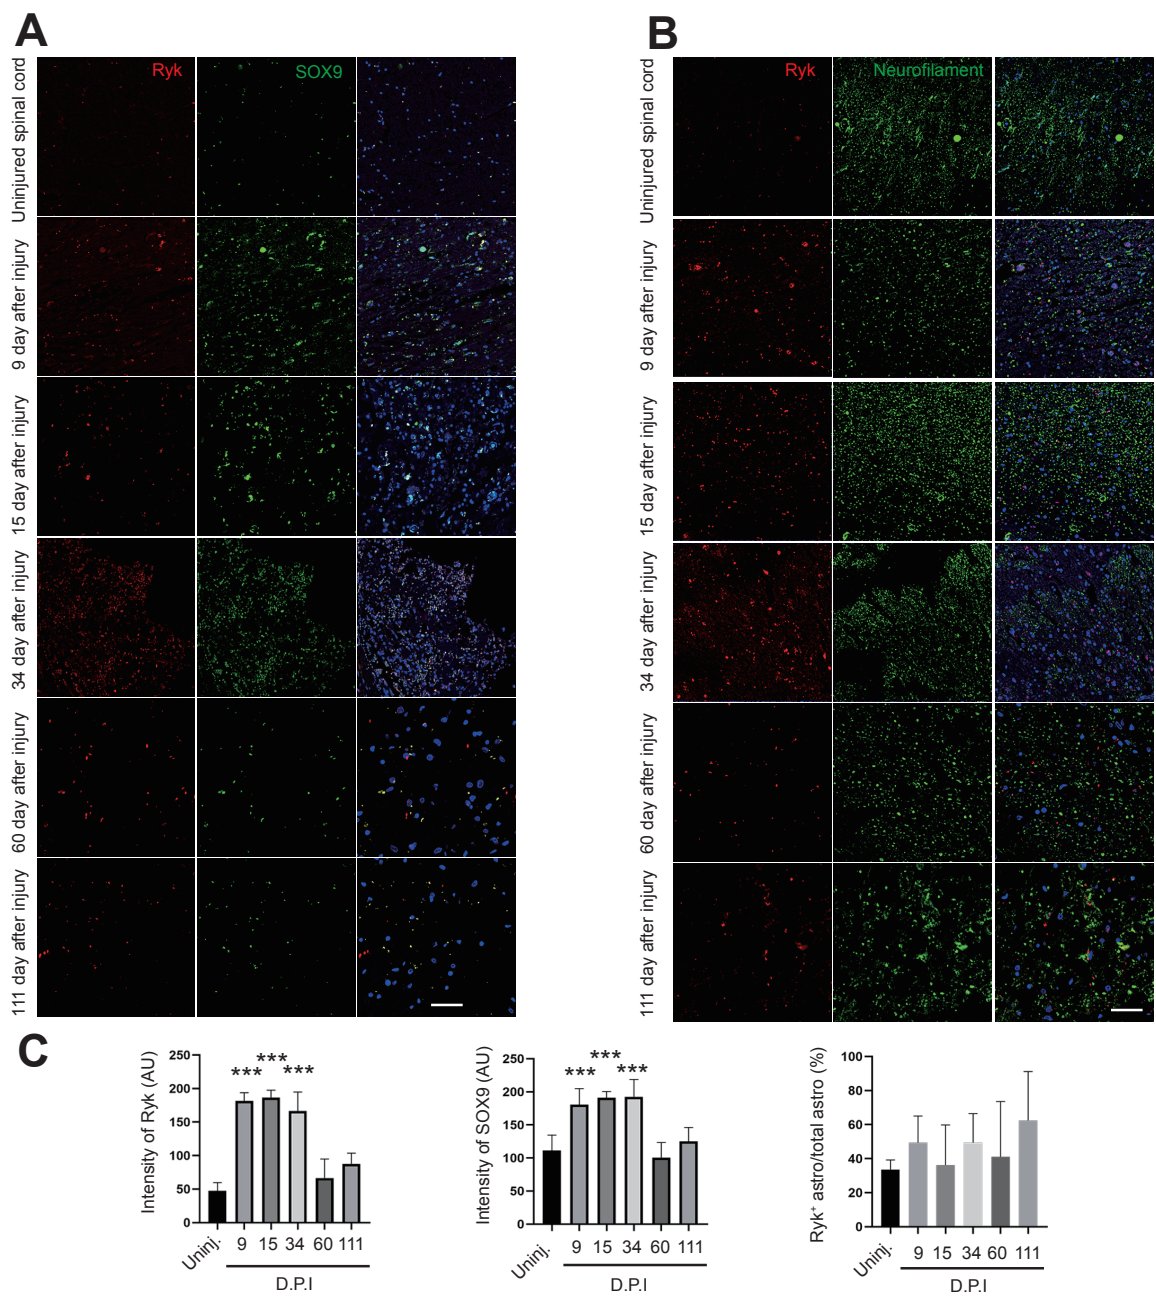

**Sup Fig 4.**

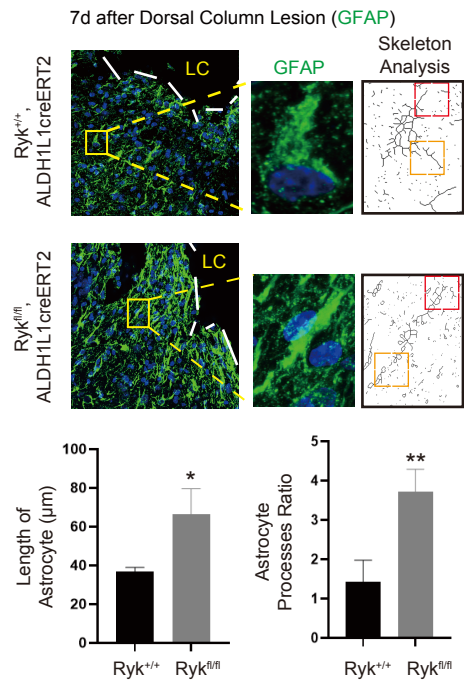

Sup Fig 5.

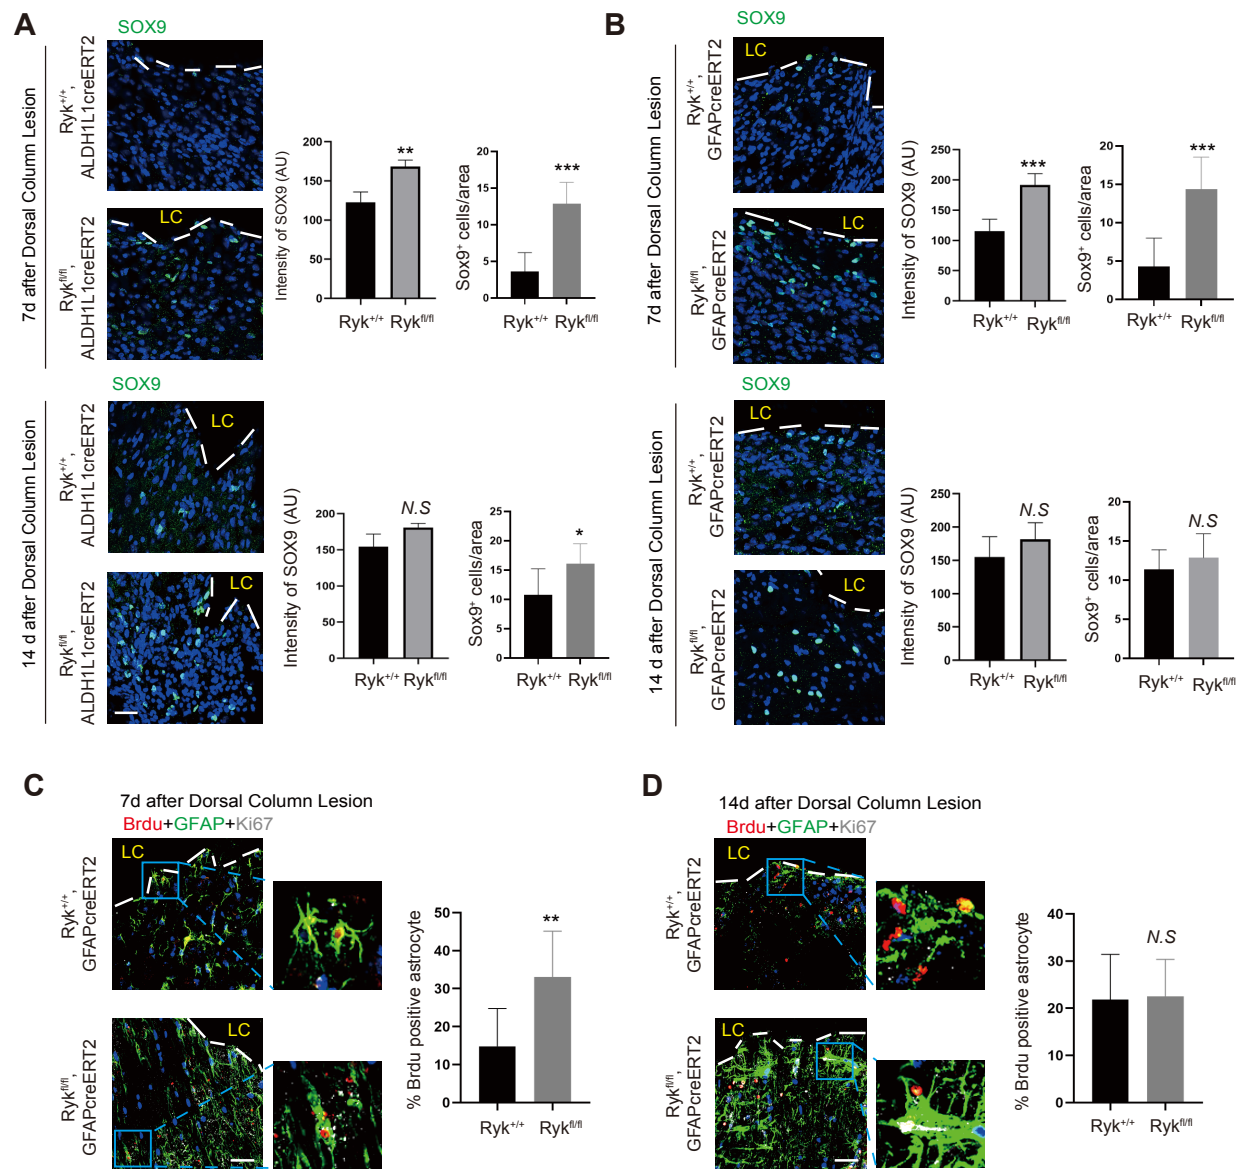

Sup Fig 6.

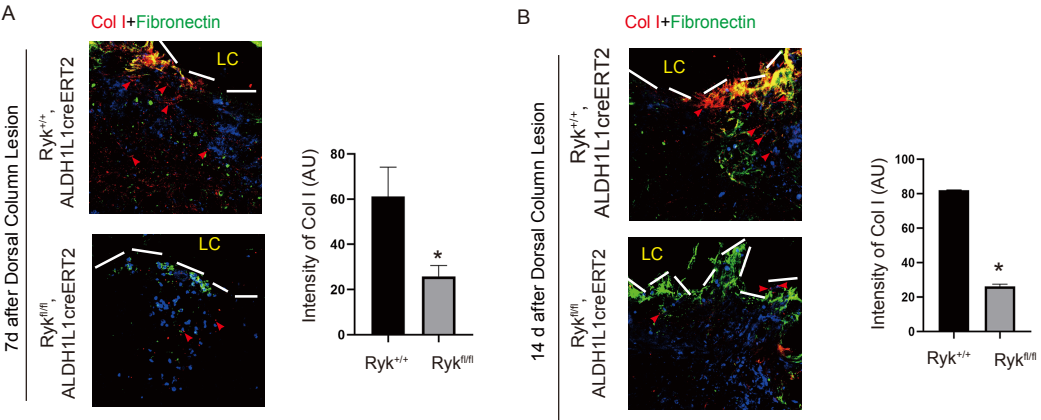

Sup Fig 7.

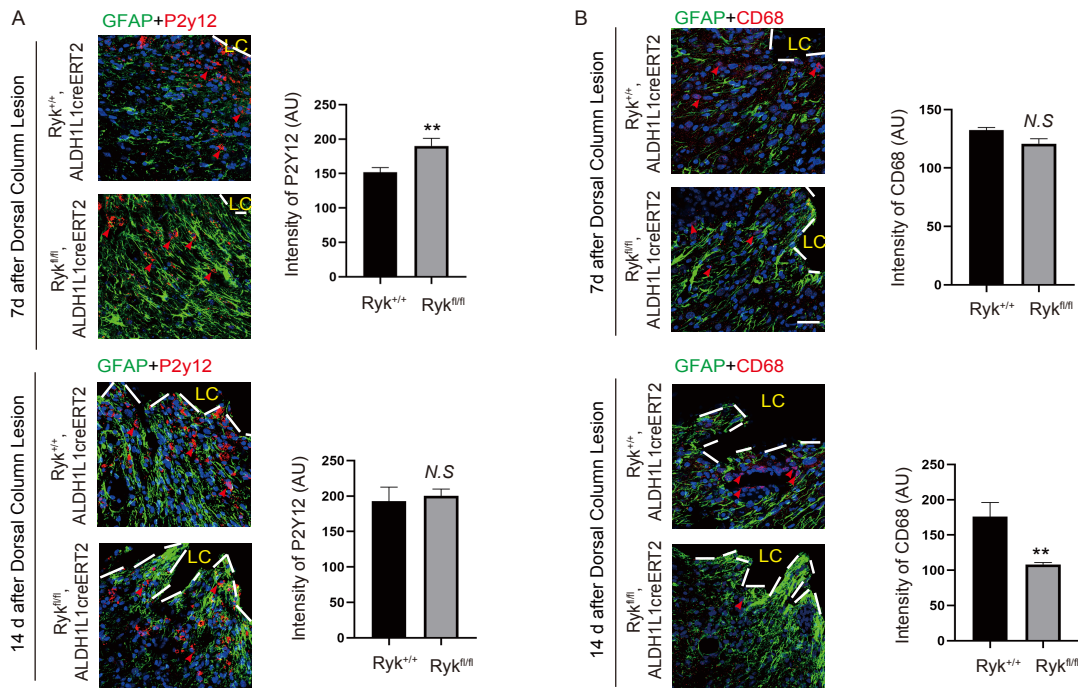

Sup Fig 8

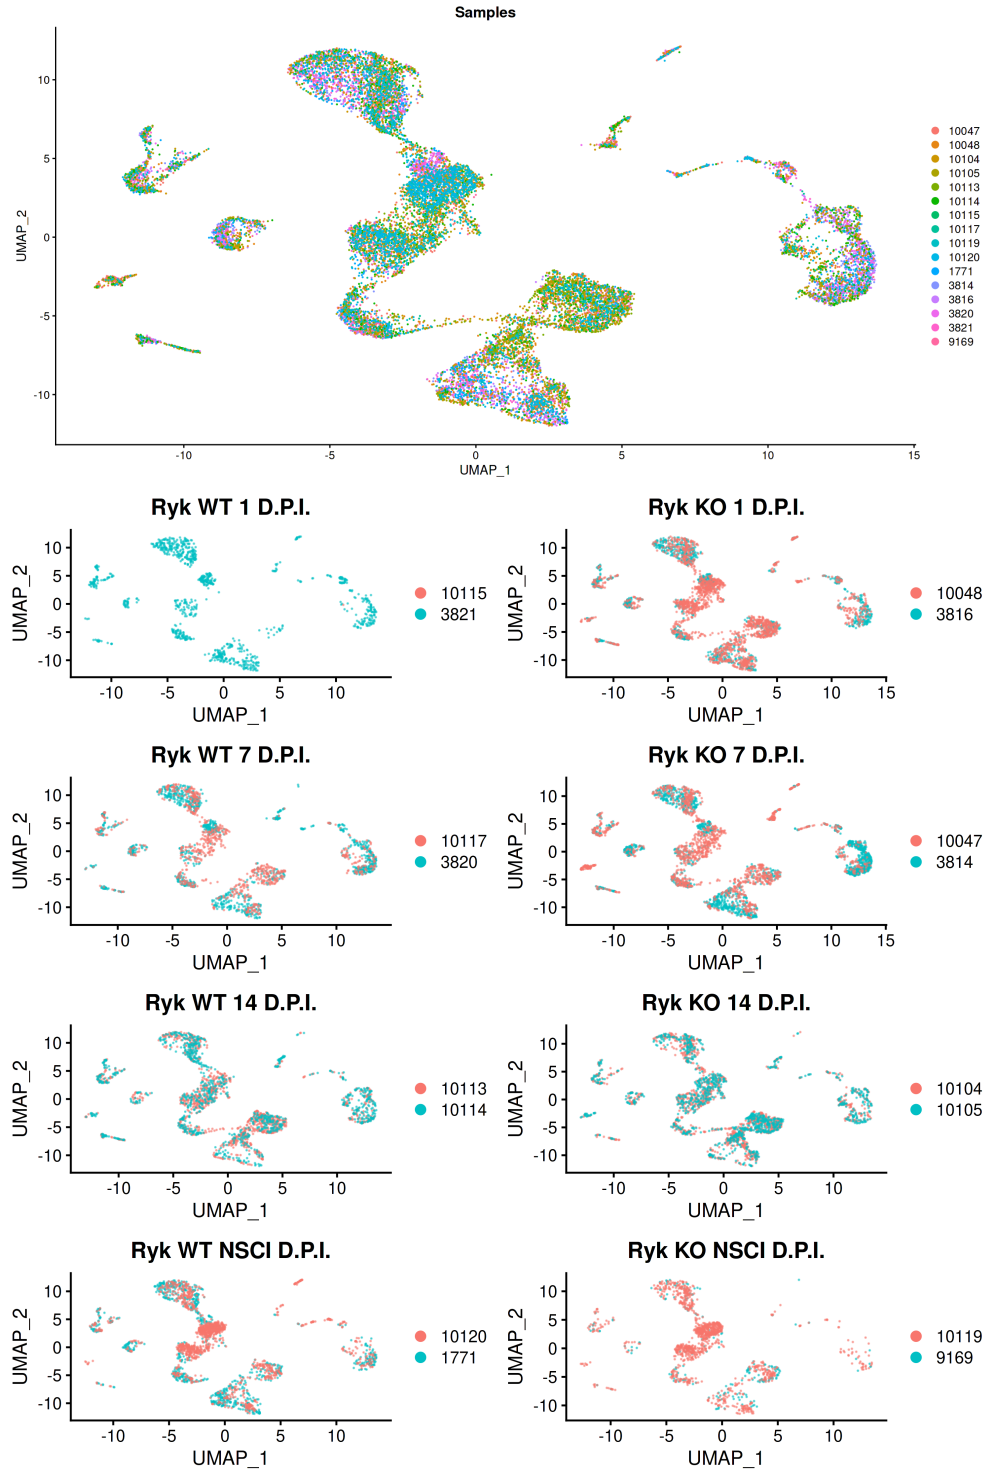

Sup Fig 9.

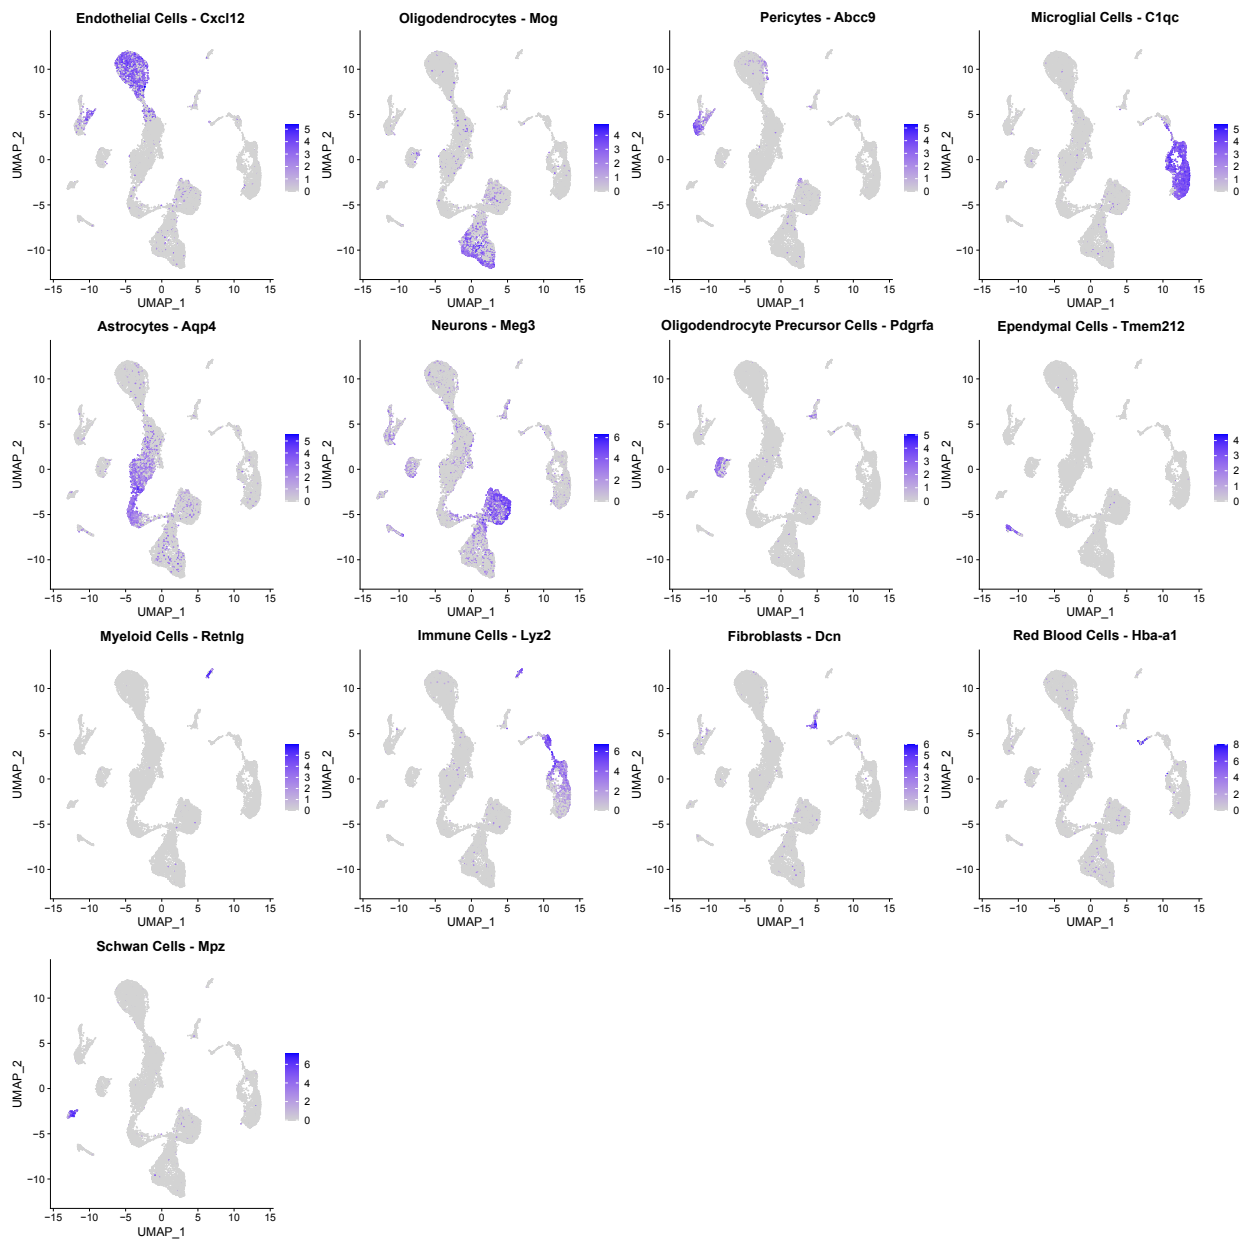

Sup Fig 10

A

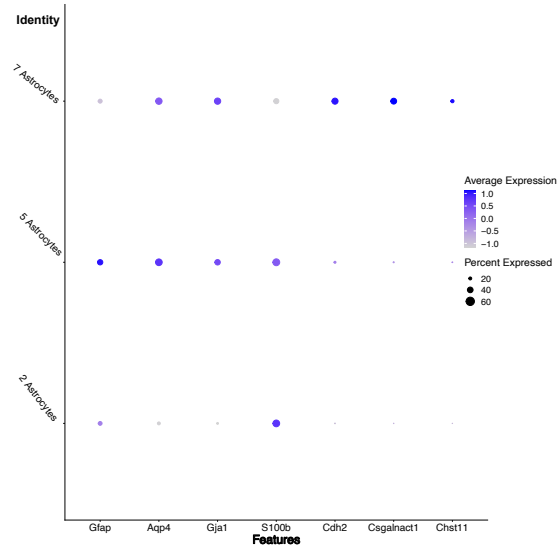

B

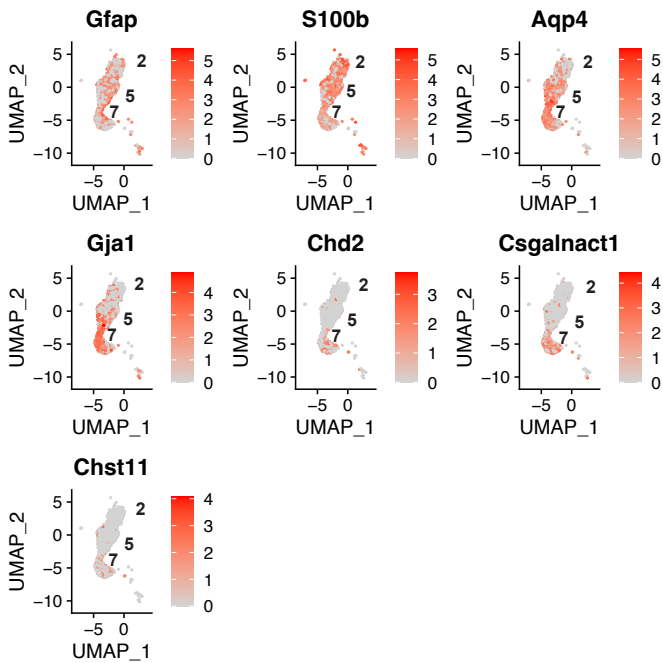

Sup. Fig. 11

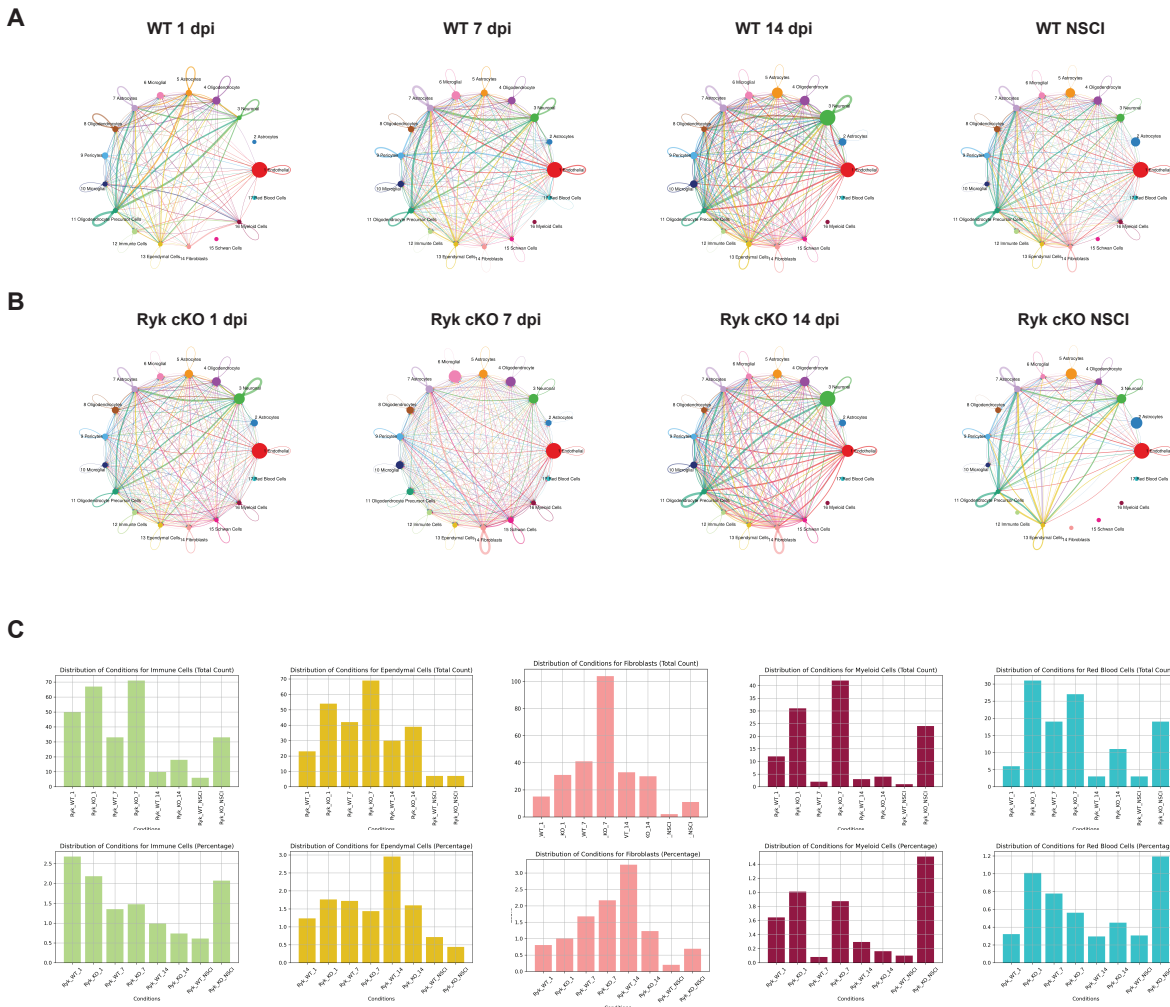

Sup. Fig. 12

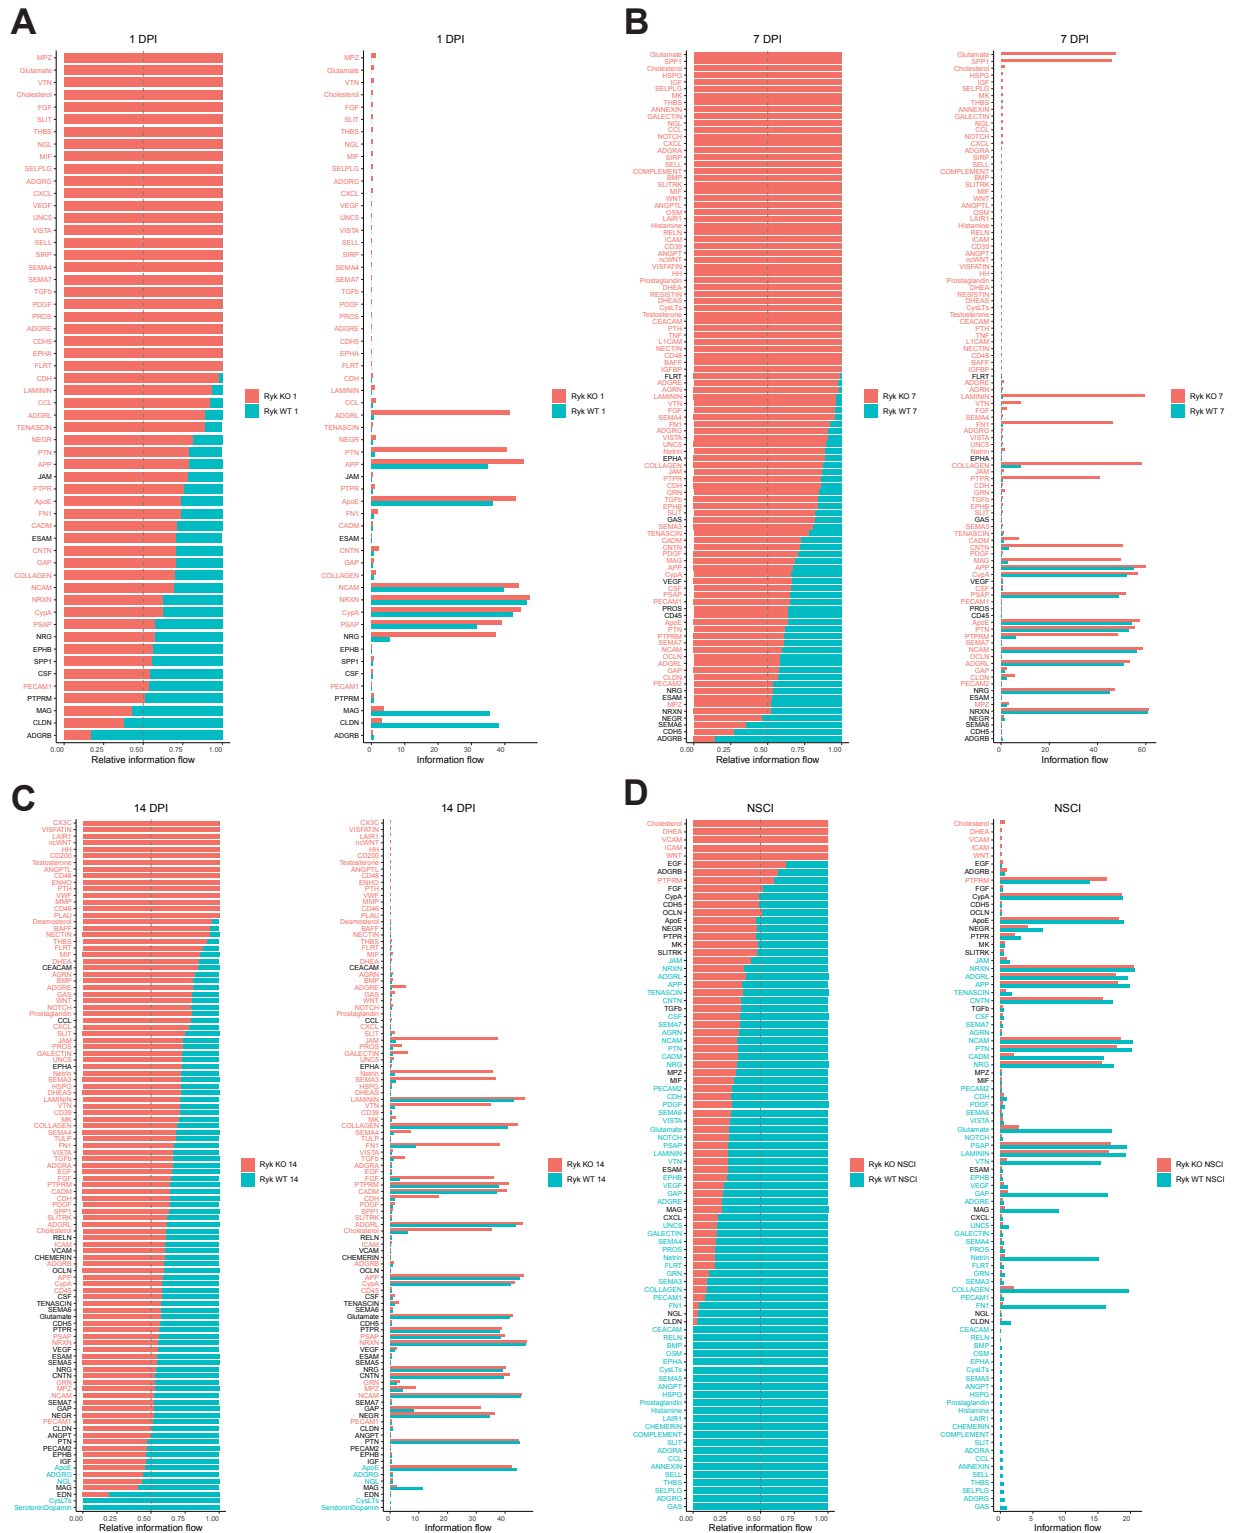

Sup. Fig. 13

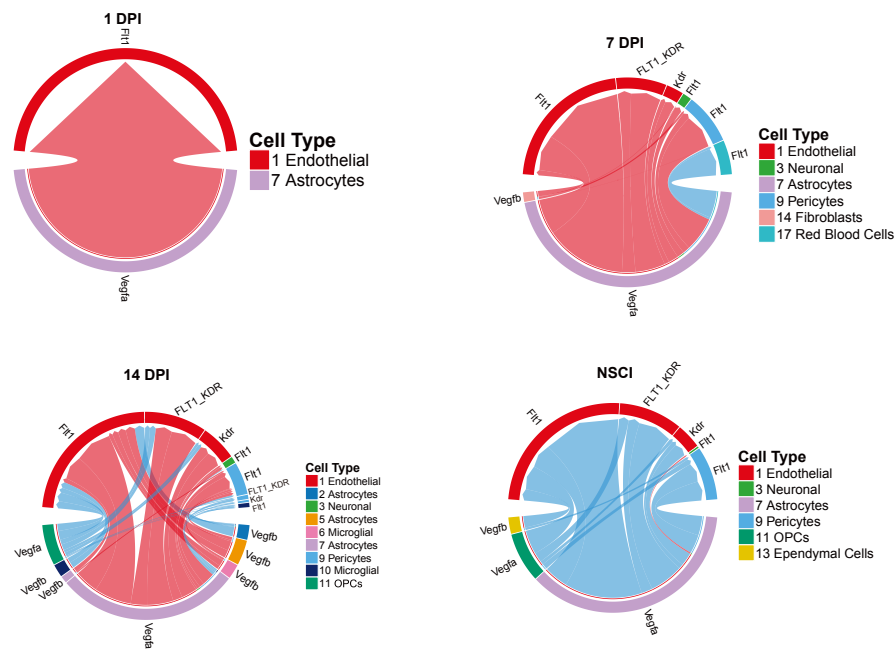

Sup Fig 14.

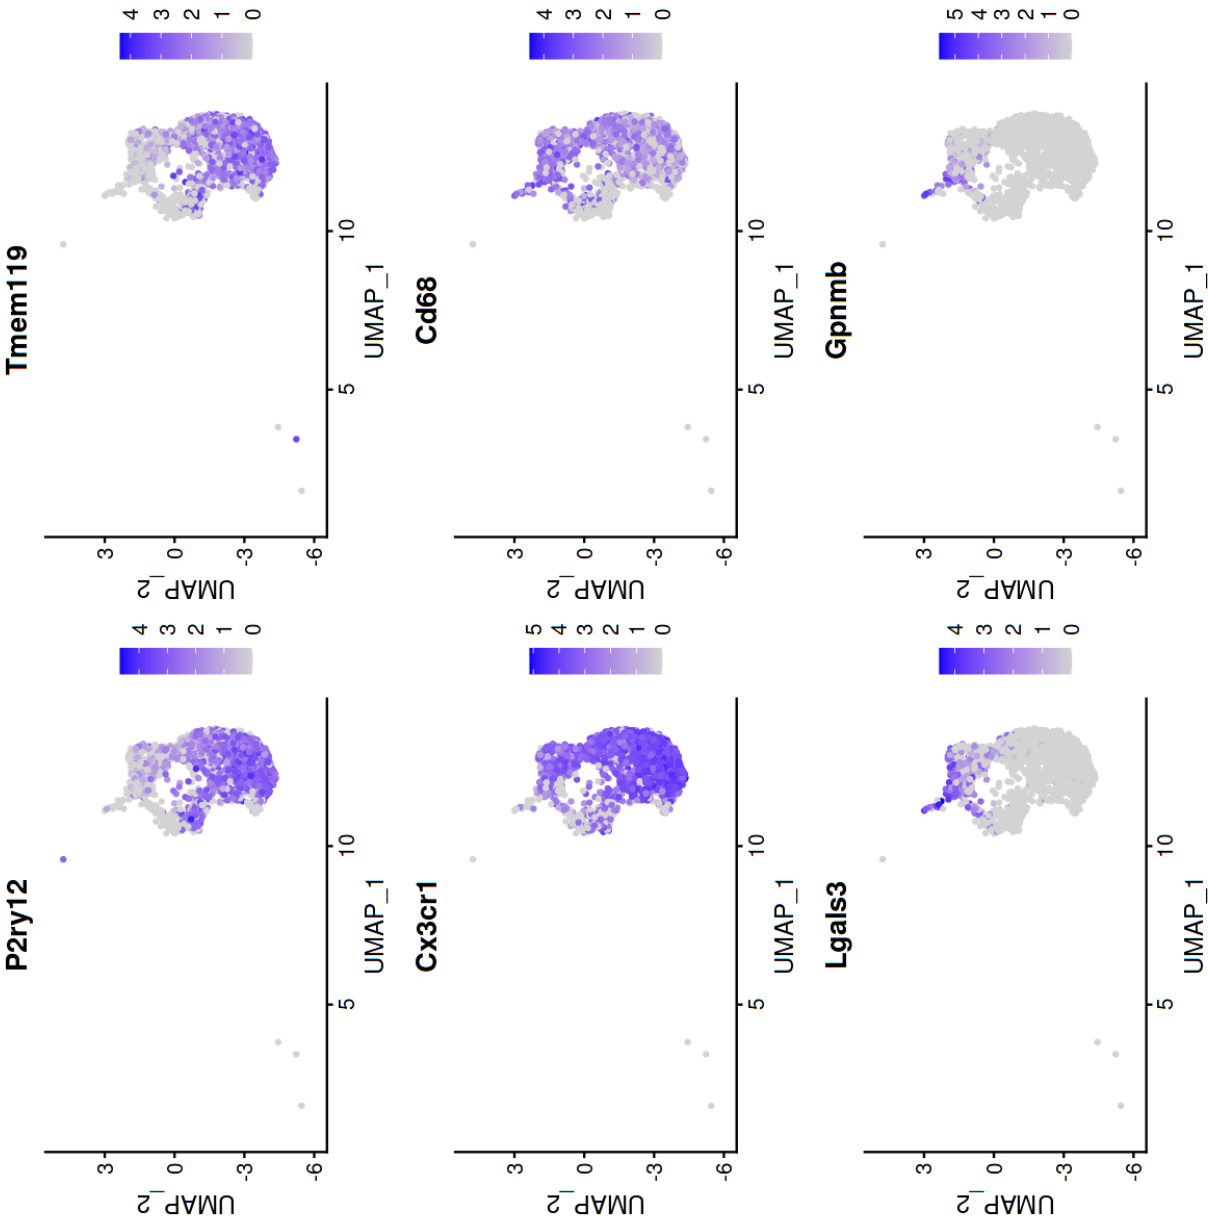

**Sup Fig 15.**

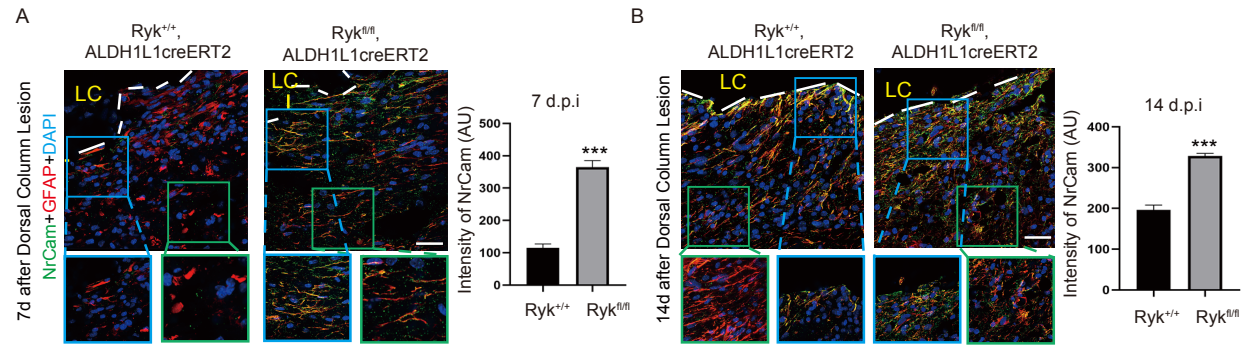

Sup Fig 16.

**A**

**NrCam antisense oligo (ASO)**

Control: G\*C\*G\*A\*C\*T\*A\*T\*A\*C\*G\*C\*G\*C\*A\*A\*T\*A\*T\*G  
NrCam-1: C\*C\*A\*C\*G\*C\*T\*G\*A\*C\*G\*C\*G\*A\*A\*C\*A\*T\*T\*T  
NrCam-2: C\*T\*G\*T\*C\*G\*T\*G\*C\*G\*T\*G\*T\*T\*C\*C\*G\*A\*A  
NrCam-3: G\*A\*C\*G\*G\*C\*T\*C\*T\*A\*A\*T\*G\*C\*G\*T\*T\*T

**B**

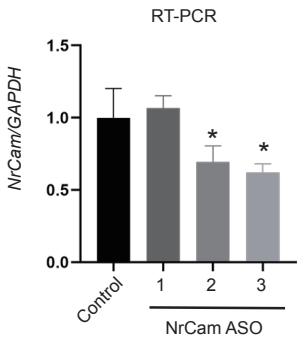

**Supplement:** Supplementary file 1 — Appendix 01

How the deposited data were processed for this re-analysis (not part of the article)

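Single-cell suspensions of spinal cord tissue from 16 mice, WT or Ryk cKO, uninjured or at 1 d, 7 d and 14 d after a dorsal column lesion, had been made into 10x Genomics Chromium 3′ libraries, 1 per mouse. The authors processed the reads with Cell Ranger on an mm10 reference, kept cells with under 25% mitochondrial UMIs and more than 200 detected genes, and joined the libraries with Seurat and Harmony. They deposited raw UMI counts for 55487 gene symbols in 18203 cells, without normalization. The deposited cell table gives, for each cell, the number of counts and of genes, the percent of mitochondrial and haemoglobin UMIs, the batch, the cluster and the condition. The counts and gene numbers of the table equal those of the matrix in all 18203 cells. Of the listed genes, 41193 had at least 1 count. Gene identifiers and positions were taken from a GENCODE annotation of mm10 by symbol, and may differ from the annotation that the authors counted on.

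Conditions followed the sample titles. The mouse with 1 cell was left out of shares, because at least 50 cells per mouse were required, which left 15 mice with 536263 to 9008729 UMIs. A mouse entered a class of cells with at least 10 cells. Clusters and their names are those of the authors. Summed over each mouse, astrocytes (Clusters 2, 5 and 7) had 32 to 581 cells and 43475 to 1517489 UMIs, and Clusters 6 and 10 had 38 to 576 cells and 72147 to 1615112 UMIs. Fibroblasts were tested in 9 mice, 4 WT and 5 cKO, with 10 to 72 cells each. Intervals for shares are exact binomial (Clopper-Pearson) at 95%, and they cover counting error only, as do floors of 3 counts for a count of 0. Medians and shares of cells with a UMI depend on depth, which differed between mice.

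Counts were summed per mouse and class and tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood fit of group means over all conditions) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were cKO against WT uninjured, at each time point, for the mean of 1 d, 7 d and 14 d, and for 14 d against the mean of 1 d and 7 d, and in WT each time point against uninjured. Standard errors beside edgeR values are the log2 fold change without its sign, divided by the square root of edgeR's F statistic. They are therefore approximate. DESeq2 1.42.0 and limma 3.58.1 were used as alternatives, and gene sets were tested with fry and camera of limma. On simulated counts with 200 genes changed by 2 on the log2 scale, edgeR called 66.5% of the changed genes in Cluster 7 and 74.2% in Clusters 6 and 10 for the mean over injury, and DESeq2 called 48.3% and 71.6%. With no gene changed, edgeR called 1 gene in astrocytes, 1 in Cluster 7 and 0 in Clusters 6 and 10. Shares of cells were compared by exact two-sided permutation of the genotype within time points, with the difference averaged over the 3 time points. Ligand and receptor scores were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 for the pairs named in the paper, with a Hill constant of 0.5 and log-normalization to 10000 counts per cell. CellChat and its database were not used here, so lists of all pathways, their ranks and the overall interaction strengths were not recomputed. In the deposited cell table the batch equals the replicate number in all 16 mice, so the numbers pair the mice of different conditions by batch. As a check, the deviations of the mice from the group means were correlated between conditions, with a median of 0.0788 in astrocytes (10 of 21 pairs of conditions above 0.1), 0.0961 in Cluster 5 (7 of 15) and 0.0183 in Cluster 7 (1 of 21). Doublets were called with Scrublet through scanpy 1.11.5, which marked 0.363% of the cells and was therefore taken not to have worked, without a test of the caller. Figures were drawn with matplotlib 3.10.9.

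The tests, the samples in each fit, the alternatives and the rule for naming genes were written before the data were examined, except for the conditions of the cell names and the clusters before cells left Cluster 2, which were chosen after seeing the data. The rule named every gene that the paper ties to these samples, and up to 5 genes with the largest rise and 5 with the largest fall for each comparison with calls, among genes whose cKO mice all lay on one side of the WT mice. The directions given in the paper had been read before the rule was written. The alternatives were another tool, other filters on low counts and on cells, at least 30 cells per mouse and class, the replicate number or the animal number series (below 10000, or 10000 and above) in the design, fits with the mice of the time point alone, averages over cells, cells thinned to 1000 UMIs, and each mouse left out in turn. UMIs that free RNA adds to cells were not removed. Pseudotime, UMAP and immunostaining were not analysed here.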

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

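All tests of explanations in these paragraphs were chosen after the result was seen.

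Kcnj3 was not discussed in the paper, and its log2 fold change in Cluster 7 between cKO and WT for the mean over injury was 6.04 (standard error 0.67, edgeR adjusted p = 6.28e-09). At 1 d the WT mouse had 0 UMIs of Kcnj3, so this mean depends on edgeR's prior count and is no bound. Its standard error was derived from the same fold change and does not measure the precision of this mean. By DESeq2 it was 4.57 with an adjusted p of 0.0562, and without cKO 1 d replicate 2 it was 5.22 with an edgeR adjusted p of 0.351. Before TMM scaling, the 4 injured cKO mice with animal numbers of 10000 and above had 670 to 1138 CPM. The 2 injured cKO mice with lower numbers had 108 to 140 CPM, the 5 injured WT mice 0 to 125 CPM and the 4 uninjured mice 10.7 to 86.9 CPM. In oligodendrocyte precursor cells the same 4 cKO mice had 408 to 1123 CPM, against 99.1 to 349 CPM in the other injured cKO mice and 110 to 334 CPM in the injured WT mice. In Cluster 4 oligodendrocytes they had 36.3 to 94.5 CPM, against at most 28.2 CPM in each of the other 11 mice. In fibroblasts Kcnj3 was also called at 14 d (edgeR adjusted p = 0.00112), with 146 UMIs in the cKO mice, 140 of them in replicate 1, and 0 UMIs in the WT mouse, at least 14.5-fold higher in cKO. RNA from neurons is argued against, because Kcnj3 in Cluster 7 of these 4 mice was at least 2.46 times its level in the neurons of the same mouse. A strain or donor variant cannot be told apart from an effect of genotype: higher values in several classes of the same mice could come from either, the median in neurons of the 4 mice was 1.36 times that of the other 11 mice, in neurons the injured WT mice ranged from 71.1 to 661 CPM, and the sample labels give the GFAPcreERT2 transgene for every mouse alike. The depth also differs between the cKO mice with high and low values. An effect of Ryk loss after injury, which the design would give, stays open, with high values in 4 of the 6 injured cKO mice.

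Cwc22, which the paper does not discuss, had a log2 fold change of −4.36 in Cluster 7 at 7 d (edgeR adjusted p = 3.52e-06). The value comes from WT 7 d replicate 2, with 1313 CPM in Cluster 7, where each of the other 14 mice had at most 78.3 CPM. This mouse lay above every other mouse in 11 of 11 clusters tested, from endothelial cells to neurons. A variant of this mouse against the reference, or another difference of this animal alone, is a candidate explanation that these 11 clusters fit, and an effect of Ryk loss in astrocytes would not reach WT mice. Cwc22 was also the gene called in pericytes at 7 d.

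Xist had a fitted log2 fold change of −10.16 in Cluster 7 at 14 d (edgeR adjusted p = 0.00387), and Tsix, which overlaps it on the other strand, was called with it. WT 14 d replicate 2 had 564 UMIs of Xist, and WT 14 d replicate 1 and both cKO mice had 0. The fitted value depends on the prior count. From pooled UMIs, with 3 counts over the cKO group as the floor, Xist was at least 222-fold lower in cKO. The sex of the mice is a candidate explanation: in 15 of 15 mice, Xist was either high (280 to 811 CPM) with 4 Y-linked genes at most at 10.5 CPM, or at most at 46.8 CPM with the Y-linked genes at 167 to 347 CPM. By this measure 5 mice would be female, 3 WT and 2 cKO. In replicate 2, WT at 7 d and 14 d would be female, and cKO at 1 d, 7 d and 14 d male. Sex and genotype therefore cannot be told apart in the injured mice without replicate 1.

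In fibroblasts, 55 genes were called between cKO and WT at 14 d, and 26 genes for an effect at 14 d that differed from that at 1 d and 7 d by a test of the difference. The WT groups at 1 d, 7 d and 14 d and the cKO group at 7 d were each 1 mouse. Krtdap (log2 fold change −6.58) and Ifi27l2a (−5.02) were among the genes lower in cKO, and Gfap (2 UMIs in the WT mouse) among those higher. For Gfap the ratio of pooled UMIs was 40.9, with a 95% counting interval of 11.2 to 339 that covers counting error only. Of the 274 UMIs of Gfap in the cKO mice, 273 were in replicate 2 and 1 in replicate 1, which at 4.83 normalized CPM lay below the WT mouse (19.2 CPM), so the call rests on 1 cKO mouse. A mixed sample in the WT mouse cannot be told apart from an effect of genotype: without cKO 14 d replicate 2, 0 genes were called over all comparisons in fibroblasts, against 82 with all mice, and the count was also 0 without cKO 14 d replicate 1, but the loss of calls without a cKO mouse does not speak to the state of the WT mouse. Without WT 14 d replicate 1 the comparisons at 14 d cannot be made. With the replicate block, 3 genes were called at 14 d and 2 for the difference. DESeq2 called 2 genes for each of the 2 comparisons. For the mean over injury, 0 genes were called in fibroblasts, so that all 18 of 18 splits of the mice had at least as many by construction and decide nothing.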

How the results depend on the processing

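The conditions of the cell names and the clusters before cells left Cluster 2 were chosen after seeing the data, and the cause of a change was not tested unless a value below shows it. In the statements on markers, 62 of 64 alternative values kept the direction and the size. The share of cells with a UMI reversed Cd68 between Clusters 10 and 6 (a mean of −11.5 percentage points), against the direction of the CPM, and Gfap between Clusters 5 and 2 moved to 2.22 with the clusters before reassignment.

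For shares of cells, 60 of 76 alternative values kept the direction, and no comparison passed 0.05 with all mice. The cKO minus WT difference of Cluster 2 (5.72 points) reversed to −1.25 with animal numbers of 10000 and above, −0.987 with numbers below 10000 and −0.907 with the stricter cell filter. That of Cluster 5 (−0.382) reversed to 1.63 with numbers of 10000 and above, 7.36 with the stricter filter, 1.22 with pooled cells, 0.0795 with the clusters before reassignment and 3.51 with the conditions of the cell names. Cluster 7 (−5.34) reversed to 4.34 with numbers below 10000, and Cluster 10 (7.09) to −0.599. The rare cells (−0.363) reversed to 3.39 with numbers of 10000 and above, 0.350 without neurons and oligodendrocytes in the denominator and 0.00584 on the log2 scale, and their rise in injured WT (2.17) to −1.68 with numbers of 10000 and above. With replicate 1 or 2 left out, the differences ranged from −4.22 to 2.78 for Cluster 2, −1.39 to 0.385 for Cluster 5, −1.39 to 3.84 for Cluster 7, 1.43 to 4.05 for Cluster 10, −2.92 to 4.35 for rare cells, −3.24 to 6.52 for their rise in WT and 2.65 to 4.74 for that in cKO. The reversed values are those without replicate 1. Between genotypes, values without replicate 1 or with numbers of 10000 and above cover 7 d and 14 d alone, and those with numbers below 10000 cover 1 d and 7 d. The number of cells moved to 10167 with the stricter filter.

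For the number of genes called by genotype over 6 comparisons, astrocytes had 0, Cluster 5 0, Cluster 7 8, Clusters 6 and 10 0, endothelial cells 0, fibroblasts 82 and pericytes 2, and for injury in WT, astrocytes had 3 and Clusters 6 and 10 had 35. With DESeq2 the counts were 1 in astrocytes, 1 in Cluster 5, 0 in Cluster 7, 2 in Clusters 6 and 10, 4 in fibroblasts and 0 in pericytes, and for injury 1 and 77. With limma they were 3, 2, 19 and 38, 1 in endothelial cells, 0 in fibroblasts and 1 in pericytes, and 7 for injury in astrocytes. With no filter on low counts they were 27, 1, 34, 60, 154, 22 and 26, and 58 and 302 for injury. With at least 10 counts in every sample of 2 groups, Cluster 7 had 3, fibroblasts 180, pericytes 0 and WT astrocytes 0. With at least 30 cells per mouse, Cluster 7 had 17. With the animal number series in the design, astrocytes had 14, Cluster 5 10, Cluster 7 32, endothelial cells 1 and fibroblasts 2, and 53 and 91 genes were called for injury. With the mice of the time point alone, astrocytes had 3, Cluster 5 1, Cluster 7 14, Clusters 6 and 10 4, endothelial cells 1, fibroblasts 413, pericytes 0 and WT astrocytes 0. The stricter filter gave 18 in astrocytes, 3 in Cluster 7, 0 in fibroblasts, 1 in pericytes and 12 in WT astrocytes. The clusters before reassignment gave 0 in WT astrocytes. The conditions of the cell names gave 1 in astrocytes, 155 in Cluster 7, 2 in Clusters 6 and 10, 37 in fibroblasts and 8 in pericytes, and 0 and 0 for injury.

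The replicate number as a replicate block gave 2 genes in astrocytes, 1 in Cluster 5, 27 in Cluster 7, 5 in fibroblasts and 57 for injury in Clusters 6 and 10, 4, 6 and 19 for injury in Cluster 7 (against 0, 4 and 8), a Cluster 7 share difference of 2.38 points, a log2 fold change of 0.11 for Trem2 at 1 d and a mean Apoe score difference of −6.81. It changed no other call given here.

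With each mouse left out in turn, the counts ranged from 0 to 5 in astrocytes (1 without cKO 7 d replicate 1 or cKO 1 d replicate 1, 2 without either WT uninjured mouse, 5 without cKO uninjured replicate 2), 0 to 1 in Cluster 5 (either WT uninjured mouse), 0 to 5 in Clusters 6 and 10 (1 without WT 7 d replicate 1, 5 without WT 14 d replicate 1) and 0 to 1 in endothelial cells (WT 7 d replicate 1). In Cluster 7 they ranged from 3 to 56: 3 without WT 1 d replicate 1 or cKO 7 d replicate 2, 4 without WT 7 d replicate 2, 13 without cKO 14 d replicate 2, 17 and 23 without cKO uninjured replicates 1 and 2, 19 and 56 without WT uninjured replicates 1 and 2, and 34 and 31 without WT 14 d replicates 1 and 2. In fibroblasts they ranged from 0 to 29: 0 without any of the 3 mice at 14 d, 2 without cKO 1 d replicate 2, 6 without cKO 7 d replicate 2, 8 without cKO 1 d replicate 1, 23 without WT 1 d replicate 1, 26 without WT 7 d replicate 1 and 29 without WT uninjured replicate 2. In pericytes they ranged from 0 to 4: 0 without either cKO 7 d mouse or WT 7 d replicate 2, 1 without WT 1 d replicate 1, WT uninjured replicate 1, WT 14 d replicate 1 or either cKO 14 d mouse, and 4 without WT 14 d replicate 2. For injury in WT astrocytes they ranged from 0 to 5: 0 without WT 1 d replicate 1, WT 14 d replicate 2, or any cKO mouse of 7 d or 14 d, 1 without cKO 1 d replicate 2 or WT 14 d replicate 1, and 5 without WT uninjured replicate 1. For injury in Clusters 6 and 10 they ranged from 0 to 70: 0 and 12 without WT uninjured replicates 1 and 2, 17 without WT 7 d replicate 1, 54 without WT 14 d replicate 1, and 70 and 64 without cKO 7 d replicates 1 and 2.

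Among 26 results for single genes, 2 passed the threshold (Kcnj3 in Cluster 7), 24 passed it under no setting, and 611 of 651 alternative values kept direction and side. Kcnj3 lost its call with DESeq2 (4.57, adjusted p 0.0562, for the mean and 3.18, adjusted p 1.0, at 14 d), with the cell names at 14 d (2.05, adjusted p 0.0909) and without cKO 1 d replicate 2 for the mean (5.22, adjusted p 0.351). Its ranges with each mouse left out were 5.04 to 6.27 and 3.00 to 3.49. Directions of other genes, none of them past the threshold, reversed as follows. Cd68 at 7 d became −0.016 with DESeq2, −0.021 with at least 10 counts, −0.0095 with the time point alone and −0.24 with the cell names. Trem2 at 1 d became 0.092 with the animal number series, 0.36 with limma and 0.50 with the stricter filter, and at 7 d −0.067 with the cell names. Ryk in uninjured mice became 0.033 with DESeq2, 0.046 with the stricter filter and 0.069 without Cluster 2. The cell names reversed Apoe at 1 d (−1.64) and P2ry12 at 7 d (−0.32). Nrcam in Cluster 7 became 0.22 in uninjured mice with limma and −0.027 at 7 d with the stricter filter, which also gave 1.22 for Gpr37l1 at 7 d and 0.26 for Tyrobp at 7 d. Tyrobp at 7 d became 0.018 with no filter on low counts, and Psap at 7 d −0.022 with the time point alone. With each mouse left out, the ranges that crossed 0 were −0.86 to 0.35 for Ryk uninjured, −0.025 to 0.66 for Nrcam at 7 d (without WT 7 d replicate 1), −0.44 to 0.60 for Psap at 7 d (without cKO 7 d replicate 2), −0.39 to 0.22 for Gpr37l1 at 7 d (without WT 7 d replicate 1), −1.17 to 1.26 for Apoe at 7 d (without cKO 7 d replicate 1), −0.53 to 0.71 and −0.99 to 0.036 for Trem2 at 7 d and 14 d, −0.045 to 0.50, −0.69 to 0.44 and −1.56 to 0.085 for Tyrobp at 1 d, 7 d and 14 d, and −0.89 to 0.95 and −0.99 to 0.11 for Cd68 at 7 d and 14 d. Ranges on 1 side of 0 that came to under 50% of the value with all mice were −0.81 to −0.086 for Ryk over injury, −0.28 to −0.029 for Nrcam in Cluster 7 uninjured, 0.037 to 0.13 for Nrcam in astrocytes, 0.069 to 0.65 for Cntn1, 0.0058 to 0.38 for Vegfa, 0.091 to 0.78 for Wnt7b, 0.088 to 0.69 and −1.52 to −0.24 for Apoe at 1 d and 14 d, −0.20 to −0.039 for Trem2 at 1 d, and 0.088 to 0.68 and 0.044 to 0.51 for P2ry12 at 7 d and 14 d.

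Of 21 statements on scores, 17 had the stated direction, against 19 of 21 with cells downsampled to equal numbers, 18 of 21 with the mean of mice, 16 of 18 with the stricter filter, 16 of 21 with the cell names and 8 of 14 after thinning to 1000 UMIs. Of those 8, 5 had the same score in both genotypes and count only because no increase was asked for, so 3 showed a direction. With replicates left out, 10 (of 11, without replicate 1) to 12 (of 17, without replicate 2) had it. Wnt from Cluster 7 at 14 d reversed to pericytes and precursor cells with the arithmetic mean (4.77 and 5.09) and with the cell names (3.59 and 2.74), and to precursor cells with the mean of mice (0.0420). The cell names also gave −52.6 for Apoe at 1 d and, as means over mice, 0.452 for Wnt to pericytes and −33.2 for Apoe. With a replicate left out, the ranges were 5.30 to 42.6 for Cntn1 and Nrcam at 7 d, −10.6 to 16.0 for Psap at 7 d, −2.51 to 2.60 for Wnt and −6.59 to 19.8 for Fgf1 to precursor cells at 14 d, −10.3 to 21.3 for Fgf1 to oligodendrocytes at 14 d and −42.6 to 128 for Apoe at 7 d. Without replicate 2, the Apoe difference at 1 d went from 12.7 to 1.47, and that of VEGF to pericytes over injury from 13.3 to 2.39. With a replicate left out, the Apoe difference at 14 d ranged from −101 to −28.8 and that of Wnt to pericytes from −4.31 to −0.492. Without replicate 1, the Cntn1 and Nrcam difference in uninjured mice went from −6.15 to −0.544. Thinning left out 36.6% of the cells of Cluster 5 and 30.6% of Cluster 7. Without the doublet calls, which marked 66 cells, directions and calls were the same for shares of cells and for tests of expression. Scores and markers were not run without them. For the edgeR tests, leaving out a replicate number for the mean over injury was not run, since the model could not be fitted. Depth also limits the 1 d comparisons, where WT is 1 mouse with a median of 414 UMIs per cell. WT 7 d replicate 1 had the same median.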

Differences from the paper's values

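The tests of agreement with the cell names were chosen after the values were seen. The paper's values are numbers of cells read from the bars of Fig. S11C. Of 40 bars, 16 differ by more than 1.5 times from the number of cells counted by sample title. In WT uninjured the counts were 39 immune cells, where the paper's bar is at about 6 in Fig. S11C, read by eye, 12 ependymal cells (the paper about 7 in Fig. S11C, read by eye), 12 fibroblasts (the paper about 2 in Fig. S11C, read by eye), 24 myeloid cells (the paper about 1 in Fig. S11C, read by eye) and 20 red blood cells (the paper about 3 in Fig. S11C, read by eye). In cKO uninjured they were 7 immune cells (the paper about 33 in Fig. S11C, read by eye), 14 ependymal cells (the paper about 7 in Fig. S11C, read by eye), 7 fibroblasts (the paper about 11 in Fig. S11C, read by eye), 1 myeloid cell (the paper about 24 in Fig. S11C, read by eye) and 7 red blood cells (the paper about 19 in Fig. S11C, read by eye). In WT at 1 d, 15 ependymal cells were counted (the paper about 23 in Fig. S11C, read by eye). In WT at 14 d the counts were 18 immune cells (the paper about 10 in Fig. S11C, read by eye), 62 ependymal cells (the paper about 30 in Fig. S11C, read by eye), 5 myeloid cells (the paper about 3 in Fig. S11C, read by eye) and 8 red blood cells (the paper about 3 in Fig. S11C, read by eye). In cKO at 14 d, 47 fibroblasts were counted (the paper about 30 in Fig. S11C, read by eye). Of the alternatives set before the data were examined, leaving out the doublet calls brought 0 of the 16 within 1.5 times, and the stricter cell filter brought 2 of the 16 within 1.5 times while 30 of the 40 differed. With the conditions of the cell names, an alternative that was chosen after seeing the values, 0 of 40 differ by more than 1.5 times and 39 of 40 equal the bar. The other was 104 fibroblasts in cKO at 7 d (the paper about 100 in Fig. S11C, read by eye). Fig. S8 of the paper gives the animals the conditions of the sample titles, so the figures of the paper differ in this and do not settle which conditions are right.

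The paper states that the conditions have similar numbers of cells in all clusters, whereas the number of cells per condition differed by a ratio of 3.22, and Cluster 2 held from 4 to 280 cells per condition. It states that non-neuronal cells are in general very few in uninjured samples, at under 1% of the cells per condition. This was read here as a value per class. By sample title, 3 of 5 classes were under 1% in WT uninjured and 5 of 5 in cKO uninjured. By the cell names, chosen after seeing the data, it was 5 of 5 in WT and 2 of 5 in cKO. It states that these cells rose more in cKO after injury, and the mean difference of their share, cKO minus WT, was −0.363 percentage points over injury, while their rise from uninjured was 3.70 points in cKO and 2.17 in WT. With the conditions of the cell names, the rise was 1.42 points in cKO and 4.02 in WT. The mean difference was above 0 with animal numbers of 10000 and above (3.39), without neurons and oligodendrocytes (0.350), on the log2 scale (0.00584) and without replicate 1 (4.35). The paper gives significant increases of the Cluster 5 to Cluster 2 and 7 and the Cluster 6 to Cluster 10 trajectories from pseudotime. For microglia it ties this to a higher relative proportion of Cluster 10 cells. The shares here took mice as replicates. Cluster 10 was 7.09 points higher in cKO, in the direction of the paper, Cluster 2 was 5.72 points higher and Cluster 7 was −5.34 points, in the other direction. The Cluster 10 difference was −0.599 points with animal numbers below 10000 and 1.43 without replicate 1, and that of Cluster 2 was −1.25 with numbers of 10000 and above, −0.987 with numbers below 10000 and −4.22 without replicate 1. The Cluster 7 difference was 4.34 points with animal numbers below 10000, 3.84 without replicate 1 and 2.38 with the replicate block. Of 21 directions of scores that the paper states, 17 were found. The 17 include Wnt from Cluster 7 and from fibroblasts to fibroblasts at 7 d, where genotype and batch cannot be told apart. Of the 4 others, those at 7 d were Wnt from Cluster 7 and from fibroblasts to endothelial cells, with a score of 0 in both genotypes. Those at 14 d were Fgf1 from Cluster 7 to precursor cells and to oligodendrocytes, with differences of 10.1 and 0.398. There the paper states a decrease of FGF signaling between astrocytes and these cells. Other FGF ligands, Clusters 2 and 5 and the reverse direction were not scored. Without replicate 1, the Fgf1 differences were −6.59 and −10.3. The Wnt scores at 7 d were higher in cKO with the arithmetic mean (by 5.72 from Cluster 7 and 24.8 from fibroblasts), the stricter filter (1.05 and 17.0), cells downsampled to equal numbers (0.153 and 0.685), the mean of mice (0.281 and 22.4) and, chosen after seeing the data, the cell names (2.18 and 3.90), and without replicate 1 the score from Cluster 7 differed by 0.561.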

Other observations

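All tests of explanations in these paragraphs were chosen after the result was seen, and the RNA values of immunostained proteins are given without explanation.

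More genes passed the floor of the score in cKO than in WT at 7 d, with a median ratio of 1.75 over 16 clusters. After each cell was thinned to 1000 UMIs, the ratio was 0.976 over 12 clusters. A difference in depth between the groups is therefore a candidate explanation for the ratio at 7 d. At equal depth, cKO had higher numbers in 2 of 12 clusters, so a rise in cKO was not seen. Thinning left 1593 of 3307 cKO cells and 717 of 2043 WT cells, so the cells compared changed along with the depth. With the conditions of the cell names the ratio at 7 d went from 4.26 to 1.11. At 1 d the ratio was 2.41 before thinning and 0.599 after it. There, depth and genotype cannot be told apart, because 81 WT cells and 3 clusters were left.

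Cdh2, Csgalnact1 and Chst11 were higher in Cluster 7 than in Cluster 5, as were long genes in general. The lowest percentile of the 3 genes among 200 genes of the nearest span was 58, and Nrcam lay at percentile 42. A gene length bias between the clusters, such as more nuclear RNA in Cluster 7, is a candidate explanation for Cdh2 and Chst11, and less so for Csgalnact1, at percentile 87.5. A border-forming state of Cluster 7 stays open.

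Cluster 2 was led by mitochondrial and neurofilament transcripts. Malat1 was lowest in Cluster 2 in 11 of 11 mice, with means of 5439 ± 6168 CPM in Cluster 2, 8752 ± 10732 CPM in Cluster 5 and 30130 ± 9211 CPM in Cluster 7 (SD, n = 11). Damaged cells or cell fragments with little nuclear RNA are a candidate explanation for Cluster 2. Whole neurons among its cells are argued against, because nuclear neuron transcripts were at a median of 9.87% of their level in the neuron cluster, while axonal transcripts reached 157% to 473%. The axonal transcripts were above their level in neurons in Cluster 5 too, though lower than in Cluster 2. For Nefl, Kif5a and Snap25 they were at 1015, 1215 and 621 CPM, against 1137, 1655 and 780 CPM in Cluster 2. Nefl is also among the leading genes of Cluster 5, so axonal transcripts are not particular to Cluster 2. A subtype of astrocytes, as the paper proposes, stays open.

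Cell names give another condition than the titles for 6 mice, and 3 of these cases were tested with genes of Clusters 6 and 10 that separate the other mice. For cKO uninjured replicate 2, named WT 7 d, a score of 25 injury genes from 0 (uninjured) to 1 (injured) was 0.486, below the range of 8 injured mice (0.722 to 1.07), which argues against an injured mouse. WT uninjured replicate 2 scored 0.299. The uninjured end of this score is 1 mouse, so the spread of uninjured mice is unknown, and the score does not place either mouse among them. For WT 7 d replicate 2, named WT 1 d, a score from 0 (7 d) to 1 (1 d) was 0.0829, below the 0.515 to 0.723 of the 1 d mice, which argues against a mouse of 1 d. It was also below the 0.1502 to 0.308 of the 7 d mice, so the score does not place it among them either. For cKO 14 d replicate 2, named cKO 7 d, a score from 0 (7 d) to 1 (14 d) was 0.650, and 7 d mice (0.0538 to 0.833) overlap 14 d mice (0.265 to 0.510), so that the time points cannot be told apart. The common dispersion of edgeR was 0.155 in astrocytes with the titles and 0.112 with the cell names, and 54 and 7 of 60 arrangements of the disputed mice were as low. In Clusters 6 and 10 it was 0.0775 and 0.0650, with 19 and 10 of 60 as low, and in endothelial cells 0.0852 and 0.0691, with 38 and 9 of 60. Of the other 3 mice, 1 has a single cell, and the other 2 differ in genotype alone, which was not tested.

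Calls for the mean over injury were compared with other splits of the injured mice within time points. In astrocytes, Cluster 5, Clusters 6 and 10, endothelial cells and pericytes, 0 genes were called, so that 40 of 40 splits had at least as many by construction and decide nothing. In Cluster 7, with 1 call, 14 of 40 splits gave at least 1 call. Of 108 possible splits, 32 part all 5 pairs of mice with the same time point and replicate number, as the real one does, and 10 of the 32 gave at least 1 call. The others put both mice of a pair in 1 group. The split that follows the batch, replicate 1 against replicate 2, gave 17 calls, and the genotypes gave 5 with the replicate block. Chance cannot be excluded for the call in Cluster 7. The calls in Cluster 7 at 7 d and 14 d were not tested in this way.

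The paper reports immunostaining of P2Y12 and CD68 in cKO mice, for which RNA values in Clusters 6 and 10 are given here. P2ry12 was at 1205 ± 393 normalized CPM in cKO and 878.5 ± 168 CPM in WT at 7 d (SD, n = 2 each; log2 fold change 0.41, standard error 0.39, edgeR adjusted p = 1.0), and at 852 ± 9.6 and 699 ± 175 CPM at 14 d. Cd68 was at 591 ± 383 and 568 ± 359 CPM at 7 d, and at 537 ± 109 CPM in cKO and 762 ± 378 CPM in WT at 14 d (log2 fold change −0.54, standard error 0.53, edgeR adjusted p = 1.0). Gfap in all astrocytes was at 1052 ± 479 CPM in the injured cKO mice and 1083 ± 175 CPM in the injured WT mice (SD, n = 6 and 5). Flt1 in Cluster 7, where it was tested among the genes named in the paper, had 24 UMIs in uninjured cKO mice and 1 UMI in uninjured WT mice (edgeR adjusted p = 0.388 over all genes and 0.00905 adjusted over the list alone). At 14 d its log2 fold change was −2.26 (edgeR adjusted p = 0.205 over all genes and 0.00494 adjusted over the list alone).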
